# Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2

**DOI:** 10.7554/eLife.84596

**Published:** 2023-10-23

**Authors:** Yunjeong Lee, In Seo Yeo, Namhee Kim, Dong-Keun Lee, Kyung-Tai Kim, Jiyoung Yoon, Jawoon Yi, Young Bin Hong, Byung-Ok Choi, Yoichi Kosodo, Daesoo Kim, Jihwan Park, Mi-Ryoung Song

**Keywords:** motor neuron, LIM-HD transcription factor, Isl2, Etv4, Mouse

## Abstract

The fidelity of motor control requires the precise positional arrangement of motor pools and the establishment of synaptic connections between them. During neural development in the spinal cord, motor nerves project to specific target muscles and receive proprioceptive input from these muscles via the sensorimotor circuit. LIM-homeodomain transcription factors are known to play a crucial role in successively restricting specific motor neuronal fates. However, their exact contribution to limb-based motor pools and locomotor circuits has not been fully understood. To address this, we conducted an investigation into the role of Isl2, a LIM-homeodomain transcription factor, in motor pool organization. We found that deletion of *Isl2* led to the dispersion of motor pools, primarily affecting the median motor column (MMC) and lateral motor column (LMC) populations. Additionally, hindlimb motor pools lacked Etv4 expression, and we observed reduced terminal axon branching and disorganized neuromuscular junctions in *Isl2*-deficient mice. Furthermore, we performed transcriptomic analysis on the spinal cords of *Isl2-*deficient mice and identified a variety of downregulated genes associated with motor neuron (MN) differentiation, axon development, and synapse organization in hindlimb motor pools. As a consequence of these disruptions, sensorimotor connectivity and hindlimb locomotion were impaired in *Isl2-*deficient mice. Taken together, our findings highlight the critical role of *Isl2* in organizing motor pool position and sensorimotor circuits in hindlimb motor pools. This research provides valuable insights into the molecular mechanisms governing motor control and its potential implications for understanding motor-related disorders in humans.

## Introduction

The establishment of motor circuits in the spinal cord involves complex processes including the organization of motor neurons (MNs) into specific groups known as motor columns and motor pools along the rostrocaudal axis (Romanes, 1964; Vanderhorst and Holstege, 1997). In each columnar group, MNs are further segregated into distinct motor pools. The development of this diverse repertoire of motor pools involves the sequentially activated various genetic programs during spinal cord development. Combinatorial gene expression of LIM-homeodomain (HD) transcription factors determines MN identity and positional information across multiple segments, including the median motor column (MMC), the hypaxial motor column (HMC), the lateral motor column (LMC), and the preganglionic column (PGC) (Pfaff et al., 1996; Tsuchida et al., 1994). *Hox* genes, crucial for body patterning, also contribute to segmental identity by selectively expressing in postmitotic MNs. The absence or misexpression of *Hox* genes such as *Hox6* and *Hox10* can lead to disorganization and misdirected targeting of LMC MNs toward specific limb muscles (de la Cruz et al., 1999; Wu et al., 2008). Foxp1, which interacts with *Hox* genes, is also essential for determining MN fates in the LMC, whose absence leads to scattered and misspecified LMC neurons as demonstrated in *Foxp1* mutant mice (Dasen et al., 2008). Nevertheless, despite the involvement of *Hox* networks, the intricate three-dimensional organization of individual motor pools may require additional regulatory mechanisms, as elongated motor pools can span several spinal cord segments.

More than 50 limb muscles in tetrapods are innervated by distinct limb motor pools, suggesting the involvement of diverse molecular mechanisms in shaping individual limb motor pools during spinal cord development (Sullivan, 1962). Specific LMC motor pools express ETS factors Etv4 and Etv1, playing a role in acquiring motor pool identities. In *Etv4* mutant mice, the position and terminal arborization of specific motor pools were perturbed, resulting in disorganized motor pools and impaired motor control (Livet et al., 2002; Vrieseling and Arber, 2006). Gdnf is suggested to act as a peripheral signal derived from limb tissues, guiding major axon bundles toward the hindlimb (Gould et al., 2008; Kramer et al., 2006). Furthermore, Gdnf signaling appears to induce Etv4 expression in certain motor pools, as deletion of *Gdnf,* its receptor *Ret*, or *Gfra1* results in extinguished *Etv4* expression and affected terminal arborization of motor axons in target muscles (Haase et al., 2002; Livet et al., 2002). However, it remains unclear whether the development of Etv4-expressing motor pools solely depends on Gdnf signaling.

Insulin-related, LIM-homeodomain protein 1 (Isl1) and insulin-related, LIM-homeodomain protein 2 (Isl2) are two closely related LIM-HD transcription factors, sharing approximately 75% of their identity, and both are expressed in postmitotic MNs with overlapping patterns. Isl1 is first detected in all newborn MNs shortly after these neurons exit the mitotic cycle at E9.5 (Pfaff et al., 1996; Thaler et al., 2004), while *Isl2* begins its expression slightly later, at E10.5 (Thaler et al., 2004). Genetic studies in mice and zebrafish reveal that *Isl1* plays a significant role, as its removal induces defects in motor neuronal fates, axonal navigation, neurotransmitter identity, and electrical excitability (Liang et al., 2011; Moreno and Ribera, 2014; Pfaff et al., 1996; Wolfram et al., 2012). Although Isl1 has been considered more crucial than Isl2, evidence suggests that *Isl2* is also essential in MN development. In *Isl2*-null mice, thoracic MNs are affected, leading to scattered or misspecified MN subsets (Thaler et al., 2004). Similarly, misexpression of the dominant negative form of *Isl2* or knockdown (KD) of *Isl2* in zebrafish results in mispositioned MN cell bodies and defective axon growth (Hutchinson and Eisen, 2006; Segawa et al., 2001). Moreover, successful rescue experiments using *isl2* mRNA in *isl1* morphants demonstrate that both Isl1 and Isl2 are equally potent in neurons (Hutchinson and Eisen, 2006). While *Isl2* initially coexists with *Isl1* in pan-MNs, it later becomes enriched in lateral LMC (LMCl), which lacks Isl1 expression (Thaler et al., 2004). This suggests a possible independent role for *Isl2* in LMCl beyond its reported function in thoracic MN subsets. Recent advances in transcriptomic analysis reveal detailed spatiotemporal changes in the gene expression of Islet transcription factor during MN development, indicating persistent expression of Isl2 in postnatal MNs (Amin et al., 2021; Catela et al., 2022; Delile et al., 2019; Rayon et al., 2021). Overall, these findings suggest that the role of Isl2 in motor neuronal development may have been underestimated and warrants further investigation, despite the considerable similarities or redundancies in Islet transcription factor.

In this study, we have demonstrated the crucial role of Isl2 in the development and differentiation of hindlimb motor pools. Isl2 regulates the position of motor neuronal cell bodies and directs the assembly of the motor neuronal circuit. Our findings indicate that Isl2 is enriched in proximal motor pools expressing Etv4, and it is involved in neuromuscular junction (NMJ) formation, axonal and dendritic arborization, and hindlimb movement. Through transcriptomic analysis, we have identified *Isl2* as a master regulator of various genes involved in the development and differentiation of hindlimb motor pools. Our results indicate that LIM-HD transcription factors, together with Hox and ETS transcription factors, fine-tune the organization of hindlimb motor pools.

## Results

### Spatiotemporal expression of Islet transcription factors during MN development

Islet transcription factors *Isl1* and *Isl2* are expressed immediately after MN generation. However, the detailed expression of these factors during MN development at the cellular level remains uncertain. To address this, we re-analyzed published single-cell RNA-sequencing data obtained from E12 MNs, sorted from the cervical to lumbar regions of the spinal cord, focusing on changes in their expression levels (Amin et al., 2021). We categorized approximately 3483 developing MNs into eight subgroups representing major motor columns, such as pMN, immature, MMC, phrenic/hypaxial motor column (P/HMC), LMCm, LMCl, PGCa, and PGCb (Figure 1a and c). Uniform Manifold Approximation and Projection (UMAP) analysis revealed the progression of pMN progenitors into immature MNs, MMC, P/HMC, LMCm, LMCl, PGCa, and PGCb MNs. In earlier immature MNs, we observed high *Isl1* expression, which slightly decreased in most differentiated MNs, such as MMC, P/HMC, LMCm, and PGCa MNs, but not LMCl MNs, which did not express *Isl1. Isl2* expression emerged later than *Isl1* in immature MNs, persisting in MMC and P/HMC neurons. Most LMC neurons showed low but even expression of *Isl2*, while a few PGCa and b cells expressed *Isl2* (Figure 1b). At E10.5, during MN generation, Olig2^+^ pMNs were initially found in the middle part of the ventral spinal cord, co-expressing Lhx3, a marker for pMNs and MMCs (Lee et al., 2005; Thaler et al., 2002; Figure 1d). As these cells migrated, they transiently expressed markers for postmitotic MNs Isl1 and Hb9. *Isl2* expression emerged slightly later, found in more lateral regions across all levels analyzed. To analyze the distribution of Isl2 during the MN maturation, we compared the relative position of three populations: Olig2^+^ pMNs, Olig2^+^Isl1^+^ immature MNs, and *Isl2*-expressing MNs. Contour and density assessments revealed that *Isl2* expression began slightly after Isl1 expression in immature MNs and persisted in postmitotic MNs along with Isl1 (Figure 1d). At E12.5, when motor columns became distinct, we identified them based on the expression of motor neuronal markers, including Foxp1 (marker for LMC neurons), Isl1 (marker for LMCm and PGC neurons), Lhx3 (marker for MMC neurons), nNOS (marker for PGC neurons), and Etv4 (marker for some LMC motor pools). Motor pools expressing Etv4 were located in the LMC neurons but not at the thoracic level (Figure 1e). Isl2 exhibited broad expression across all motor columns, unlike other LIM-HD transcription factors that showed specific expression patterns. Overall, while *Isl2* is present in differentiated MNs, it is relatively enriched in MMC and LMCl populations, where its expression is more prominent compared to Isl1.

**Figure 1.**
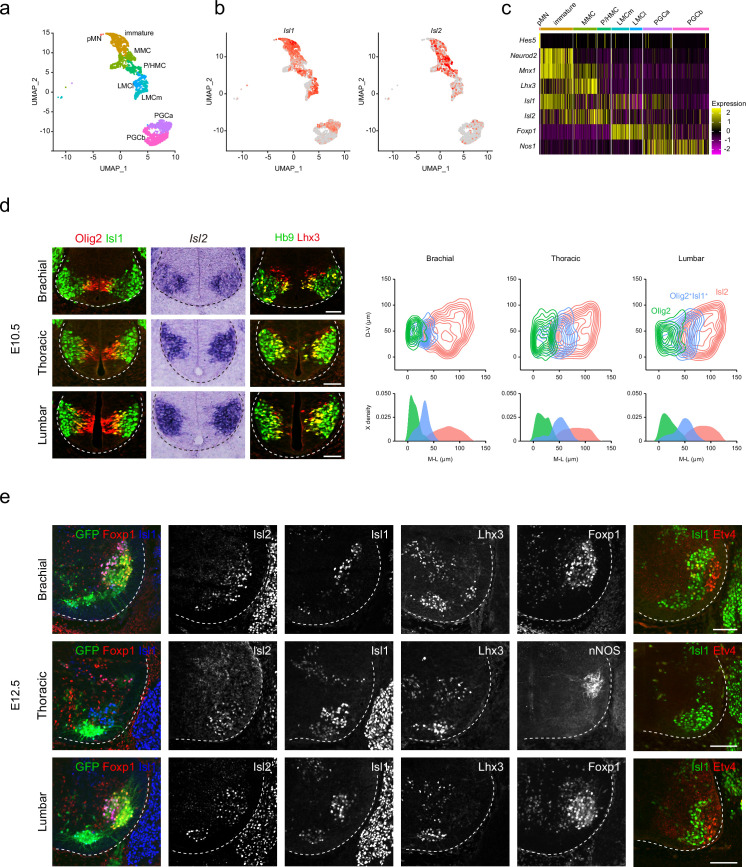
Spatiotemporal dynamics of *Isl2* expression and heterogeneity of motor neurons (MNs). (**a**) Uniform Manifold Approximation and Projection (UMAP) visualization of scRNA-seq data based on et al.’s study, highlighting distinct MN lineages: pMN progenitors, immature MNs, MMC, P/HMC, LMCm, LMCl, PGCa, and PGCb neurons, each depicted in distinct clusters. (**b**) UMAP representation showing the differential expression of *Isl1* and *Isl2*, across MN clusters. (**c**) Heatmap demonstrating the dynamic gene expression profiles of *Isl1*, *Isl2*, and other marker genes within MN clusters. (**d**) Expression of Olig2, Isl1, *Isl2*, Hb9, and Lhx3 in E10.5 spinal cords. Contour plots and medio-lateral density plots highlighting Olig2^+^ MN progenitors (green), Olig2^+^Isl1^+^ newborn MNs (blue), *Isl2*^+^ MNs (pink) across all spinal cord levels. Scale bars, 50 μm. (**e**) Expression of Isl1, Isl2, Lhx3, Foxp1, nNOS, Etv4, and Hb9::GFP in E12.5 spinal cords. Scale bars, 100 μm.

### Settling position of MNs is impaired in the absence of *Isl2*

Given the broad expression of *Isl2* in postmitotic MNs, we examined the organization of motor columns in *Isl2*-null mice (Thaler et al., 2004). The pan-motor neuronal expression of *Isl2* across the multiple segments of the spinal cord suggests that additional motor neuronal populations could also be affected by the absence of *Isl2*. To explore unknown phenotypes, we conducted further investigations using the mutant mouse line previously generated and analyzed by Thaler et al., 2004. At E13.5, the number of Hb9^+^Lhx3^+^ MMC and Foxp1^+^ LMC neurons remained unchanged at the brachial and lumbar levels (Figure 2a–c). At the thoracic level, the number of MMC and HMC neurons remained unaffected, but we observed a decrease in the number of Isl1^+^nNOS^+^ PGC neurons (Figure 2b and c and Supplementary file 2). *Isl2*-null mice also showed significantly reduced expression of nNOS and pSMAD in PGC neurons, consistent with previous studies (Dasen et al., 2008; Harrison et al., 1999; Figure 2b). Additionally, the overall distribution of MNs was altered in *Isl2*-null mice (Figure 2a and b). At the limb level, MN cell bodies were slightly scattered, located between the MMC and LMC neurons. At the thoracic level, ectopic cells were dispersed dorsally to the MMC neurons. Ectopic cells at the lumbar level mainly belonged to LMCl MNs, expressing Lhx1^+^ (58%), Foxp1^+^ (53%), and Lhx3^+^ MMC MNs (32%) (Figure 2—figure supplement 1). Our findings align with previous results, including a reduced number of visceral MNs, reduced nNOS expression, and abnormal dorsomedial migration of MNs, reported by Thaler et al., 2004 Our study additionally reveals the appearance of ectopic MNs at the limb levels, primarily consisting of MMC and LMCl cells.

**Figure 2.**
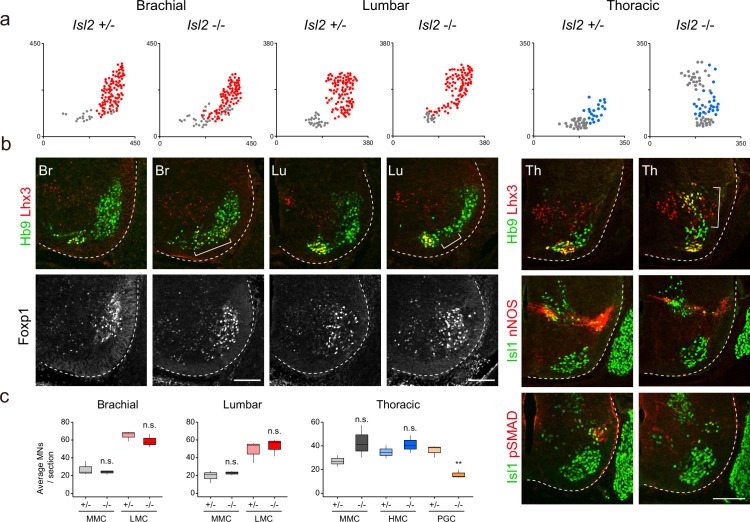
Disrupted motor column organization in *Isl2*-null mice. (**a**) Spatial representation of motor neuron (MN) subtypes: median motor column (MMC) (gray, Lhx3^+^Hb9^+^), lateral motor column (LMC) (red, Foxp1^+^), and preganglionic column (PGC) (blue, Isl1^+^ nNOS^+^) neurons from the images in b. X and y coordinates denote the medial-to-lateral and ventral-to-dorsal axes, respectively, in μm. (**b**) Expression of Hb9, Lhx3, Foxp1, Isl1, nNOS, and pSMAD in E13.5 mouse embryonic spinal cords. Brackets mark ectopic MNs observed in *Isl2-*null mice. (**c**) Quantification of MMC (gray), LMC (red), hypaxial motor column (HMC) (blue), and PGC (yellow) neurons across brachial (C6–C8), lumbar (L2–L4), and thoracic spinal segments. Average MN number per mouse. Box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers). Data from three mice per group, analyzed using unpaired Student’s t-test; **p<0.01; n.s. indicates not significant. Refer to Supplementary file 2 and source data for detailed statistics. Scale bars, 100 μm. Figure 2—source data 1.Quantification of motor neuron (MN) subtypes at E13.5 in *Isl2 +/-* and *Isl2*-null mice, categorized by brachial, lumbar, and thoracic levels.

**Figure 2—figure supplement 1.**
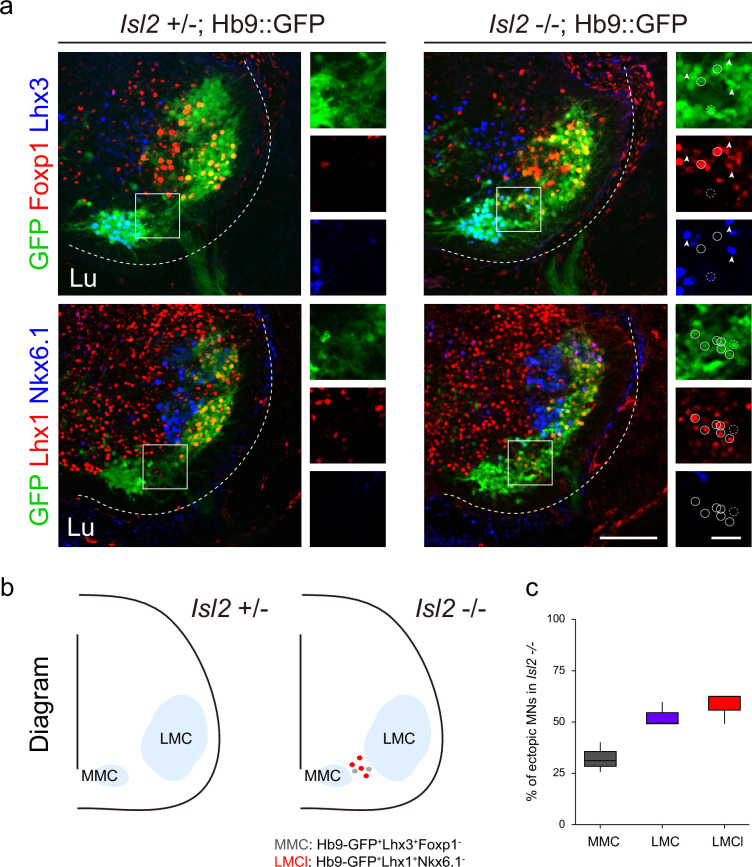
Analysis of ectopic motor neurons (MNs) in *Isl2* knockout (KO) mice. (**a**) Representative immunofluorescence images of ectopic MNs in E13.5 *Isl2* KO mice, labeled with various motor neuronal markers. High-magnification insets highlight median motor column (MMC) (arrowheads), LMCl (white circles), and unidentified (white dotted circles) cells within ectopic MN region. Scale bars, 100 μm (low-magnification images) and 25 μm (high-magnification images). (**b**) Schematic summary depicting the types of ectopic MNs in *Isl2*-deficient mice. (**c**) Distribution analysis of MMC (GFP^+^Lhx3^+^), LMC (GFP^+^Foxp1^+^), and LMCl (GFP^+^Lhx1^+^) cells among the analyzed ectopic MNs within ectopic MN region (n=6 sections, three animals). The error bars represent SEM. Box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers). Detailed numerical values are available in Supplementary file 2 and source data. Figure 2—figure supplement 1—source data 1.Quantification of ectopic motor neurons (MNs) at E13.5 in the lumbar spinal cords in *Isl2*-null mice.

To further characterize the scattered MNs at the limb level, we examined the organization of motor pools in *Isl2*null (knockout [KO]) and *Isl2* conditional KO (cKO) mice at the brachial level. *Isl2* cKO mice were generated by crossing *Isl2^F/F^* mice with *Isl2 +/-; Olig2^Cre^* mice (Figure 3—figure supplement 1a and b; Dessaud et al., 2007; Kong et al., 2015). In situ hybridization analysis showed specific downregulation of *Isl2* transcript levels among MNs (Figure 3—figure supplement 1c). We assessed MNs based on the expression of marker genes for motor columns and pools, such as Hb9, Lhx3, Foxp1, Isl1, Lhx1 (marker for LMCl neurons), Etv4, and Scip (marker for MMC/HMC MNs and some motor pools), in consecutive transverse spinal cord sections (Figure 3a). At the thoracic level, the previous study reported that the organization of the MMC is disrupted in the absence of *Isl2* (Thaler et al., 2004). Similarly, we found that MMC neurons were scattered dorsolaterally and located ectopically within LMC MNs or immediately dorsal to motor columns in *Isl2* KO and cKO brachial spinal cords (see Figure 2, Figure 3a and b, Figure 3—figure supplements 2 and 3). The distribution of LMCm was relatively spared, whereas LMCl neurons spread more medially when determined by Foxp1, Isl1, and Lhx1 immunoreactivity. The distribution of major brachial motor pools, defined by Etv4 and Scip expression, remained unchanged in *Isl2* mutant mice. At the C6 and C8 levels, the position of major motor pools such as cutaneous maximus (CM), latissimus dorsi (LD), and flexor carpi ulnaris (FCU) motor pools was unaffected in *Isl2* KO and cKO mice (Figure 3a, Figure 3—figure supplements 2 and 3; Dasen et al., 2005; Livet et al., 2002). Consequently, the number of individual motor pools also remained unchanged in *Isl2* mutant mice (Figure 3c). Thus, at the brachial level, MMC and LMCl neurons were mostly scattered, while the position of other populations remained relatively normal.

**Figure 3.**
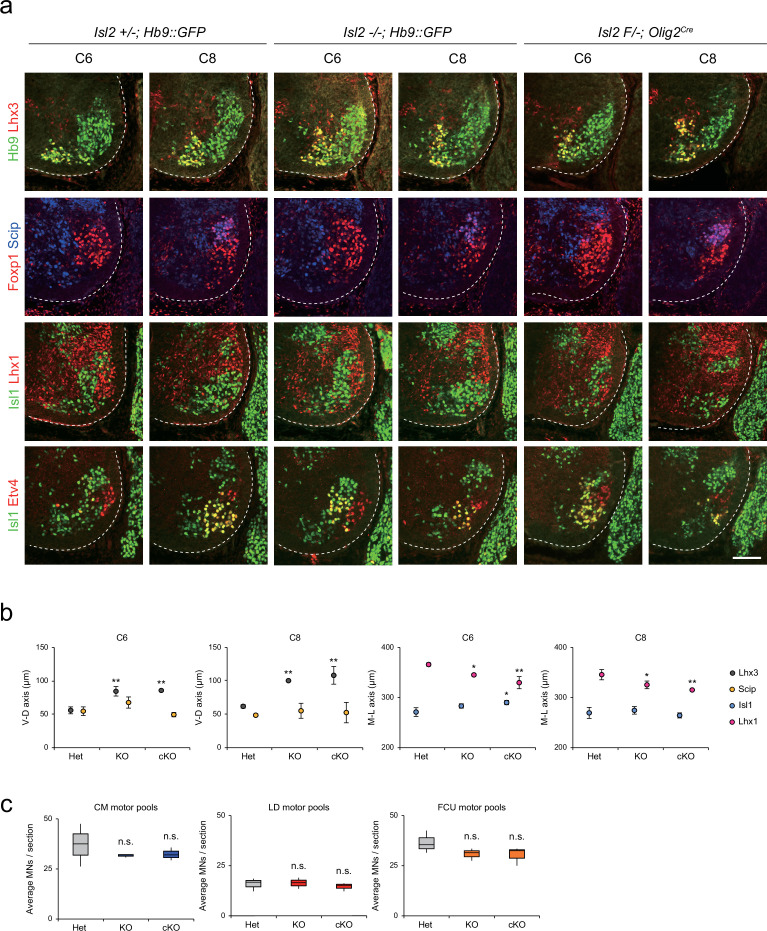
Distribution of lateral motor column (LMC) motor pools in brachial spinal cords of control and *Isl2* mutant mice. (**a**) Immunofluorescence images of motor neurons (MNs) labeled with Hb9, Lhx3, Foxp1, Scip, Isl1, Lhx1, and Etv4 in adjacent sections of C6 and C8 spinal cords from Het (+/-), *Isl2* knockout (KO) (-/-), and *Isl2* conditional knockout (cKO) (*Isl2 F/-; Olig2^Cre^*) mice. (**b**) Average ventro-dorsal distribution of MMC (Hb9^+^Lhx3^+^) and MMC/HMC (Hb9^+^Foxp1^-^Scip^+^) neurons, and medio-lateral distribution of LMCm (Hb9^low^Isl1^+^) and LMCl (Hb9^high^Lhx1^+^) neurons in embryos with each genotype. n=3 mice for each genotype; standard deviation (SD) is shown; one-way ANOVA with Bonferroni’s post hoc test; Het vs. KO or cKO, **p<0.01, *p<0.05. (**c**) Average cell count per embryo in flexor carpi ulnaris (FCU) (Foxp1^+^Scip^+^), cutaneous maximus (CM) (Isl1^+^Etv4^+^), and latissimus dorsi (LD) (Isl1*^−^*Etv4^+^) motor pools. Box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers). One-way ANOVA with Bonferroni’s post hoc test; n.s. indicates not significant. See Supplementary file 2 and source data for detailed n and statistics. Scale bar, 100 μm. Figure 3—source data 1.Average ventro-dorsal distribution of MMC (Hb9^+^Lhx3^+^) and MMC/HMC (Hb9^+^Foxp1^-^Scip^+^) neurons as well as medio-lateral distribution of LMCm (Hb9^low^Isl1^+^) and LMCl (Hb9^high^Lhx1^+^) neurons (Figure 3b).It also includes the average cell count per embryo in flexor carpi ulnaris (FCU) (Foxp1^+^Scip^+^), cutaneous maximus (CM) (Isl1^+^Etv4^+^), and latissimus dorsi (LD) (Isl1^-^Etv4^+^) motor pools (Figure 3c).

**Figure 3—figure supplement 1.**
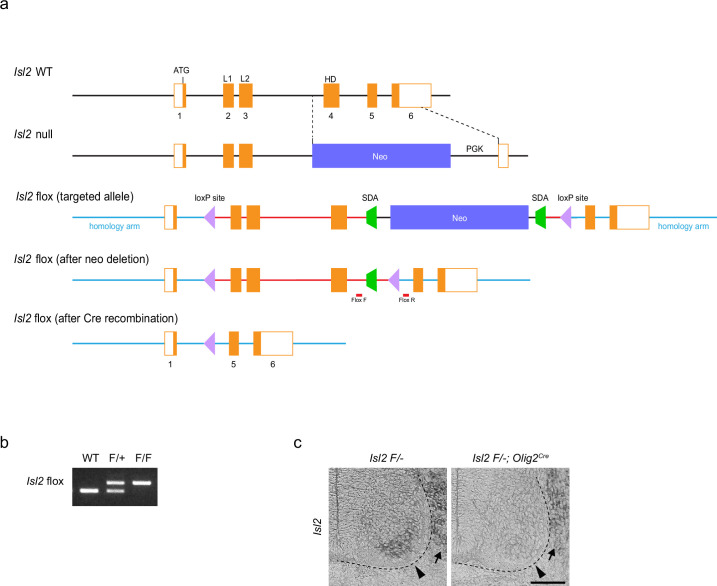
Generation of novel *Isl2* flox mouse line. (**a**) Schematic representation of the gene targeting strategy employed by Cyagen Biosciences (Guangzhou), Inc to generate *Isl2* flox mice. Exons 2–4 were flanked by loxP sites, constituting the flox strategy. The knockout strategy (Thaler et al., 2004) involves the replacement of three exons with a neomycin cassette. Orange boxes represent exons, purple triangles denote loxP sites, and green trapezoids depict self-deletion anchor (SDA) sites. The blue lines denote the 5’ and 3’ homology arms approximately 2722 and 2933 kb long, respectively. The red line denotes the conditional knockout (cKO) region. The locations of genotyping primers are shown in red. The F_1_ *Isl2^flox-neo/+^* mice were crossed with deleter mice to excise the *Neo* cassette from the germline. (**b**) Genotyping PCR results confirmed the successful generation of wild-type heterozygous and homozygous pups. (**c**) In situ hybridization images depicting *Isl2* mRNA in *Isl2 F/-* and *Isl2 F/-; Olig2^Cre^* embryos at E12.5. Diminished *Isl2* mRNA expression is observed in motor columns (arrowheads) but not in dorsal root ganglia (arrows). Scale bar, 100 μm. Figure 3—figure supplement 1—source data 1.An unedited raw agarose gel picture and a labeled gel picture of genotyping PCR for Figure 3—figure supplement 1b.

**Figure 3—figure supplement 2.**
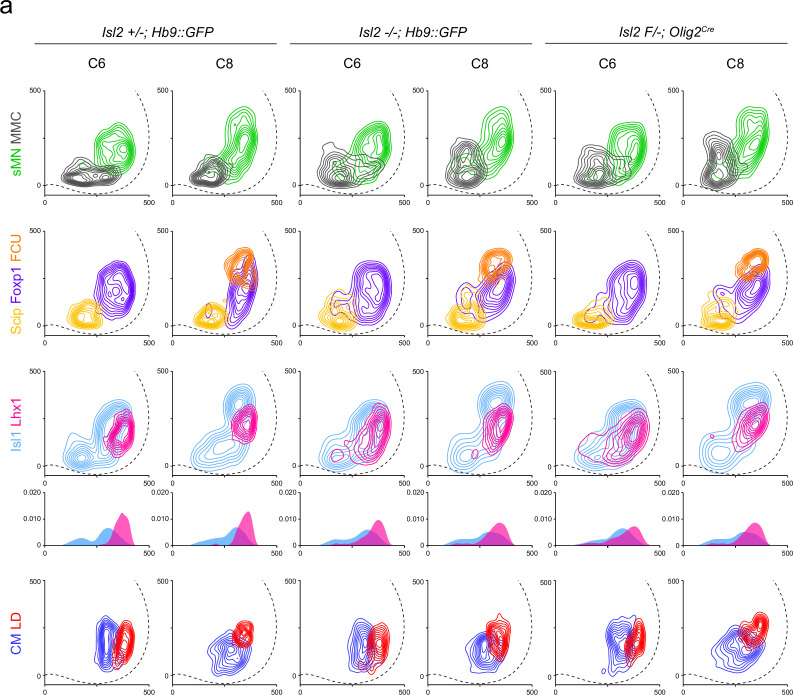
Contour plots for motor neuron (MN) subtypes and motor pools in the brachial spinal cords. (**a**) Contour or medio-lateral density plots illustrate the distribution of Hb9^+^ somatic MNs (sMNs, green), Hb9^+^Lhx3^+^ MMC neurons (gray), Hb9^+^Foxp1^-^Scip^+^ MMC/HMC neurons (yellow), Hb9^+^Foxp1^+^ LMC neurons (purple); Hb9^low^Isl1^+^ LMCm neurons (skyblue), Hb9^high^Lhx1^+^ LMCl neurons (magenta), Foxp1^+^Scip^+^ flexor carpi ulnaris (FCU) (orange), Isl1^+^Etv4^+^ cutaneous maximus (CM) (blue), and Isl1^−^Etv4^+^ latissimus dorsi (LD) (red) within C6 and C8 spinal cords of heterozygote, *Isl2* knockout (KO), and *Isl2* conditional knockout (cKO) mice. X and y coordinates on medial-to-lateral and ventral-to-dorsal axes in contour plots are shown in μm.

**Figure 3—figure supplement 3.**
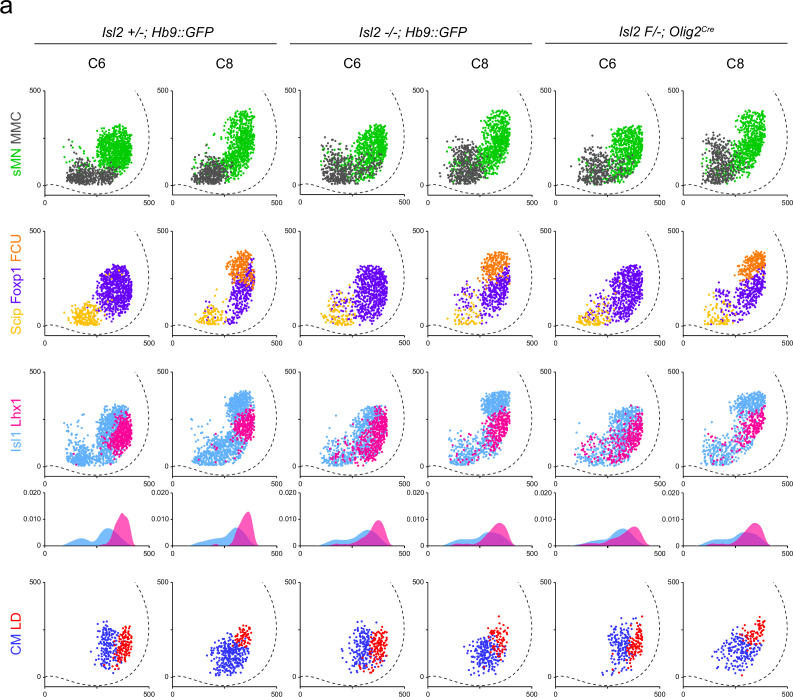
Spatial plots depict position of individual neurons comprising motor columns and motor pools indicated from three different animals shown in Figure 3. (**a**) Scatter or medio-lateral density plots illustrate the distribution of Hb9^+^ somatic motor neurons (MNs) (sMNs, green), Hb9^+^Lhx3^+^ MMC neurons (gray), Hb9^+^Foxp1^-^Scip^+^ MMC/HMC neurons (yellow), Hb9^+^Foxp1^+^ LMC neurons (purple); Hb9^low^Isl1^+^ LMCm neurons (skyblue), Hb9^high^Lhx1^+^ LMCl neurons (magenta), Foxp1^+^Scip^+^ flexor carpi ulnaris (FCU) (orange), Isl1^+^Etv4^+^ cutaneous maximus (CM) (blue), and Isl1^−^Etv4^+^ latissimus dorsi (LD) (red) within C6 and C8 spinal cords of heterozygote, *Isl2* knockout (KO), and *Isl2* cKO mice. X and y coordinates on medial-to-lateral and ventral-to-dorsal axes in scatter plots are shown in μm.

Next, we reconstructed the detailed motor pool distribution at L2 and L4 levels by analyzing the expression of motor neuronal markers, Hb9, Lhx3, Foxp1, Scip (marker for MMC/HMC neurons), Nkx6.1 (marker for MMC and LMCm neurons), Lhx1, Isl1, and Etv4 (Figure 4). Scip^+^ MMC/HMC neurons were scattered dorsally, and Nkx6.1^+^ LMCm and Lhx1^+^ LMCl neurons were scattered medially in both *Isl2* KO and cKO mice, as shown in contour, density, or spatial plots (Figure 4a and b, Figure 4—figure supplements 1 and 2). Lhx1^+^ LMCl neurons were scattered medially, while Nkx6.1^+^ LMCm neurons were less distinct in *Isl2* mutant mice (Figure 4a, b, and c and Figure 4—figure supplements 1 and 2). The clustering of tibialis anterior (Ta) motor pools was relatively normal in *Isl2* mutant mice (Figure 4c). Remarkably, the number of Etv4-expressing cells, including gluteus (Gl), rectus femoris (Rf), and tensor fasciae latae (Tfl) motor pools in the L2 and L4 segments, was significantly downregulated, as shown in contour and spatial plots (Figure 4a, c, and d and Figure 4—figure supplements 1 and 2). Taken together, MMC neurons at all levels and some LMC motor pools at the lumbar level were dispersed in the absence of *Isl2*.

**Figure 4.**
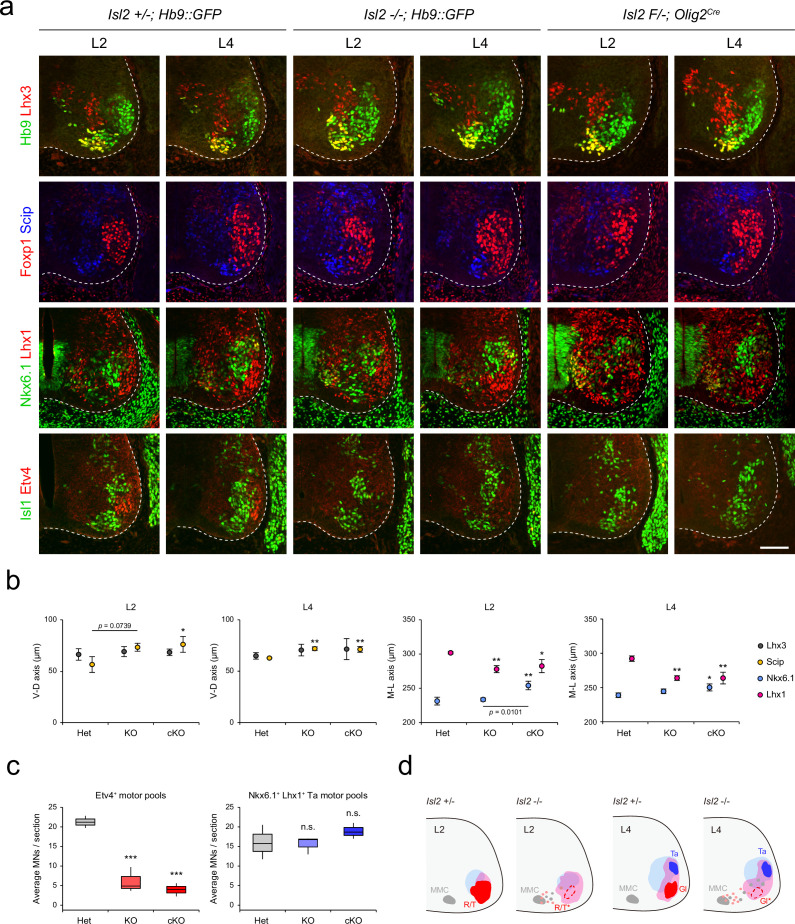
Altered lumbar motor column position in *Isl2* mutant mice. (**a**) Immunofluorescence images of motor neurons (MNs) labeled with Hb9, Lhx3, Foxp1, Scip, Nkx6.1, Lhx1, Isl1, and Etv4 in adjacent sections of L2 and L4 spinal cords from Het (+/-), *Isl2* knockout (KO) (-/-), and *Isl2* conditional KO (cKO) (*Isl2 F/-; Olig2^Cre^*) mice. (**b**) Average ventro-dorsal distribution of MMC (Hb9^+^Lhx3^+^) and MMC/HMC (Hb9^+^Foxp1^-^Scip^+^) neurons and medio-lateral distribution of LMCm (Hb9^low^Nkx6.1^+^) and LMCl (Hb9^high^Lhx1^+^) neurons in heterozygote, *Isl2* KO, and *Isl2* cKO embryos. n=3 mice for each genotype; SD is shown; one-way ANOVA with Bonferroni’s post hoc test; **p<0.01, *p<0.05. See Supplementary file 2 and source data for detailed n and statistics. (**c**) The average cell count per embryo in Etv4^+^ rectus femoris (Rf)/tensor fasciae latae (Tfl)/gluteus (Gl) and Nkx6.1^+^Lhx1^+^ Ta motor pools. n=3 mice for each genotype; SEM is shown; one-way ANOVA with Bonferroni’s post hoc test, ***p<0.001, n.s.=not significant. Box plots illustrate data distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers). See Supplementary file 2 and source data for detailed n and statistics. (**d**) Summary diagram depicting the position of major lumbar motor pools: rectus femoris (**R**), tensor fascia latae (**T**), tibialis anterior (Ta), and Gl. Misspecified motor pools are marked with asterisks. Scale bar, 100 μm. Figure 4—source data 1.Average ventro-dorsal distribution of MMC (Hb9^+^Lhx3^+^) and MMC/HMC (Hb9^+^Foxp1^-^Scip^+^) neurons, as well as the medio-lateral distribution of LMCm (Hb9^low^Nkx6.1^+^) and LMCl (Hb9^high^Lhx1^+^) neurons (Figure 4b).It also includes the average cell count per embryo in Etv4^+^ rectus femoris (Rf)/tensor fasciae latae (Tfl)/gluteus (Gl) and Nkx6.1^+^ Lhx1^+^ tibialis anterior (Ta) motor pools (Figure 4c).

**Figure 4—figure supplement 1.**
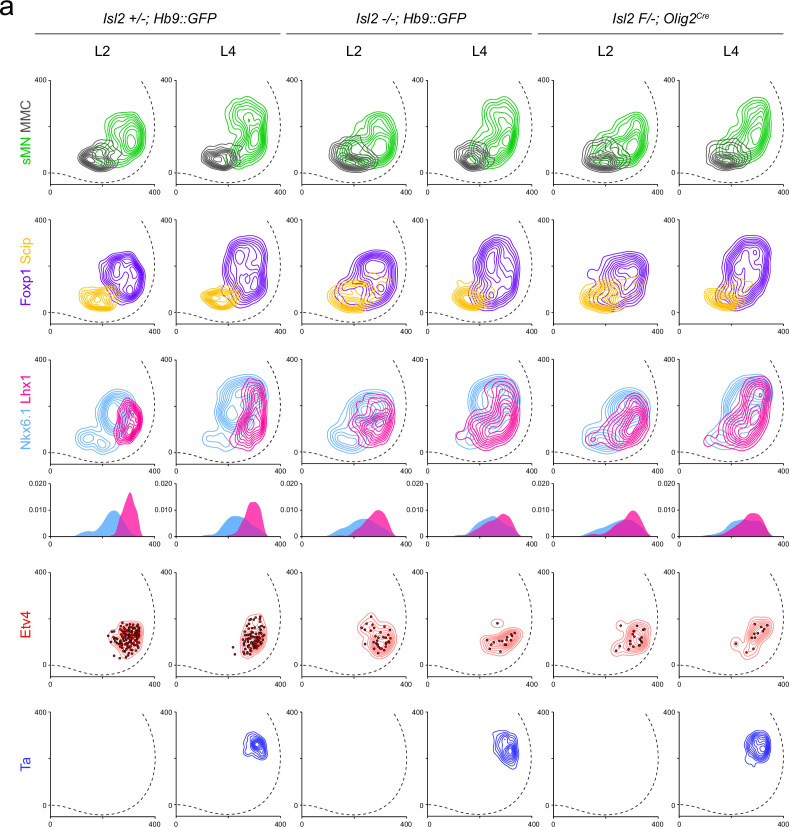
Motor neuron (MN) subtypes and motor pool distribution in lumbar spinal cords. (**a**) Contour plots and medio-lateral density plots display the spatial distribution of Hb9^+^ somatic MNs (sMNs, green), Hb9^+^Lhx3^+^ MMC neurons (gray), Hb9^+^Foxp1^-^Scip^+^ MMC/HMC neurons (yellow), Hb9^+^Foxp1^+^ LMC neurons (purple); Hb9^low^Nkx6.1^+^ LMCm neurons (skyblue), Hb9^high^Lhx1^+^ LMCl neurons (magenta), Hb9^+^Isl1^-^Etv4^+^ rectus femoris (Rf)/tensor fasciae latae (Tfl) and gluteus (Gl) (red), and Hb9^+^Nkx6.1^+^Lhx1^+^ Ta (blue) across L2 and L4 spinal cords in heterozygote, *Isl2* knockout (KO), and *Isl2* conditional KO (cKO) mice. X and y coordinates on medial-to-lateral and ventral-to-dorsal axes in contour plots are shown in μm.

**Figure 4—figure supplement 2.**
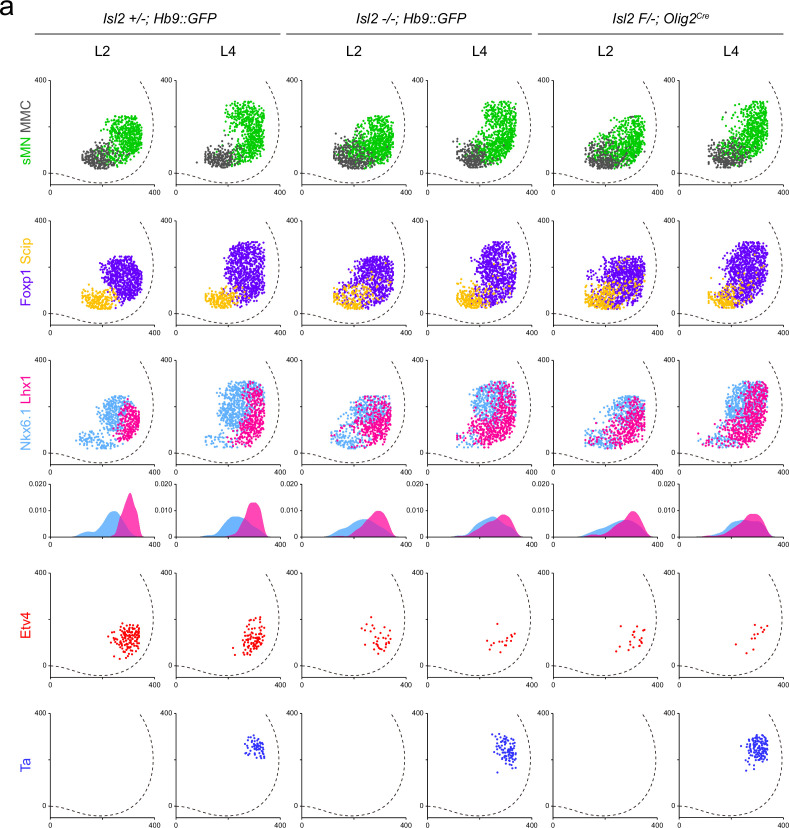
Spatial plots depict position of individual neurons comprising motor columns and motor pools indicated from three different animals shown in Figure 4. (**a**) Scatter plots and medio-lateral density plots display the spatial distribution of Hb9^+^ somatic motor neurons (MNs) (sMNs, green), Hb9^+^Lhx3^+^ MMC neurons (gray), Hb9^+^Foxp1^-^Scip^+^ MMC/HMC neurons (yellow), Hb9^+^Foxp1^+^ LMC neurons (purple); Hb9^low^Nkx6.1^+^ LMCm neurons (skyblue), Hb9^high^Lhx1^+^ LMCl neurons (magenta), Hb9^+^Isl1^-^Etv4^+^ rectus femoris (Rf)/tensor fasciae latae (Tfl) and gluteus (Gl) (red), and Hb9^+^Nkx6.1^+^Lhx1^+^ Ta (blue) across L2 and L4 spinal cords in heterozygote, *Isl2* knockout (KO), and *Isl2* conditional KO (cKO) mice. X and y coordinates on medial-to-lateral and ventral-to-dorsal axes in scatter plots are shown in μm.

### Isl2 induces *Etv4* transcripts in lumbar motor pools

The presence of scattered MNs and the absence of Etv4 expression in *Isl2* mutant lumbar motor pools led us to hypothesize that Isl2 activates *Etv4* expression, as its absence also resulted in positional defects in MNs (Livet et al., 2002). To investigate this, we examined Etv4 expression in *Isl2* mutant mice during the segregation of limb motor pools from E11.5 to E13.5. Immunohistochemistry and RT-PCR analysis using spinal cord tissues revealed that both the proteins and transcripts of *Etv4* were selectively downregulated in lumbar motor pools, but not in brachial motor pools, of *Isl2* KO and *Isl2* cKO spinal cords (Figure 5a and b and Figure 5—figure supplement 1).

**Figure 5.**
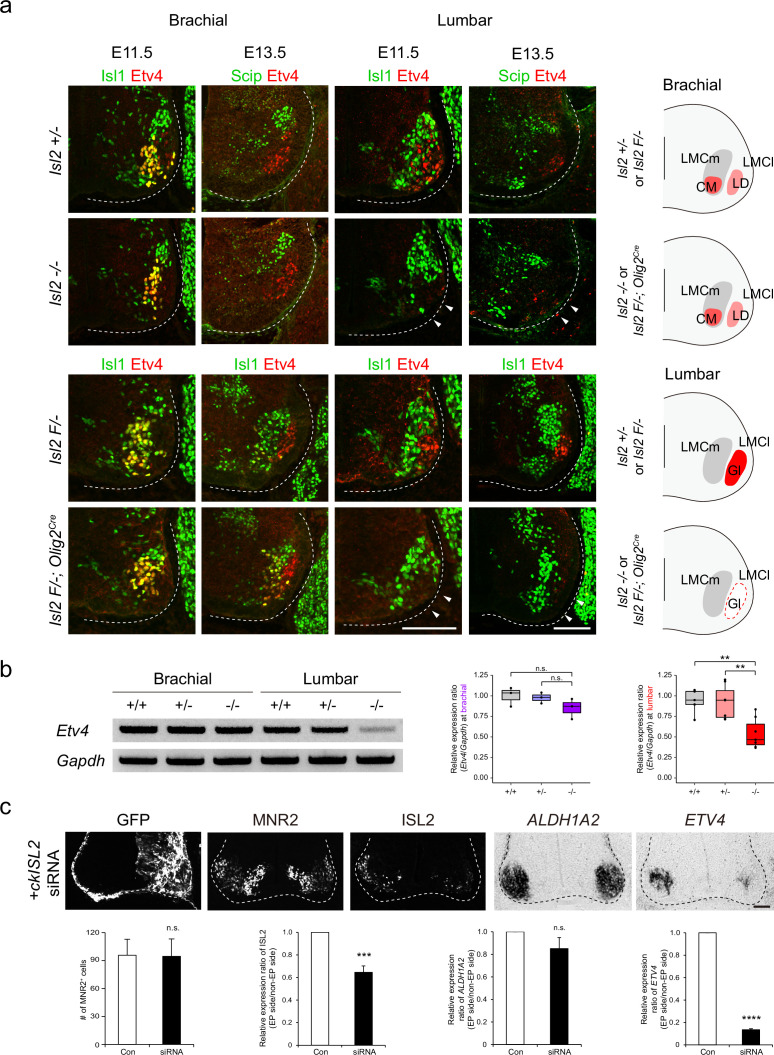
Loss of Etv4 expression in *Isl2*-null motor neurons (MNs). (**a**) Expression of Isl1, Scip, and Etv4 in brachial and lumbar spinal cords of *Isl2 +/-*, *Isl2* knockout (KO), *Isl2 F/*−, and *Isl2 F/*−; *Olig2^Cre^* animals at E11.5 and E13.5. Note that Etv4 expression vanishes in lumbar, but not in brachial MNs (arrowheads). Summary diagram depicts the position of lateral motor column (LMC) motor pools innervating the cutaneous maximus (CM), latissimus dorsi (LD), and gluteus (Gl) muscles for each genotype. Scale bars, 100 μm. (**b**) RT-PCR results and quantification demonstrate reduced *Etv4* transcript levels in E12.5 *Isl2-*null lumbar spinal cords. Relative expression of *Etv4* at brachial: 1.00±0.06 for *Isl2 +/+*, 0.98±0.04 for *Isl2 +/-*, and 0.85±0.07 for *Isl2* KO; p=0.2692 for *Isl2 +/+* vs. *Isl2* KO, p=0.3736 for *Isl2 +/-* vs. *Isl2* KO; n=3 animals per genotype. Relative expression of *Etv4* at lumbar: 1.00±0.08 for *Isl2 +/+*, 0.96±0.08 for *Isl2 +/-*, and 0.54±0.07 for *Isl2* KO; p=0.0020 for *Isl2 +/+* vs. *Isl2* KO, p=0.0024 for *Isl2 +/-* vs. *Isl2* KO; n=6–8 animals per genotype. Box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers). One-way ANOVA with Tukey’s test; see Supplementary file 2 and source data for detailed n and statistics. **p<0.01, n.s.=not significant. (**c**) Expression of GFP, MNR2, ISL2, *ALDH1A2*, and *ETV4* in HH stage 25 chick neural tubes, electroporated with siRNA against *ISL2*. Quantification analysis includes the average MNR2-expressing MNs per embryo (96±17 MNs for control, vs. 95±19 for siRNA-electroporated chick, p=0.9622), average fluorescent intensity of ISL2 expression per embryo (1.00 of relative expression ratio for control, vs. 0.65±0.06 for siRNA-electroporated side, p=0.0008), and average relative expression of *ALDH1A2* per embryo (1.00 for control, vs. 0.85±0.10 for siRNA-electroporated side, p=0.3340), and average relative expression of *ETV4* per embryo (1.00 for control, vs. 0.13±0.01 for siRNA-electroporated side, p<0.0001). Note that the *ETV4* transcript was downregulated on the electroporated side (right; n=3–4 animals per group; SEM is shown; unpaired Student’s t-test; see Supplementary file 2 and source data for detailed n and statistics). ****p<0.0001, ***p<0.001, n.s.=not significant. Scale bars, 50 μm. Figure 5—source data 1.Quantification of relative expression of *Etv4* in brachial and lumbar spinal cords of wild-type, *Isl2 +/-* and *Isl2*-null embryos for Figure 5b. Figure 5—source data 2.Quantification of MNR2^+^ cells and relative expression of ISL2, *ETV4*, *ALDH1A2* in chick spinal cords, electroporated with siRNA against *ISL2* for Figure 5c. Figure 5—source data 3.Unedited raw agarose gel pictures and labeled gel pictures of RT-PCR results for Figure 5b.

**Figure 5—figure supplement 1.**
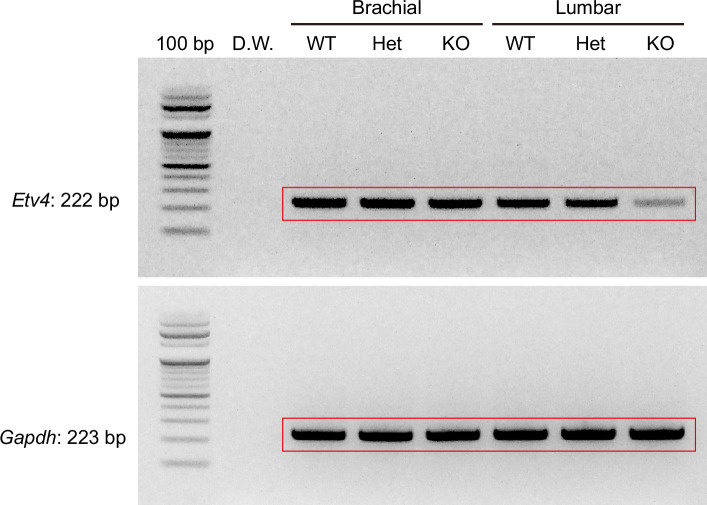
Original unprocessed images of RT-PCR results in Figure 5b. Original unprocessed RT-PCR images for *Gapdh* and *Etv4* in brachial and lumbar spinal cords of E12.5 wild-type, *Isl2 +/-*, and *Isl2*-null embryos.

**Figure 5—figure supplement 2.**
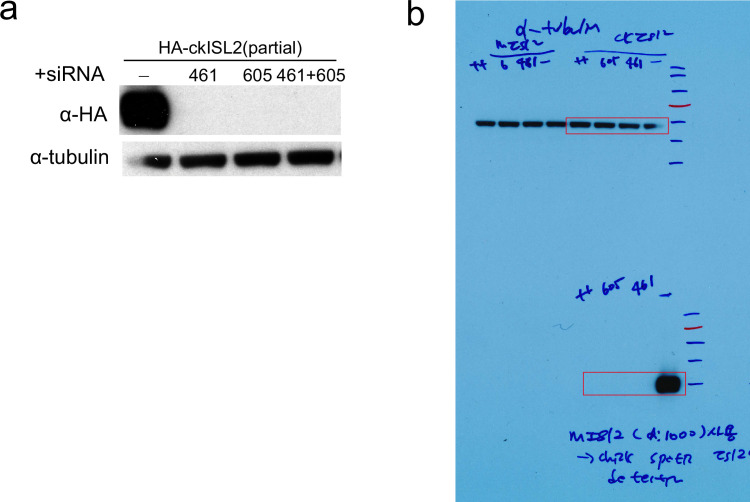
Assessment of siRNA knockdown (KD) efficiency of siRNA. (**a–b**) Assessment of siRNA KD efficiency of siRNA in HEK293 cells transiently transfected with N-terminal truncated chick *ISL2* (aa 38–356) with HA tag and either *ckISL2* siRNA 461 or 605, as indicated. Both siRNAs efficiently downregulated ckISL2 protein expression, as determined by anti-HA immunoblot. siRNA 461 was used in Figure 5 experiments. Figure 5—figure supplement 2—source data 1.Unprocessed blot and the labeled blot images for reference (Figure 5—figure supplement 2a–b).

To further test whether acute downregulation of *Isl2* is sufficient to abolish *Etv4* transcription, we knocked down *ISL2* expression in the chick neural tube using siRNA. Efficient KD of *ISL2* was confirmed in a cell line misexpressing HA-tagged ckISL2 (Figure 5—figure supplement 2). When *ISL2* siRNA was introduced into the chick neural tube by in ovo electroporation, the number of ISL2-expressing cells and the intensity of ISL2 in these cells were reduced, while the total number of MNs labeled with MNR2, a marker expressed among MNs and progenitors in chicken embryos, remained unchanged (Tanabe et al., 1998; Figure 5c). Consistent with the results in mice, the *ETV4* transcript level was significantly downregulated in chick *ISL2-*KD MNs (Figure 5c). Collectively, these results suggest that Isl2 is necessary for gene transcription of *Etv4* in MNs in a cell-autonomous manner, which may correlate with the correct positioning of motor pools.

### Transcriptomic analysis to define genes is associated with the development of lumbar motor pools

Due to the more severe effect observed in the absence of *Isl2* on lumbar motor pools at the lumbar level compared to other axial levels, we sought to identify sets of genes under the control of *Isl2*, particularly in the lumbar segment. We applied two search criteria. First, we focused on downregulated genes, as Isl2 is expected to act as an activator similar to Isl1 (Lee et al., 2008; Lee and Pfaff, 2003). Second, we compared differentially expressed genes (DEGs) at the brachial and lumbar levels to select genes specifically downregulated at the lumbar level. 

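Total RNA from the ventral spinal cord, trimmed around the *Hb9::GFP* reporter that labels MNs, was sequenced in 12 libraries at E12.5. At each of the brachial and lumbar levels, 3 libraries came from *Isl2* +/- (heterozygote) embryos and 3 from *Isl2* KO embryos. The authors trimmed the reads, mapped them to the mm10 mouse genome and estimated abundances in each library with StringTie, and their DEG analysis used DESeq2. The deposited tables hold coverage, FPKM and TPM per gene but no read counts, so DESeq2 could not be run on them. They list 45777 genes by NCBI gene identifier, of which 45679 were given a symbol from the RefSeq annotation of GRCm38.p6, and 96.2% of the identifiers had the same coordinates there. For 95% to 96.1% of the genes with a single transcript and values above 0, the ratio of coverage to FPKM was one constant per library, which gives the aligned bases behind its values. These ranged from 5.69 to 6.18 Gb (gigabases, median 5.7) in the brachial heterozygote libraries and from 4.48 to 6.24 Gb (median 5.76) in the brachial *Isl2* KO libraries. In the lumbar libraries they ranged from 6.09 to 6.64 Gb (median 6.63) in heterozygotes and from 5.21 to 6.38 Gb (median 6.27) in *Isl2* KO. A set of 5 small RNAs (*Rn7sk*, *Rn7s1*, *Rn7s2*, *Rmrp*, and *Rpph1*) took between 23.7% and 38.2% of the TPM of a library. TPM was therefore rescaled between libraries by median-of-ratios size factors, and log2 values were taken after adding 0.1. For each level, limma was fitted to its 6 libraries over genes with a mean TPM of at least 0.5, without pairing of libraries. This left 16935 genes at the brachial level and 16511 at the lumbar level. Comparisons of single genes between 3 *Isl2* KO and 3 heterozygote libraries cannot go below p = 0.1 in a two-sided exact permutation test. Means below are rescaled TPM ± SD with n = 3 libraries per group unless another n is given, and fold changes compare *Isl2* KO with heterozygotes.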

To achieve this, we conducted bulk RNA-seq analysis using E12.5 brachial and lumbar ventral spinal cords. To obtain MN-enriched tissues, we dissected the ventral spinal cord from an open-book preparation. Segmental identity of the spinal cord was verified according to the expression of the correct *Hox* code at each axial level (Hayashi et al., 2018). 

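Of the 39 *Hox* genes in the tables, 32 passed the expression filter over all 12 libraries. Between lumbar and brachial libraries, with genotype as a covariate, 21 of the 32 differed at an adjusted p under 0.05 (limma), 12 higher at the lumbar level and 9 higher at the brachial level. Among paralog groups 9 and above, 8 of 10 tested genes were higher at the lumbar level. Among groups 4 to 8, 8 of 15 were higher at the brachial level and 2 at the lumbar level. *Hoxd10* averaged 0.0041 TPM in the 6 brachial libraries and 164 TPM in the 6 lumbar libraries, with an adjusted p of 9.12e-13 (limma). *Hoxc10* and *Hoxa11* were listed at 0 in every brachial library and averaged 34.7 and 18.7 TPM in the lumbar libraries. In the other direction, *Hoxc8* fell from 158 TPM in brachial to 15.6 TPM in lumbar libraries, a log2 difference of −3.33. *Hoxc6* fell from 84.1 to 21.8 TPM (−1.94) and *Hoxa5* from 70.1 to 33.4 TPM (−1.07). The number of *Hox* genes past the threshold stayed between 20 and 23 when each library was left out in turn.

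**Figure D1:**
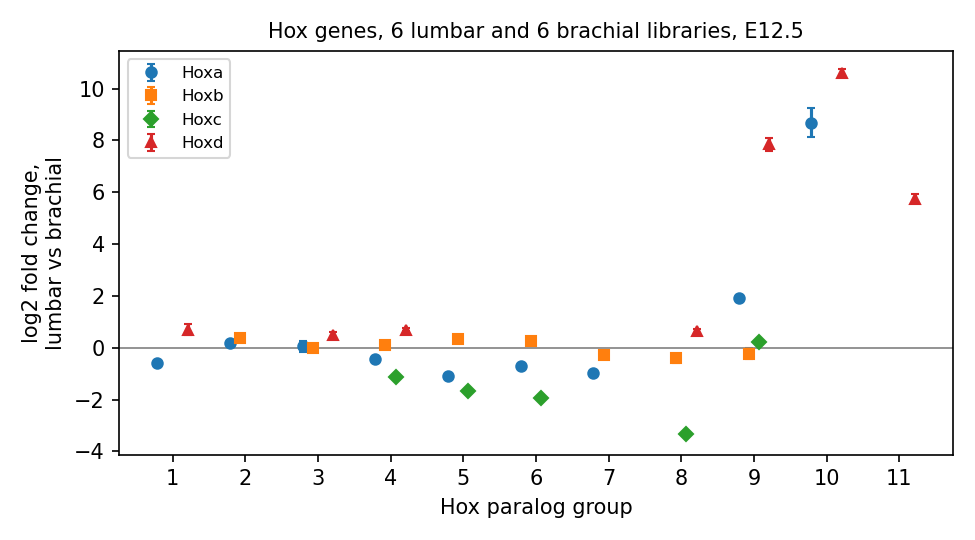
Log2 fold change between lumbar and brachial libraries (y axis) of 29 tested Hox genes by paralog group (x axis), with a symbol for each cluster and bars for the standard error of the limma fit. Hoxa11, Hoxc10, and Hoxc11 are not drawn because they were listed at 0 in the brachial libraries, and values for genes near 0 there, such as Hoxd10, depend on the 0.1 added before taking logs.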

The DEG analysis between *Isl2* KO and *Isl2* heterozygote mice revealed 140 genes downregulated at the brachial levels and 159 genes downregulated at the lumbar levels (<−0.5 log_2_-FC, raw p<0.05). 

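*Isl2* itself (gene 104360, chromosome 9 of GRCm38 from 55538677 to 55547667) fell at the brachial level from 9.33 ± 0.725 to 6.25 ± 1.47 TPM, a log2 fold change of −0.60 (SE 0.18, adjusted p = 0.359, limma). In the lumbar libraries it fell from 8.93 ± 0.885 to 7.03 ± 0.858 TPM, a log2 fold change of −0.34 (SE 0.13, adjusted p = 0.998, limma). Its TPM in *Isl2* KO was thus 66.9% and 78.7% of that in heterozygotes. According to the paper, the null allele has a neomycin cassette in place of 3 exons. TPM of the whole gene can count transcript from the remaining exons, so these shares do not measure how much functional *Isl2* was left. At both levels the 3 *Isl2* KO libraries lay below the 3 heterozygote libraries (exact permutation test, p = 0.1 at each level). The lumbar change was larger and passed the paper's threshold with StringTie's coverage in place of TPM, a unit chosen after seeing the data. With the paper's threshold applied to the limma fit, 140 genes were lower and 390 higher in *Isl2* KO at the brachial level, and 128 were lower and 166 higher at the lumbar level. Protein-coding genes made up 50 of the 140 and 64 of the 128 lower genes. After Benjamini-Hochberg adjustment, 1 brachial gene (*Uts2b*) and 0 lumbar genes had an adjusted p under 0.05, while 2361 and 804 genes had an unadjusted p under 0.05. Chance alone puts a share of about 0.05 of the tested genes under that value. The 804 of 16511 lumbar genes are no more than this share, while the 2361 of 16935 brachial genes are above it. In 111 of the 140 brachial and 105 of the 128 lumbar lower genes, the *Isl2* KO libraries all lay below the heterozygote libraries. Over all tested genes, such separation in either direction was found in 20.1% at the brachial level and 9.92% at the lumbar level, where chance gives 10%. The brachial counts moved most when the TPM values were used as deposited, without rescaling, which gave 47 lower and 1211 higher genes. Leaving out 1 library at a time gave between 109 and 307 lower and between 146 and 1127 higher brachial genes, with both maxima without KO replicate 1. Brachial *Uts2b* averaged 26.6 ± 0.401 TPM in heterozygotes and had a log2 fold change of −1.08 (SE 0.08, adjusted p = 0.016, limma). Next among the lower genes by p were *Pts* (−0.60), *Gm22513* (−0.91), *Ntf3* (−0.51), and *Calb1* (−0.58), with adjusted p between 0.349 and 0.359. Lumbar *Uts2b* fell from 20.9 ± 0.477 to 9.35 ± 1.23 TPM (log2 fold change −1.16, adjusted p = 0.0957, limma), followed by *Anxa2* (−0.52), *Mir30d* (−2.0), *Kcnab1* (−0.77), and *Chodl* (−0.67), with adjusted p between 0.421 and 0.591. Of these, *Mir30d* was close to the expression filter, with means of 1.34 TPM in heterozygotes and 0.26 TPM in *Isl2* KO.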

We then identified DEGs that overlapped with the list of genes from the scRNA-seq dataset obtained from embryonic MNs to further identify MN-specific genes (Amin et al., 2021). As a result, 44 and 87 DEGs were specifically downregulated at the brachial and lumbar levels of *Isl2* KO spinal cords, respectively, whereas nine DEGs were commonly downregulated in both segments (Figure 6a–e and Supplementary file 3a-b). 

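Of the 16234 genes tested at both levels, 138 were lower past the threshold at the brachial level and 119 at the lumbar level, and 8 were lower at both. About 1.01 shared genes are given by chance if the calls at the 2 levels are independent (one-sided Fisher's exact test, p = 7.89e-06), but 19 of 100 regroupings of the genotypes within each level shared as many. The shared genes were *Uts2b*, *Ntf3*, *2310030G06Rik*, *Slc35f2*, *E130311K13Rik*, *Gm4532*, *Gm22513*, and *Gm22422*, of which the first 4 are among the shared genes in the paper's lists. Of these, *2310030G06Rik* and *Slc35f2* lie within 10 Mb of *Isl2* on chromosome 9. Sequence from another strain kept around the *Isl2* mutation was not excluded as a source of their change. *2310030G06Rik* had a log2 fold change of −1.26 at the brachial and −1.10 at the lumbar level. Its means in heterozygotes were 1.37 and 0.905 TPM. At the lumbar level its ranges overlapped. Its unadjusted p there rose over 0.05 in 3 of the 5 fits that left out a library and tested it. *Slc35f2* had log2 fold changes of −0.53 and −0.81. Over the alternatives tried, the number of shared genes ranged from 3 with a pseudocount of 1 to 14 with the replicate number as a replicate block. The difference between the levels was tested as the interaction of level and genotype over 16736 genes in all 12 libraries. No gene reached an adjusted p under 0.05 (0 genes, limma), and 743 genes had an unadjusted p under 0.05, no more than the share of about 0.05 that chance gives.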

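For the neuropeptide, axon guidance, and synaptic receptor genes, lists written by hand or from gene symbol patterns before the values were examined were tested with camera in limma. These lists are not GO categories, and Metascape could not be run on them. At the lumbar level, 23 of 35 tested neuropeptide genes were lower in *Isl2* KO, with a mean log2 fold change of −0.19 (adjusted p = 0.0104 over the 5 lists tested, limma camera). Among the synaptic receptor genes, 47 of 60 were lower, with a mean of −0.13 (adjusted p = 0.00162, limma camera). For axon guidance genes the mean was −0.01 with 39 of 73 lower (adjusted p = 0.932, limma camera), and its sign turned with quantile normalization. The neuropeptide and synaptic receptor results do not hold under fry, a limma test that uses the correlation of the genes in the list, with p-values of 0.147 and 0.345. Camera gave p-values as small in 2 (neuropeptide) and 5 (synaptic receptor) of the 10 splits of the 6 lumbar libraries into 3 and 3, the real split included. Without lumbar KO replicate 2, the p-value for the synaptic receptor genes from camera was 0.533. Of the listed genes, 9 neuropeptide, 7 synaptic receptor, and 1 axon guidance genes are on the paper's lists of downregulated genes, which were chosen on these libraries. The lumbar neuropeptide result rests in part on genes of low expression, as its unadjusted p-value from camera rose from 0.00623 to 0.0645 when genes with a mean TPM under 1 were left out.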

Notably, gene ontology (GO) analysis revealed that the downregulated genes at the lumbar level in *Isl2*-null embryos were predominantly associated with the neuropeptide signaling pathway, synaptic signaling, locomotion, neuron differentiation, and axon development (Figure 6g). In contrast, at the brachial level, no categories involving synapse organization, axon development, and neuron differentiation were detected (Figure 6f). 

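At the brachial level, the mean log2 fold change of axon guidance genes was 0.22, and 13 of 73 tested genes were lower in *Isl2* KO (adjusted p = 2.6e-07 over the 5 lists, limma camera). For synaptic receptor genes the mean was 0.12 with 18 of 66 lower (adjusted p = 0.0179, limma camera), and for neuropeptide genes it was −0.05 with 24 of 44 lower (adjusted p = 0.698). Under fry, the axon guidance and synaptic receptor lists did not pass, with p-values of 0.106 and 0.425, and camera gave p-values as small in 2 and 5 of the 10 splits of the 6 brachial libraries. Without brachial KO replicate 2, the p-value for the synaptic receptor genes from camera was also 0.533. The difference between the lumbar and brachial effects had unadjusted p-values of 2.17e-07 for axon guidance, 2.26e-06 for synaptic receptor, and 0.179 for neuropeptide genes from camera, and of 0.156, 0.146, and 0.388 from fry. Regrouping the genotypes within each level gave an interaction p from camera as small in 16 of 100 draws for axon guidance genes and in 17 of 100 for synaptic receptor genes.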

To validate some of these findings, we investigated the top 20 DEGs (p-value <0.001) and confirmed their expression in *Isl2* mutant spinal cords (Figure 6h). For instance, *A730046J19Rik* transcript was detected in Rf motor pools at the L2 level of E12.5 spinal cords and was downregulated in *Isl2* KO. 

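In the lumbar libraries, *A730046J19Rik* (gene 319764, chromosome X) fell from 5.58 ± 0.378 TPM in heterozygotes to 3.34 ± 0.0863 TPM in *Isl2* KO, a log2 fold change of −0.72 (SE 0.13, adjusted p = 0.682, limma). *Anxa2* (gene 12306, chromosome 9) fell from 80.3 ± 3.32 to 56.0 ± 1.99 TPM, and *Kcnab1* (gene 16497, chromosome 3) from 14.2 ± 1.84 to 8.24 ± 0.626 TPM, with log2 fold changes of −0.52 and −0.77. *Etv4* (gene 18612, chromosome 11) fell from 11.1 ± 3.28 to 5.38 ± 0.772 TPM, *Prph* (gene 19132, chromosome 15) from 58.9 ± 15.7 to 33.8 ± 4.69 TPM, and *C1ql3* (gene 227580, chromosome 2) from 16.3 ± 1.91 to 11.3 ± 1.47 TPM. Their log2 fold changes were −1.0 (SE 0.21), −0.77 (SE 0.20), and −0.53 (SE 0.13). For each of the 6 genes, the 3 *Isl2* KO libraries lay below the 3 heterozygote libraries (exact permutation test, p = 0.1 for each). The same separation was found at the brachial level for *Etv4*, *Prph*, and *Anxa2*, and not for the others. All 6 lumbar changes passed an adjusted p of 0.05 adjusted over the list alone. This is not independent evidence, since the genes were chosen on these libraries. Over all genes tested in the fit of the lumbar libraries, 0 passed it, with adjusted p between 0.421 and 0.969. At the brachial level, *Etv4* had a log2 fold change of −0.39 (29.3 ± 2.05 to 22.3 ± 0.932 TPM), *Prph* of −0.25 (324 ± 13.0 to 274 ± 35.1 TPM), and *Anxa2* of −0.22, while *Kcnab1* had 0.36, and *A730046J19Rik* and *C1ql3* had 0.01, which turned to −0.07 and −0.04 with quantile normalization. The lumbar minus brachial difference on the log2 scale lay between −0.74 and −0.30 for 5 of the genes (adjusted p = 0.805, limma) and was further from 0 for *Kcnab1* (adjusted p = 0.798). Of the 6 differences, 5 passed when adjusted over the list alone.

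**Figure D2:**
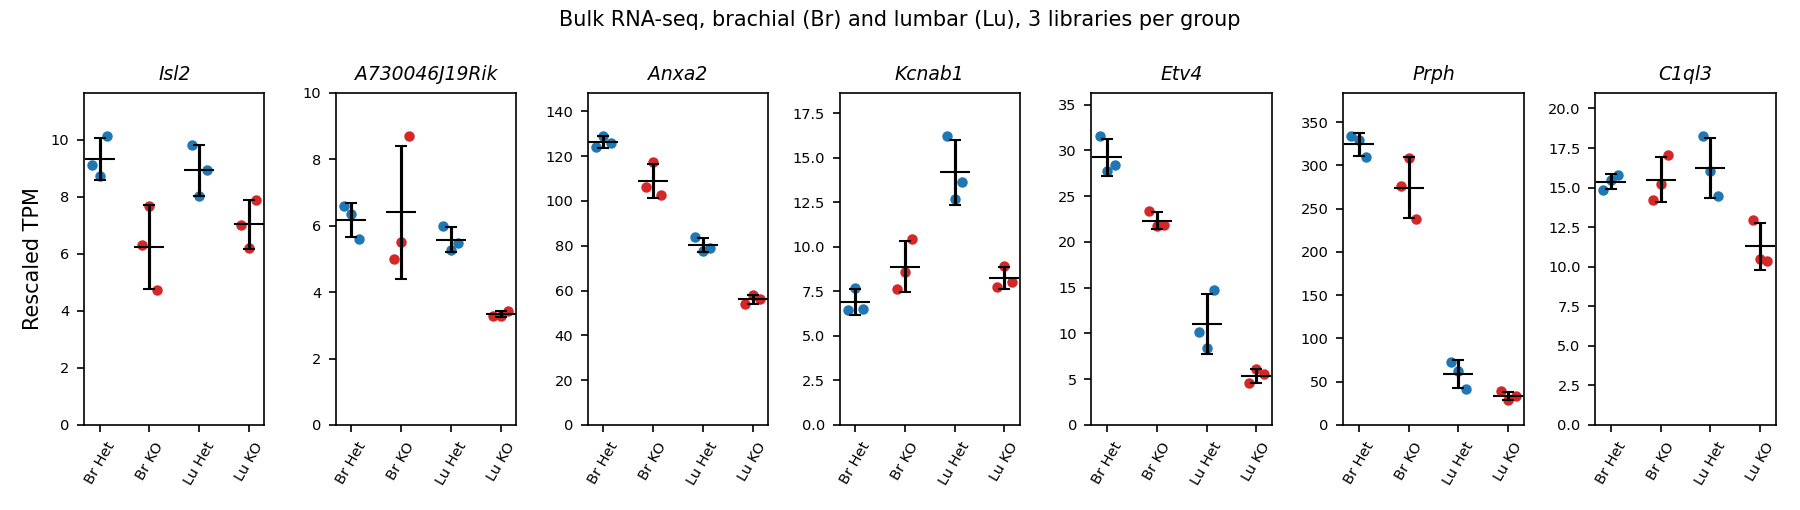
Rescaled TPM (y axis, from 0) of Isl2 and the 6 genes in each brachial (Br) and lumbar (Lu) library of heterozygotes (Het, blue) and Isl2 KO (KO, red), with bars for the mean and SD of 3 libraries. The lumbar Isl2 KO libraries sit below the lumbar heterozygote libraries in each panel. For Etv4, Prph, and Anxa2, the brachial heterozygote libraries all sit above the lumbar ones.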

Expression of *Anxa2*, *Kcnab1,* Etv4, *Prph*, and *C1ql3* was also found in Gl motor pools, the most ventrolaterally located motor pool subsets, at the L4 level and was markedly downregulated in the *Isl2* KO spinal cords, consistent with normalized read count values.

**Figure 6.**
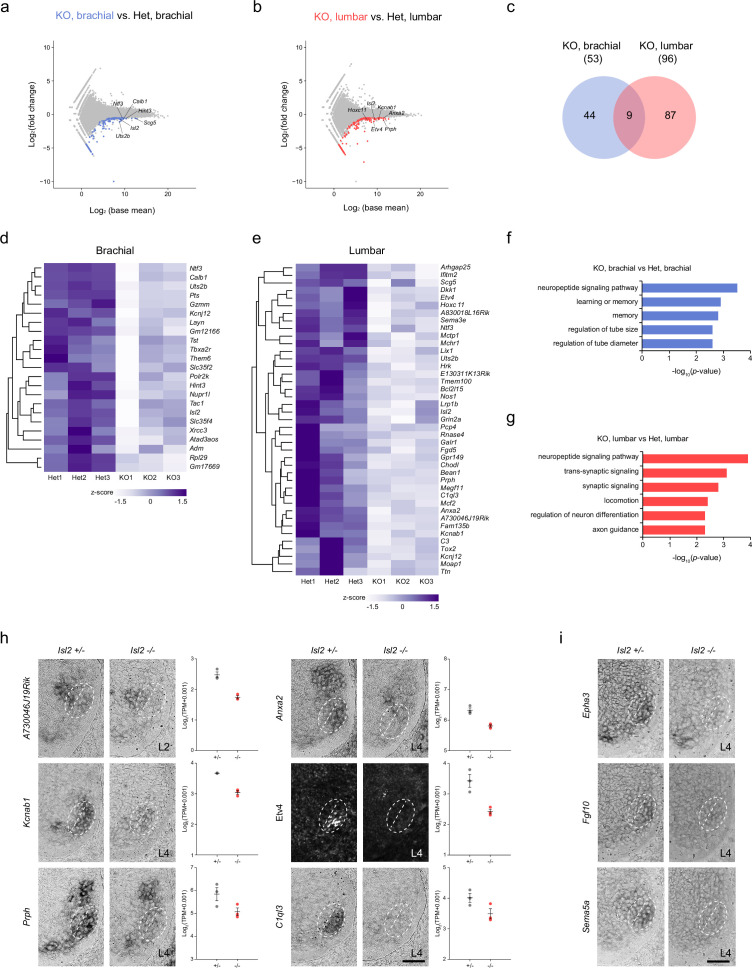
Transcriptome analysis of *Isl2*-deficient brachial and lumbar motor neurons (MNs) at E12.5. (**a, b**) MA plots highlighting top differentially expressed genes (DEGs) in brachial and lumbar MNs of E12.5 *Isl2*-null and Isl2 +/- embryos. (**c**) Venn diagram depicting the overlap of downregulated genes in brachial and lumbar MNs in *Isl2*-null embryos. (**d, e**) Heatmaps illustrating selected downregulated genes in the brachial and lumbar spinal cords of *Isl2*-deleted embryos. (**f, g**) Gene ontology (GO) analysis of downregulated DEGs at the brachial and lumbar levels in *Isl2* knockout (KO) embryos. (**h**) In situ hybridization and immunohistochemistry of selected downregulated genes in E12.5 *Isl2*-deficient lumbar spinal cords. Dotted lines indicate the position of LMCm and LMCl. Data points of the graphs indicate normalized read counts from individual animals. SEM is shown. (**i**) Expression assessment of *Epha3, Fgf10,* and *Sema5a,* genes enriched in sb.LMCl.2 subcluster from scRNA-seq analysis in Figure 6—figure supplement 1. Scale bars, 50 μm.

**Figure 6—figure supplement 1.**
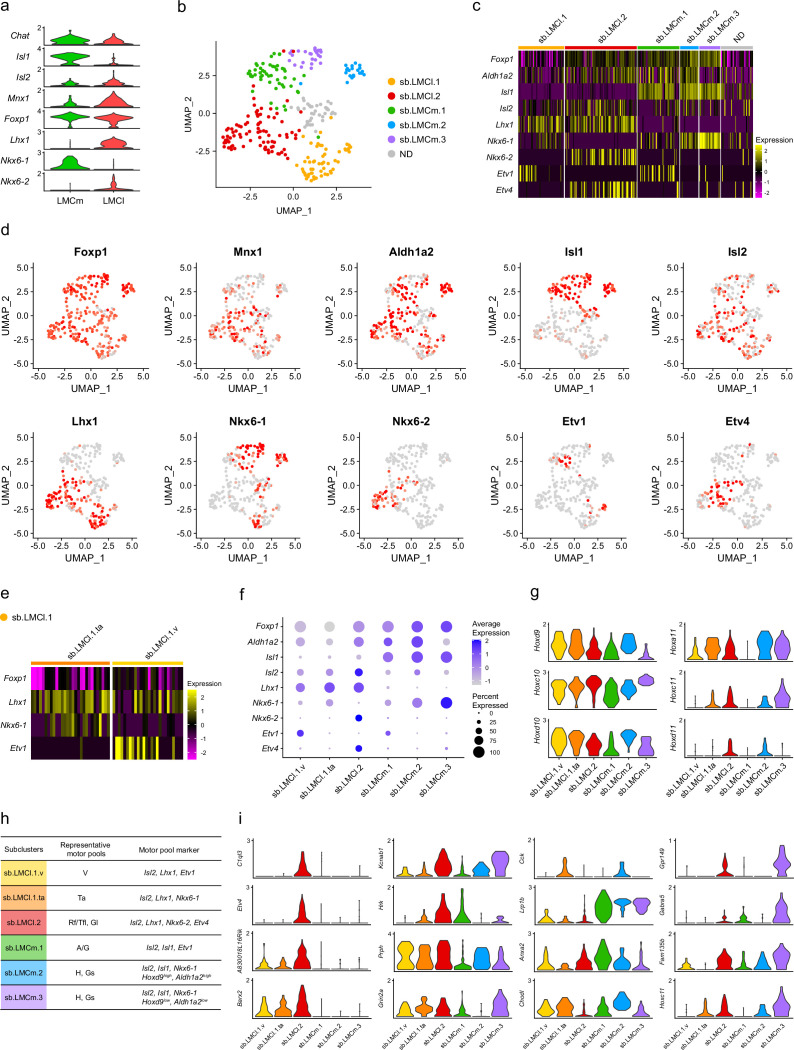
Identification of lateral motor column (LMC) clusters in which the gene signatures relate to *Isl2*. (**a**) scRNA-seq data based on Amin et al.’s study. Violin plots illustrating motor neuron (MN) subtype markers (*Chat*, *Isl1*, *Isl2*, *Mnx1*, *Foxp1*, *Lhx1*, *Nkx6-1*, and *Nkx6-2*) in LMCm and LMCl clusters. ND, not defined. (**b**) Uniform Manifold Approximation and Projection (UMAP) plot displaying lumbar LMC cluster cells. (**c**) Heatmap showing marker genes for MN subtypes and motor pools of six clusters. (**d**) UMAP plots showing gene expression of LMC and motor pool markers. (**e**) Heatmap showing marker genes for sb.LMCl.1.ta and sb.LMCl.1.v. (**f**) Dot plot showing expression patterns of MN markers of LMC subclusters. (**g**) Violin plots depicting *Hox* genes expression in LMC subclusters. (**h**) Summary of markers of LMC subclusters. (**i**) Violin plots illustrating selected differentially expressed genes (DEGs) downregulated in *Isl2*-deficient spinal cords.

To pinpoint the specific hindlimb motor pools affected by the downregulation of Isl2, we further analyzed the LMC motor pools using a published single-cell RNA-sequencing dataset from E12.5 mouse spinal cords (Amin et al., 2021). We isolated the LMC subclusters in the rostral lumbar spinal cord (L1 to L4) that expressed high levels of *Hoxd9*, *Hoxc10*, *Hoxd10*, *Hoxa11*, *Hoxc11*, and *Hoxd11* (Figure 6—figure supplement 1). UMAP analysis of 273 cells identified five clades: two LMCl and three LMCm subclusters (Figure 6—figure supplement 1a–h). Subcluster LMCl.1 (sb.LMCl.1) expressed *Isl2* and *Lhx1* but not *Etv4* and was further divided into two subclusters: sb.LMCl.1.v, consisting of vasti (V) motor pools expressing *Isl2*, *Lhx1*, and *Etv1*; and sb.LMCl.1.ta, consisting of Ta motor pools expressing *Isl2*, *Lhx1*, and *Nkx6-1*. sb.LMCl.2 contained Rf, Tfl, and Gl motor pools that expressed *Lhx1*, *Nkx6-2*, and *Etv4*. sb.LMCm.1 was characterized by the expression of *Isl2*, *Isl1*, and *Etv1*, with molecular profiles similar to the adductor/gracilis (A/G) motor pools. Subclusters sb.LMCm.2 and sb.LMCm.3 were both defined by the expression of *Isl2*, *Isl1*, and *Nkx6-1* and contained hamstring (H) and gastrocnemius (Gs) motor pools, with sb.LMCm.2 (*Hoxd9*^high^ and *Aldh1a2*^high^) occupying a more rostral position than sb.LMCm.3 (*Hoxd9*^low^ and *Aldh1a2*^low^) (Figure 6—figure supplement 1). Thus, we successfully defined five subclusters of LMC motor pools. Among the LMC subclusters, *Isl2* expression was higher in sb.LMCl.2 than in other subclusters, suggesting a close genetic relationship between *Isl2* and *Etv4* (Figure 6—figure supplement 1b-d). Moreover, some genes were relatively enriched in specific motor pools, which is potentially useful for distinguishing individual motor pools. For instance, *Epha3*, *Fgf10*, and *Sema5a* transcripts were enriched in Gl motor pools and their expression was reduced in *Isl2* KO, as validated by in situ hybridization analysis (Figure 6i, Supplementary file 3c). In conclusion, our integrated approach, combining bulk and scRNA-seq analyses datasets, has proven valuable in identifying new potential motor pool markers and uncovering novel transcription target genes.

### Defective arborization and sensorimotor connectivity of *Isl2-*deficient hindlimb motor pools

The downregulation of *Etv4* and the transcriptomic analysis of *Isl2-*deficient mice suggested that these mice have similar phenotypes to those found in *Etv4* mutant mice, such as scattered cell bodies, reduced dendrite patterning, and sensorimotor connectivity (Vrieseling and Arber, 2006). At the lumbar level of the spinal cord, there were three motor pools that expressed Etv4: Gl, Rf, and Tfl motor pools (Arber et al., 2000; De Marco Garcia and Jessell, 2008). Thus, we sought to investigate whether Isl2 plays a crucial role in dendrite formation of these motor pools. A previous study by Thaler et al., 2004, had established that *Isl2* KO mice were unable to survive beyond a day after birth (Thaler et al., 2004). Intriguingly, our study revealed that *Isl2* cKO mice also died on the first day after birth, while 11% of *Isl2* KO mice managed to survive (Supplementary file 1, Video 1). While the precise underlying cause for this disparity in survival rates among *Isl2* KO mutant mouse lines requires further investigation, we were able to examine adult MNs in the absence of Isl2. Overall, the total number of ChAT^+^ MNs remained unchanged, and mislocalized MNs were observed in the P21 *Isl2-*null lumbar spinal cord (Figure 7a–c). We next examined the dendrite formation of motor pools by injecting rhodamine-dextran (Rh-Dex) retrograde tracer into individual muscles of *Isl2* KO postnatal pups at P4. In the wild-type animals, the Gl motor pools exhibited a stereotyped elongated crescent shape of the dextran-labeled dendritic arbor at the ventrolateral position in L3-L4 spinal cords (Figure 7d). However, in *Isl2* KO mice, dextran-labeled Gl motor pools split into two groups: 61% of cells were located at the correct ventrolateral position, and 39% were located at the ectopic ventromedial position. Regardless of position, *Isl2-*deficient Gl motor pools showed shorter and more randomly oriented dendritic arbors (Figure 7d). Similarly, Tfl motor pools, whose axons diverged from one of the major branches of Gl ones, also displayed shorter and lesser dendritic arbors in *Isl2* KO mice (Gould et al., 2008). The position and dendritic arborization of Rf motor pools remained unchanged in *Isl2* KO mice (Figure 7d). Considering that Etv4 expression has been previously reported to be transient until E13.5 in Rf motor pools, it may not play a significant role in the dendritic arborization of Rf motor pools in adults (De Marco Garcia and Jessell, 2008). To investigate the connectivity of Gl motor pools further, we next analyzed the density of sensory synaptic contacts in control and *Isl2* KO mice. Rh-Dex was injected into the Gl muscle at P16, and the number and density of vesicular glutamate transporter 1 (vGluT1), a marker of proprioceptive synapses, were analyzed at P21. We analyzed the synaptic density in two different regions: zone 1, containing normal LMC motor columns, and zone 2, where ectopic MNs reside (Figure 7e). In control mice, all Rh-Dex^+^ Gl MNs were located in zone 1, while in *Isl2* KO mice, only about 42% were found in zone 1 (Figure 7e–g).

**Figure 7.**
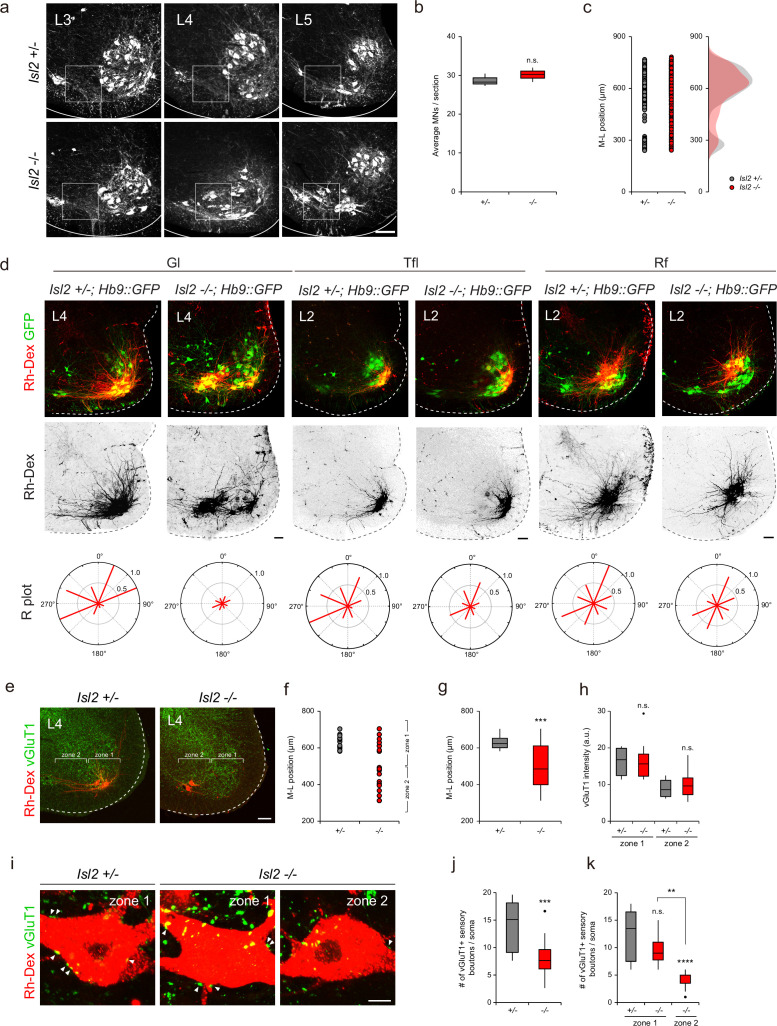
Impaired proprioceptive sensory nerve connectivity in the gluteus (Gl) motor pools of *Isl2* mutant mice. (**a–c**) Representative images of adult lumbar spinal cords immunostainined with ChAT antibody and quantification of average number of motor neurons (MNs) (**b**) and their medio-lateral distribution (**c**). (**d**) Representative dendritic arbors of Gl, tensor fasciae latae (Tfl), and rectus femoris (Rf) motor pools retrogradely labeled with rhodamine-dextran (Rh-Dex). Radial (**R**) plots show average dendritic membrane density per octant (red bars) from motor somata (six to eight adjacent sections per group, three animals per group). (**e**) Representative images of P21 *Isl2 +/-* and *Isl2*-null lumbar spinal cords with designated zone 1 and zone 2 regions. (**f**) Medio-lateral distribution of Rh-Dex-labeled Gl motor pools in *Isl2 +/-* and *Isl2* KO mice. (**g**) Average medio-lateral position of Gl motor pools in *Isl2 +/-* and *Isl2* knockout mice with box plot depicting the number of dextran-labeled Gl neurons. (**h**) Quantification of vGluT1 intensity in zone 1 and zone 2 in *Isl2 +/-* and *Isl2* KO mice. (**i**) Representative images showing the contact of vGluT1^+^ Gl sensory boutons with Rh-Dex-labeled Gl MNs (arrowheads). (**j**) The number of sensory boutons per cell body (12.4±1.2 boutons for *Isl2 +/-*, vs. 6.4±0.8 boutons for *Isl2* KO, p=0.0002). (**k**) The number of sensory boutons per cell body in zone 1 and zone 2 (12.4±1.2 boutons for zone 1 in *Isl2 +/-*, 9.5±1.0 boutons for zone 1 in *Isl2* KO, and 4.2±0.5 for zone 2 in *Isl2* KO). p=0.1488 for zone 1 in *Isl2 +/-* vs. zone 1 in *Isl2* KO; p<0.0001 for zone 1 in *Isl2 +/-* vs. zone 2 in *Isl2* KO; p=0.0062 for zone 1 in *Isl2* KO vs. zone 2 in *Isl2* KO. Box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers).; unpaired Student’s t-test for b, g, h, j and one-way ANOVA with Tukey’s test for k; see Supplementary file 2 and source data for detailed n and statistics. ****p<0.0001, ***p<0.001, **p<0.01, n.s.=not significant. Scale bars: (**a**) 100 μm, (**d**) 100 μm, (**e**) 100 μm, (**i**) 10 μm. Figure 7—source data 1.Average number of ChAT-expressing motor neurons (MNs) for Figure 7b. Figure 7—source data 2.Quantification of the number of vGluT1^+^ sensory boutons per cell body and intensity in P21 *Isl2 +/-* and *Isl2* knockout (KO) mice for Figure 7f–h and j–k.

**Video 1.** Example movie of a new born littermate *Isl2^F/+^* and an *Isl2* conditional knockout (cKO) mouse.

Next, we analyzed the synaptic density of vGluT1^+^ boutons on motor neuronal somata. Overall, the density of vGluT1 immunoreactivity in zone 1 was higher than in zone 2, which is expected since more MNs reside in zone 1 where more sensorimotor synapses are present. Compared to the control mice, the density of vGluT1 immunoreactivity in *Isl2* KO mice did not change, indicating that overall sensorimotor connection is not affected in them (Figure 7h). However, when we analyzed the number of vGluT1^+^ boutons in contact with soma of Rh-Dex^+^ Gl MNs, we observed a great reduction in the number of boutons in *Isl2* KO mice (Figure 7i–k). Furthermore, the number of boutons in zone 2, but not in zone 1, was significantly reduced in *Isl2* KO mice (Figure 7k). Thus, ectopically located Gl MNs are more likely to receive fewer proprioceptive sensory inputs compared to the MNs in a normal position in the absence of *Isl2*. Collectively, our findings suggest that *Isl2* KO mice displayed reduced and misoriented dendrites of Gl motor pools, leading to defective sensorimotor connections.

### Aberrant NMJ formation and terminal axon branching in *Isl2* KO mice

To investigate whether the axon projections from mispositioned motor columns successfully reach their target muscles in the limb, we traced the trajectories of LMC axons in *Isl2* KO mice that carried the *Hb9::GFP*. LMC axons reach the base of the limb and diverge to either dorsal or ventral limb trajectories. The major brachial and lumbar plexus appeared mostly normal in *Isl2* KO mice (Figure 8—figure supplement 1a–c). These results differ from previous studies involving mice with defects in Gdnf ligands or receptors, where the peroneal nerves were severely affected, resulting in limited or no innervation of the target muscles (Bonanomi et al., 2012; Gould et al., 2008; Kramer et al., 2006). Additionally, in our bulk RNA-seq analysis, we found that the expression levels of Gdnf receptors *Ret* and *Gfra1* was unchanged (–1.13-fold, –1.18-fold each), and their transcripts remained detectable in *Isl2-*deficient Gl motor pools when assessed by in situ hybridization analysis (Figure 8—figure supplement 1d). Thus, these findings suggest that Gdnf-dependent guidance of LMC projections in the hindlimb may not necessarily depend on Isl2.

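In the lumbar libraries, *Ret* (gene 19713, chromosome 6) averaged 22.2 ± 3.73 TPM in heterozygotes and 19.9 ± 3.69 TPM in *Isl2* KO, a log2 fold change of −0.17 (SE 0.17, adjusted p = 0.998, limma). *Gfra1* (gene 14585, chromosome 19) averaged 60.8 ± 3.02 and 51.7 ± 5.12 TPM, a log2 fold change of −0.24 (SE 0.09, adjusted p = 0.998, limma). For *Gfra1* the 3 *Isl2* KO libraries lay below the 3 heterozygote libraries (exact permutation test, p = 0.1), and for *Ret* the ranges overlapped.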

We then examined the formation of the NMJ in the hindlimb muscles. Due to the postnatal lethality of *Isl2* cKO, we analyzed the muscles of these mice at E18.5, prior to birth, when NMJ formation is in progress (Figure 8—figure supplement 2). GFP-labeled axons arrived in *Isl2-*deficient Gl muscles; however, their terminal arbors were defasciculated and misrouted. Fluorescence intensity of α-bungarotoxin (BTX) at the NMJs was greatly reduced in *Isl2* cKO. Furthermore, AChR clustering appeared to be incomplete, showing slender and elongated NMJs, or some NMJs were abnormally concentrated in proximity to the primary axon shaft in *Isl2* cKO (Figure 8—figure supplement 2b).

Because NMJs mature during the first postnatal weeks, we next examined the Gl muscles at birth when NMJ formation is ongoing, and at 2 weeks of age when synaptic elimination is almost complete (Wyatt and Balice-Gordon, 2003). At P0, Hb9::GFP-labeled main motor axon bundles were comparable across *Isl2-*deficient Gl muscles; however, the branches originating from the main bundles and the terminal arbors were drastically diminished. The number of NMJs in Gl was reduced to 84% in the *Isl2* mutant group, and the length and complexity of the secondary branches were significantly reduced in P0 (Figure 8a–c). Higher magnification views revealed that numerous short aberrant sprouts and NMJs had developed near the primary branches in *Isl2-*deficient muscles, which was not observed in the control group (Figure 8a). The end plate band area occupied by motor axons was reduced to 55%, and the end plate band area occupied by AChR clusters marked by BTX was reduced to 58% in the Gl muscles of the control group (Figure 8a, d, and e). At P14, a drastic loss in AChR clusters and excessive growth of motor axons that bypassed the AChR clusters were observed in *Isl2* KO mice (Figure 8a, f, and g). When the few surviving NMJs were visualized during the period of synaptic elimination, a significant portion of nerve terminals were aberrant in *Isl2* KO mice, showing faint AChR clusters, polyinnervation, denervation, and swelling of axons. The area of the NMJ defined by the nerve terminal and the area of AChR clusters were also enlarged in the muscles of *Isl2* KO mice. Fragmented and less compact AChR clusters were more abundant in *Isl2* KO mice than in heterozygote mice (Figure 8k–r). In Tfl muscle, abnormal AChRs were formed along axon branches at P0, and a drastic loss in AChR clusters and polyinnervation were observed at P14 and P28 in *Isl2* KO mice (Figure 8h, i, and j). However, Rf muscles, whose motor pools transiently express Etv4, showed normal arrangement of NMJs (Figure 8—figure supplement 3; De Marco Garcia and Jessell, 2008). Other muscles innervated by non-Etv4-expressing motor pools had normal NMJ development (Figure 8—figure supplement 3). These findings collectively suggest that the primary role of Isl2 lies in the axon terminal arborization of α-MNs within Etv4-expressing motor pools.

**Figure 8.**
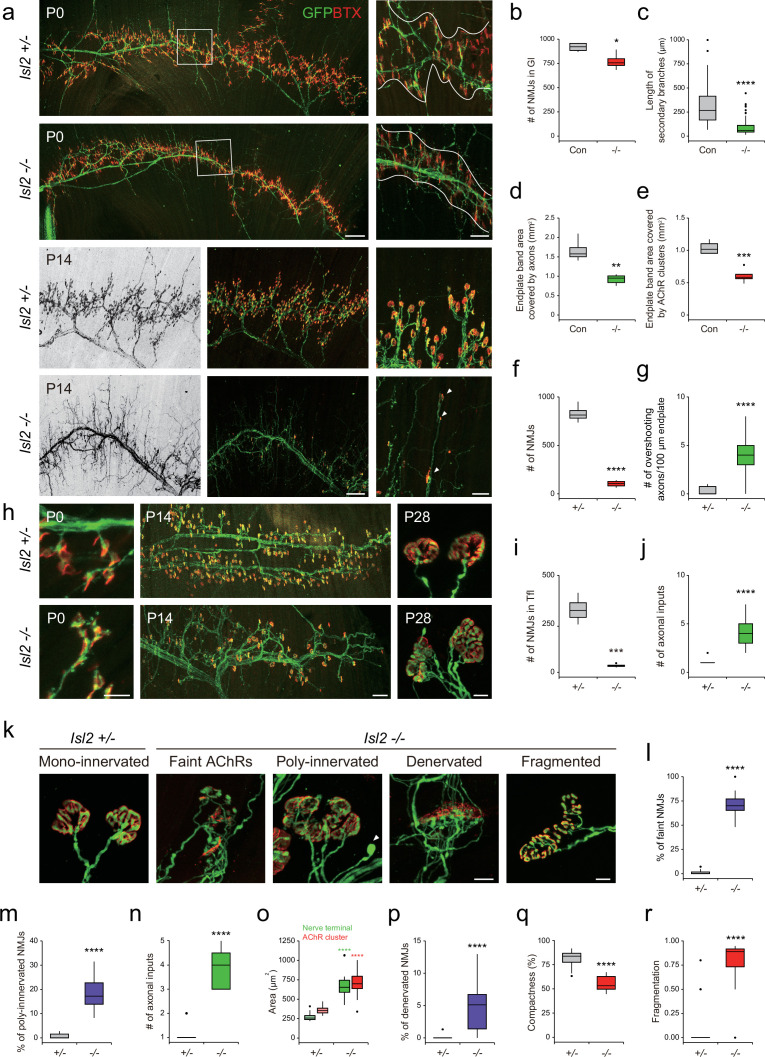
Reduced terminal motor axon branching in gluteus (Gl) muscles of *Isl2* mutants. (**a**) Visualization of motor axons and neuromuscular junctions (NMJs) in P0 and P14 Gl muscles with Hb9::GFP (green) and α-bungarotoxin (BTX, red) immunoreactivity. Higher magnification views are provided for the boxed regions. The NMJ region is delineated by white lines in P0. Arrowheads indicate atrophic NMJs on overshooting axons in P14. (**b**) Number of NMJs in P0 Gl muscles (919±23 NMJs for control, vs. 772±44 for *Isl2* knockout [KO], p=0.0257, n=4 muscles per group, three animals). (**c**) Secondary branch length (313±17 μm for control, vs. 92±8 μm for *Isl2* KO, p<0.0001, n=90–120 axons per group, three animals) in P0 Gl muscles. (**d**) End plate area covered by motor axons (1.66±0.15 mm^2^ for control, vs. 0.92±0.06 mm^2^ for *Isl2* KO, p=0.0014, n=4–5 muscles per group, three animals) in P0 Gl muscles. (**e**) End plate area covered by AChR clusters (1.04±0.05 mm^2^ for control, vs. 0.61±0.05 mm^2^ for *Isl2* KO, p=0.0005, n=4–5 muscles per group, three animals) in P0 Gl muscles. (**f**) The number of AChR clusters (828±45 NMJs for *Isl2 +/-*, vs. 104±18 for *Isl2* KO, p<0.0001, n=4 muscles per group, three animals) in P14 Gl muscles. (**g**) Axons extending beyond AChR clusters at P14 (0.26±0.07 axons for *Isl2 +/-*, vs. 3.92±0.29 for *Isl2* KO, p<0.0001, n=39–46 100 μm intervals of end plate per group, three animals). (**h**) Visualization of motor axons and NMJs in P0, P14, and P28 tensor fasciae latae (Tfl) muscles. (**i**) The number of NMJs at P14 Tfl muscles (324±35 NMJs for *Isl2 +/-* vs. 34±5 for *Isl2* KO, p=0.0002, n=4 muscles per group, three animals). (**j**) The number of axonal inputs in P28 Tfl muscles (1.09±0.09 axons for *Isl2 +/-*, vs. 4.08±0.40 axons for *Isl2* KO, p<0.0001, n=11–13 NMJs per group, three animals). (**k**) Representative examples of NMJs with morphological defects at higher magnification in Gl muscles at P14. For compactness and fragmentation analysis, P28 NMJs were analyzed. A swelling axon is indicated by an arrowhead. (l–r) Percentage of faint NMJs (1.12 ± 0.48% for *Isl2 +/-*, vs. 70.47 ± 3.22% for *Isl2* KO, p<0.0001, n=16–17 random fields per group), polyinnervated NMJs (0.81 ± 0.26% for *Isl2 +/-*, vs. 18.49 ± 2.75% for *Isl2* KO, p<0.0001, n=8–17 random fields per group), number of axonal inputs (1.05±0.05 axons for *Isl2 +/-*, vs. 3.91±0.25 axons for *Isl2* KO, p<0.0001, n=11–22 NMJs per group), area of AChR clusters (357±11 μm^2^ for *Isl2 +/-*, vs. 701±57 μm^2^ for *Isl2* KO, p<0.0001, n=11–22 NMJs per group) and nerve terminal (270±10 μm^2^ for *Isl2 +/-*, vs. 696±63 μm^2^ for *Isl2* KO, p<0.0001, n=11–22 NMJs per group), percentage of denervated NMJs (0.08 ± 0.08% for *Isl2 +/-*, vs. 4.95 ± 1.04% for *Isl2* KO, p<0.0001, n=16–17 random fields per group), compactness (81.78 ± 1.07% for *Isl2 +/-*, vs. 55.52 ± 1.99% for *Isl2* KO, p<0.0001, n=15–39 NMJs per group) and fragmentation (0.06±0.03 for *Isl2 +/-*, vs. 0.78±0.06 for *Isl2* KO, p<0.0001, n=15–39 NMJs per group) of AChR clusters were measured. n=3 animals per group; box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th and 90th percentiles (whisker); unpaired Student’s t-test in **b**-**f**, and **o**; Mann-Whitney test in **g**, **j**, **l**-**n** and **p**-**r**; see Supplementary file 2 and source data for detailed n and statistics. ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05, n.s.=not significant. Scale bars: (**a**) 200 μm (for low-magnification images) and 50 μm (for high-magnification images), (**h**) 20 μm in P0, 100 μm in P14, and 10 μm in P28. (**k**) 10 μm. Figure 8—source data 1.Quantification of gluteus (Gl) neuromuscular junctions (NMJs) in *Isl2 +/-* and *Isl2* knockout (KO) mice for Figure 8b–g and l–r. Figure 8—source data 2.Quantification of tensor fasciae latae (Tfl) neuromuscular junctions (NMJs) in *Isl2 +/-* and *Isl2* knockout (KO) mice for Figure 8i–j.

**Figure 8—figure supplement 1.**
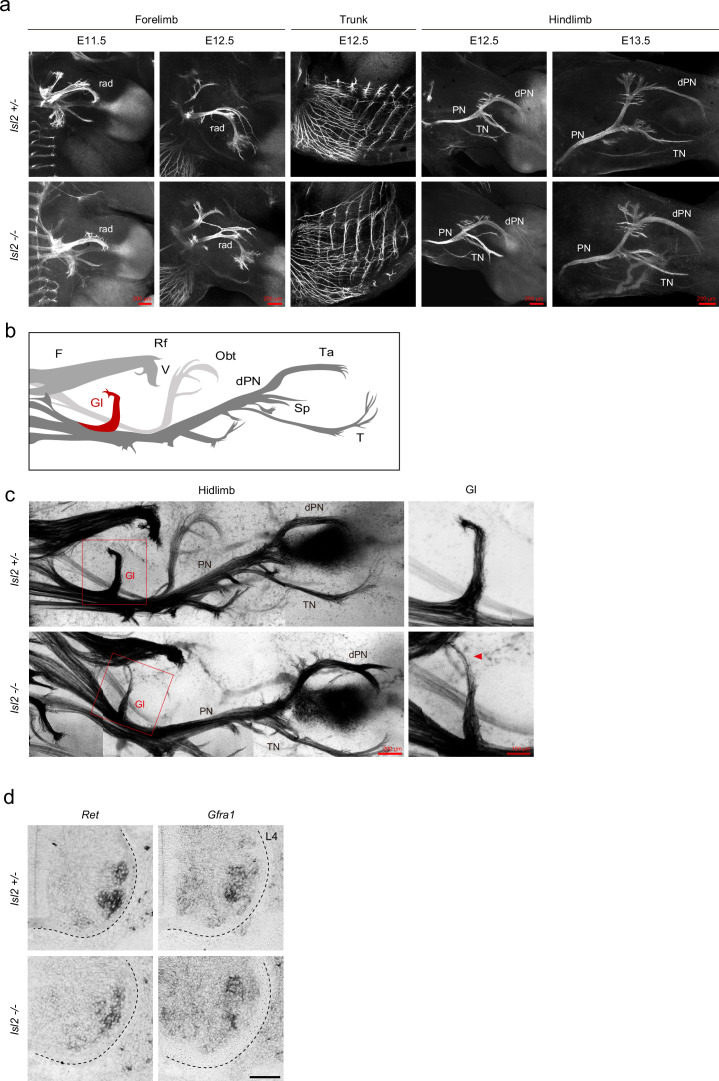
Normal motor nerve innervation in *Isl2* mutant hindlimbs. (**a**) Whole-mount immunostaining of GFP antibody in forelimbs and hindlimbs of E12.5 and E13.5 *Isl2* +/- and *Isl2* knockout (KO) embryos. (**b**) Diagram of nerve trunks in the hindlimb. Hb9-driven GFP-labeled axons show major nerve trunks leading to target muscles. The femoral (**F**) nerve trunk gives rise to branches targeting the rectus femoris (Rf) and vasti (**V**) muscles, while the peroneal (**P**) nerve trunk produces branches targeting the gluteus (Gl) and tibialis anterior (Ta) muscles. (**c**) E13.0 *Isl2* +/- and *Isl2* KO embryos showing spinal motor nerve projection labeled with Hb9::GFP. dPN, deep peroneal; F, femoral; Gl, gluteus; Obt, obturator; PN, peroneal nerve; rad, radial; Rf, rectus femoris; Sp, superficial peroneal; T, tibialis; Ta, tibialis anterior; TN, tibial nerve; V, vasti. (**d**) Expression of *Ret* and *Gfrα1* in *Isl2* +/- and *Isl2* KO embryos. Scale bars as indicated and 100 μm in (**d**).

**Figure 8—figure supplement 2.**
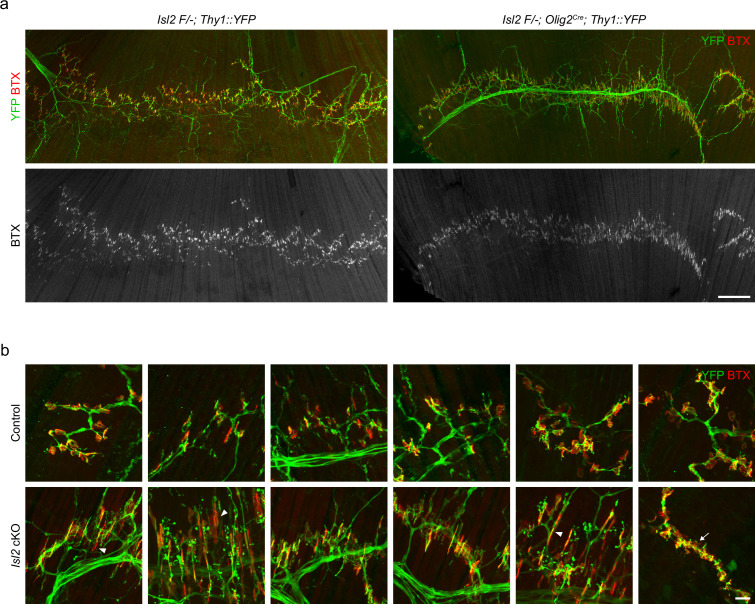
Reduced terminal motor axon branching and immature neuromuscular junctions (NMJs) in gluteus (Gl) muscles of *Isl2* conditional knockout (cKO). (**a**) Visualization of motor axons and NMJs in E18.5 Gl muscles with Thy1::YFP (green) and α-bungarotoxin (BTX, red) immunoreactivity. Scale bar, 200 μm. (**b**) Higher magnification views of various NMJs showing abnormal features, such as elongated NMJs (arrowheads) or NMJs in contact with primary axon shaft (arrow), in *Isl2* cKO. Scale bar, 20 μm.

**Figure 8—figure supplement 3.**
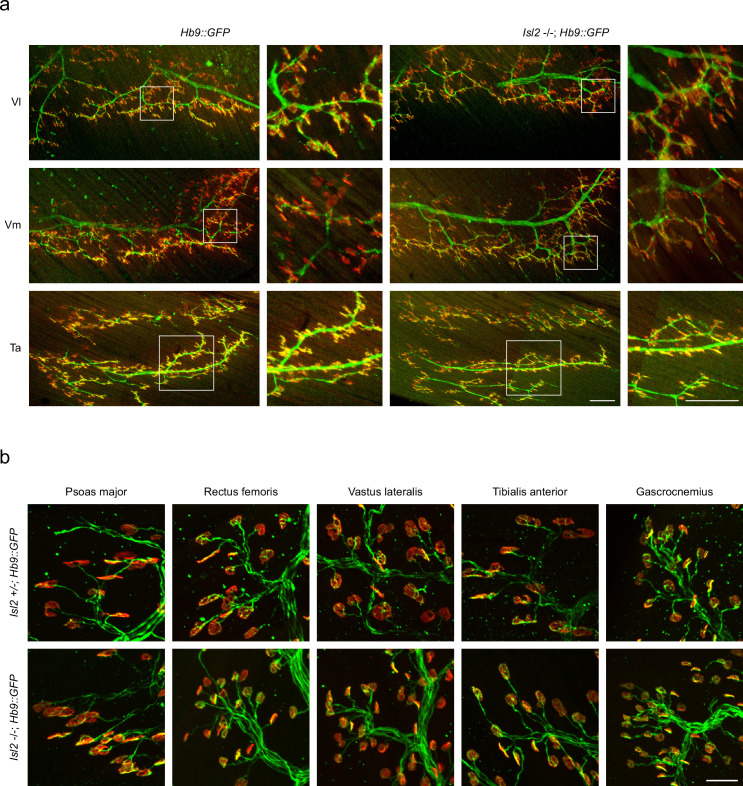
Organization of neuromuscular junctions (NMJs) in various hindlimb muscles of *Isl2* mutants. (**a**) NMJs in Vl, Vm, and Ta muscles of P0 control *Hb9::GFP* or *Isl2* knockout (KO); *Hb9::GFP* animals were visualized using GFP (green) and α-bungarotoxin (BTX) staining. The boxed regions on the left are shown in higher magnification on the right. Vl, vastus lateralis; Vm, vastus medialis. Scale bars, 200 μm. (**b**) Neuromuscular junctions in the psoas major, rectus femoris, vastus lateralis, tibialis anterior, and gastrocnemius muscles of *Isl2 +/-; Hb9::GFP* or *Isl2* KO; *Hb9::GFP* animals at P14 were visualized using GFP (green) and BTX staining. Scale bar, 50 μm.

### Impaired hindlimb movement in *Isl2-*deficient mice

To determine whether defective sensorimotor connectivity ultimately caused deficits in hindlimb movements, we examined the behaviors of adult *Isl2* mutant mice. We found that about 10% of *Isl2* KO mice survived after birth, although they were smaller with lower body weight (Figure 9e, Supplementary file 1). Unexpectedly, however, *Isl2* cKO mice, similar to the *Isl2* KO mice as previously reported, failed to survive after birth (Supplementary file 1, Video 1; Thaler et al., 2004). Although the discrepancy for the lethality needs to be further investigated, we decided to monitor the postnatal abnormalities using our *Isl2* KO mice. Interestingly, newborn *Isl2* KO mice exhibited rigid hindlimbs that were parted widely, unlike their forelimbs, during free walking (Video 2). Adult *Isl2* KO animals also maintained an unnatural extended hindlimb posture when suspended by the tail and during walking (Figure 9a and Video 3). Footprint analysis showed that *Isl2* KO mice had abnormal gait of the hindlimb and broader width than that of the control group, while the gait of the forelimbs was normal (Figure 9b and c). A rigid and broad posture of the hindlimb may be a sign of proximal muscle weakness. Indeed, the muscle mass of the hip muscles, including the Gl and Rf muscles, was significantly reduced in *Isl2* KO animals (Figure 9d and e). X-ray imaging and whole skeleton staining with Alizarin red and Alcian blue showed that the overall bone structure and growth were normal in these animals (Figure 9—figure supplement 1a and b). We then conducted electromyographic (EMG) analysis to measure hindlimb muscle activity in *Isl2* KO mice. Recordings from the Gl muscles in free-walking *Isl2* KO mice showed lower firing frequency, fewer single-motor-unit potentials, and shorter burst activity duration than the heterozygote animals (Figure 9f–j). Taken together, our results show that *Isl2* mutant mice displayed abnormal rigid hindlimb movement, which was accompanied by impaired EMG activity.

**Figure 9.**
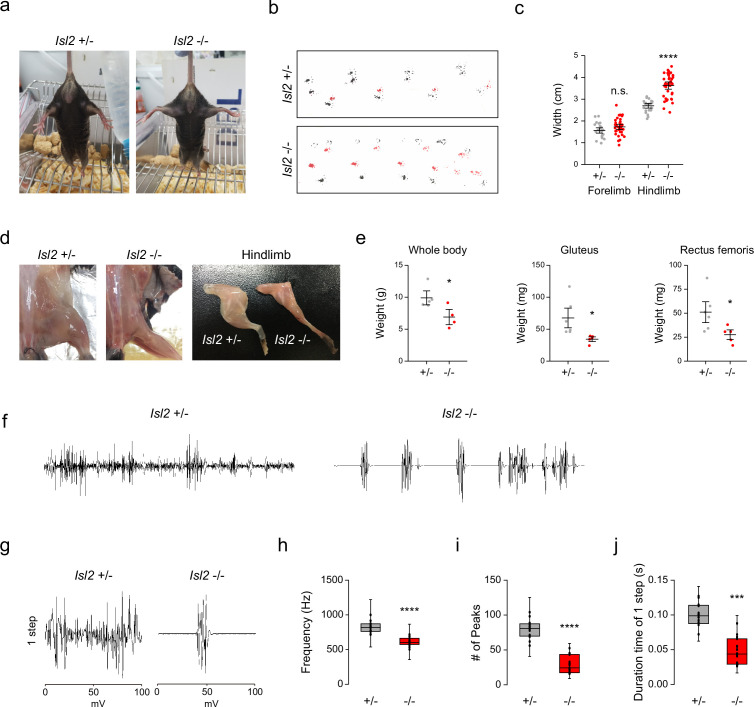
Hindlimb gait impairment in *Isl2* mutants. (**a**) Tail suspension test images showing rigid wide-open posture of the hindlimbs in *Isl2* mutant mice. (**b**) Footprint patterns of 3-month-old *Isl2* +/- and *Isl2* knockout (KO) mice. (**c**) Measurement of the stride width of forelimbs (1.56±0.06 cm for *Isl2 +/-*, vs. 1.73±0.06 cm for *Isl2* KO, p=0.0782) and hindlimbs (2.70±0.05 cm for *Isl2 +/-*, vs. 3.63±0.09 cm for *Isl2* KO, p<0.0001). n=5–8 animals per genotype; SEM is shown; unpaired Student’s t-test; see Supplementary file 2 and source data for detailed n and statistics. ****p<0.0001, n.s.=not significant. (**d**) Gross appearance of lower limbs and dissected hindlimb samples of adult *Isl2* +/- and *Isl2* KO mice. (**e**) Measurement of body (9.9±0.8 g for *Isl2 +/-*, vs. 6.9±0.8 g for *Isl2* KO, p=0.0339) and muscle weight for gluteus (GI) (67.6±12.6 mg for *Isl2 +/-*, vs. 34.3±2.7 mg for *Isl2* KO, p=0.0316, n=5–6 muscles per group) and rectus femoris muscles (51.1±8.2 mg for *Isl2 +/-*, vs. 27.6±3.8 mg for *Isl2* KO, p=0.0384, n=5–6 muscles per group). n=5 animals for heterozygote, n=4 animals for KO; SEM is shown; unpaired Student’s t-test; see Supplementary file 2 and source data for detailed n and statistics. *p<0.05. (**f**) Representative electromyographic (EMG) recordings of Gl muscles during free-walking. (**g**) Signature of individual footsteps. (h–j) Quantification of average frequency (861±18 Hz for *Isl2 +/-*, vs. 619±16 Hz for *Isl2* KO, p<0.0001), number of single-motor-unit potentials (80±4 peaks for *Isl2 +/-*, vs. 42±3 peaks for *Isl2* KO, p<0.0001), and burst activity duration (0.096±0.005 s for *Isl2 +/-*, vs. 0.068±0.005 s for *Isl2* KO, p=0.0001) in EMG recordings of Gl muscles. Three animals per group; box plots illustrate distribution with median (center line), first and third quartiles (box boundaries), and 10th-90th percentiles (whiskers); unpaired Student’s t-test; see Supplementary file 2 and source data for detailed n and statistics. ****p<0.0001, ***p<0.001. Figure 9—source data 1.Measurement of stride width of forelimbs and hindlimbs in footprint analysis of 3-month-old *Isl2* +/- and *Isl2* knockout (KO) mice for Figure 9c.Measurement of body and muscle weight of the gluteus and rectus femoris muscles of *Isl2 +/-* and *Isl2* KO mice for Figure 9e. Figure 9—source data 2.Quantification of the average frequency, number of single-motor-unit potentials, and burst activity duration in electromyographic (EMG) recordings of the gluteus (Gl) muscles for Figure 9h–j.

**Figure 9—figure supplement 1.**
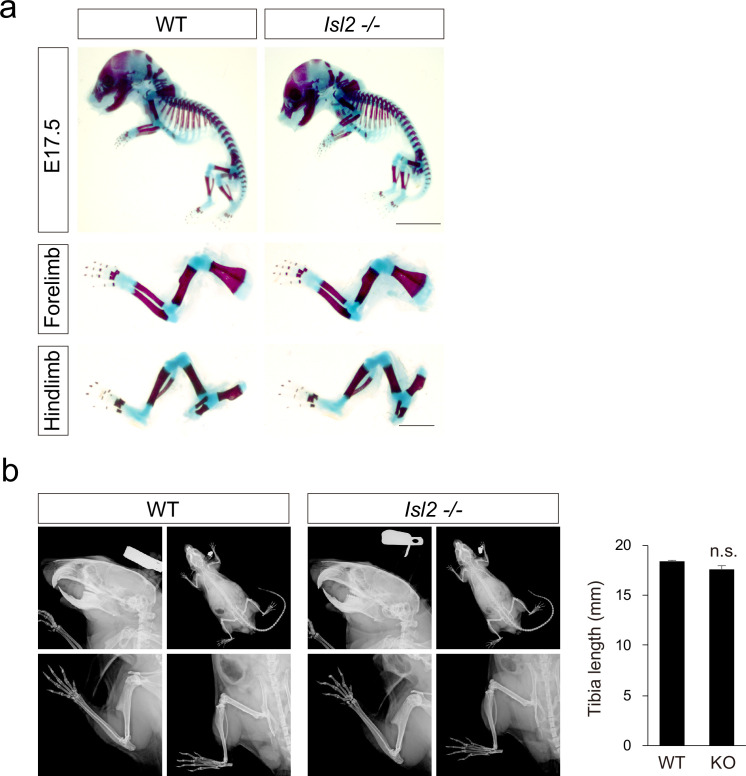
Skeletal analysis in *Isl2* mutant mice. (**a**) Alcian blue and Alizarin red staining revealing no skeletal abnormalities in E17.5 *Isl2* knockout (KO) mice. (**b**) X-ray analysis indicating normal bone formation in adult *Isl2* KO mice. Quantification of tibia length. 18.2±0.1 mm for WT, vs. 17.5±0.4 mm for *Isl2* KO, p=0.1812 (left; WT, n=3 animals; KO, n=3 animals). SEM is shown; unpaired Student’s t-test; see Supplementary file 2 and source data for detailed n and statistics. n.s.=not significant. Figure 9—figure supplement 1—source data 1.Quantification of tibia length in X-ray analysis for Figure 9—figure supplement 1b.

**Video 2.** Example movie of a P14 littermate control *Isl2* +/- mouse and an *Isl2* knockout (KO) mouse during walking.

**Video 3.** Example movie of an adult littermate *Isl2* +/- and an *Isl2* knockout (KO) mouse during walking.

## Discussion

The acquisition of specialized motor pools and the specificity of target muscle connections with precision are key steps for effective motor control. We demonstrated that *Isl2* is critical for the clustering of motor pool subsets and the formation of dendritic arborization and NMJs in the hindlimb proximal muscles by demonstrating that *Isl2*-deficient mice display muscle rigidity and abnormal limb coordination. We discuss our findings in the context of genetic programs of Isl2 that direct these connections in a motor pool-specific manner.

### Unraveling motor pool-specific roles of Isl2 and the Gdnf-Etv4 pathway in MN development

Our careful observation of *Isl2* mutant spinal cords revealed that the clustering of MNs was disorganized, with scattered MMC neurons at all segmental levels, and some LMCl motor pools at the hindlimb level. A previous report and also ours showed that development of the PGC population was compromised (Thaler et al., 2004). Determining the extent to which altered positions of individual motor neuronal populations contribute to the motor function of *Isl2* mutant mice remains challenging. Nevertheless, our focused investigation on Etv4-expressing motor pools, particularly Gl and Tfl ones, revealed a significant correlation between mislocalized cell bodies, erroneous connectivity, and abnormal hindlimb movements. Previous studies have addressed the importance of motor neuronal cell body position, especially in genetic contexts related to *Hox* pathway, such as Foxp1 and Pbx, which establish neuronal subtype differentiation, organization, and connectivity (Dasen et al., 2008; Hanley et al., 2016; Sürmeli et al., 2011). In the absence of these genes, MNs intermingle, leading to a variety of developmental defects in sensorimotor circuits and behaviors. Remarkably, expression of representative motor pool markers, including Etv4, was downregulated in *Foxp1-*null mice and was spared in *Pbx-*null mice, implying the involvement of a complex and hierarchical transcriptional network in constructing sensorimotor connectivity in specific motor pools. Herein, we demonstrated that Isl2 plays a crucial role in the correct position and proper function of Etv4-expressing LMC motor pools, particularly at the hindlimb level.

Additional compelling evidence that Isl2 mainly functions in Etv4^+^ motor pools comes from the striking similarities and differences observed in the mutant phenotypes of Isl2 and the Gdnf-Etv4 pathway, requiring a detailed comparison. Gdnf has been recognized as a critical factor for the survival and innervation of MNs during early MN development (Henderson et al., 1994). Deletion of *Gdnf* or its receptor *Ret* or *Gfra1* leads to impaired innervation of the peroneal nerve, resulting in no or disrupted axon innervation in major hindlimb muscles, such as Edl, Atib, psoas major, Gmax, and Tfl, to varying degrees (Bonanomi et al., 2012; Gould et al., 2008; Kramer et al., 2006). In contrast, *Isl2* mutant mice showed normal axon projection of the peroneal nerve and relatively normal axon innervation in most hindlimb muscles, unlike motor axons of mice deficient in *Gdnf* or its receptors. Notably, discrepancies between the roles of Gdnf and Isl2 also emerged in types of motor pools affected. The removal of *Gdnf*, its receptor *Ret* or *Gfra1,* or *Etv4* has been mostly characterized in CM and LD motor pools, the Etv4-expressing motor pools at the forelimb level, but their roles in the lumbar motor pools have not been addressed (Arber et al., 2000; Haase et al., 2002; Livet et al., 2002; Vrieseling and Arber, 2006). In our study, we observed a selective loss of *Etv4* expression only in the lumbar spinal cord of *Isl2* KO mice, specifically in Gl and Tfl motor pools. These motor pools displayed a phenotype almost identical to CM and LD motor pools of *Etv4*-null mice, including mispositioned cell bodies, impaired dendrite and axon arborization, defective NMJs, and reduced sensorimotor connectivity. In addition, acute KD of *ISL2* in the chicken neural tube and in MN-specific *Isl2* cKO mice was sufficient to abolish *Etv4* transcripts, suggesting that Isl2 positively regulates *Etv4* expression in a cell-autonomous manner. Thus, Gdnf likely plays broader roles in guiding most LMC projections and also promoting differentiation of Etv4-expressing motor pools at both limb levels. In contrast, Isl2 plays a precise role in fine-tuning the position of MNs, including MMC and LMCl, and also functions in selected lumbar motor pools at the hindlimb, particularly in establishing sensorimotor connectivity during the late period of development.

Nevertheless, Etv4 expression in the CM motor pool at the brachial level was intact in both *Isl2* KO mice and cKO mice, implying that another complex genetic program works in conjunction with Isl2 to contribute to segment-specific regulation. For instance, multiple *Hox* genes control Gdnf signaling, with *Hoxc6* activating *Ret* and *Gfra1* expression in rostral brachial spinal cords, regulating terminal arborization of CM and LD motor pools, while *Hoxc8* activates *Ret* and *Gfra3* expression in caudal brachial spinal cords, controlling limb innervation of distal nerves (Catela et al., 2022). Similar regulatory pathways involving Hox/Meis in *Ret* expression have been suggested at lumbar levels, with misexpression of *Hoxc10* or *Hoxd10* in chicken embryos resulting in *Ret* expression arising in the neural tube (Catela et al., 2022). Our bulk RNA-seq analysis identified *Hoxc11* as one of the DEGs, indicating a potential compromise of proper lumbar identity in the absence of Isl2. However, the expression of *Ret* and *Gfra1* was not changed in *Isl2* KO mice when assessed by bulk RNA-seq analysis and in situ hybridization, and overall hindlimb motor projections remained intact. 

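*Hoxc11* (gene 109663, chromosome 15 of GRCm38 from 102954526 to 102956701) averaged 10.2 ± 2.32 TPM in the lumbar libraries of heterozygotes and 5.91 ± 1.56 TPM in those of *Isl2* KO, a log2 fold change of −0.79 (SE 0.22, adjusted p = 0.998, limma). The 3 *Isl2* KO libraries lay below the 3 heterozygote libraries (exact permutation test, p = 0.1). Leaving out each library in turn gave log2 fold changes from −0.97 to −0.60. Of the other 5 *Hox* genes by which the paper picks lumbar cells in single-cell data, *Hoxd11* fell from 6.80 to 4.87 TPM (log2 fold change −0.49), *Hoxa11* had −0.27, *Hoxc10* had −0.22, *Hoxd10* had −0.13, and *Hoxd9* had −0.06, of which *Hoxd9* turned positive without lumbar Het replicate 1 (0.08) and both *Hoxd9* (0.07) and *Hoxd10* (0.02) without lumbar KO replicate 3. For the 6 genes together, the mean log2 fold change was −0.33, with unadjusted p-values of 0.000458 from camera and 0.00796 from fry, which is not independent evidence since *Hoxc11* is on the paper's list chosen on these libraries. For the 5 genes without *Hoxc11*, a test chosen after seeing the data, the mean was −0.23, with p-values of 0.00745 from camera and 0.0561 from fry. Of all 32 *Hox* genes tested at the lumbar level, 11 were lower and the mean was 0.05 (unadjusted p-values of 0.0371 from camera and 0.43 from fry), which turned to −0.01 without lumbar Het replicate 3. *Hoxa3* was higher in *Isl2* KO past the threshold (log2 fold change 0.60), and *Hoxa4* (0.44), *Hoxb9* (0.39), *Hoxb4* (0.37), *Hoxc5* (0.35), and *Hoxb6* (0.29) were higher with unadjusted p under 0.05, while *Hoxb7* was lower (−0.27).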

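In the brachial libraries, *Ret* averaged 17.2 ± 2.64 TPM in heterozygotes and 18.7 ± 2.03 TPM in *Isl2* KO, and *Gfra1* averaged 63.9 ± 2.39 and 65.7 ± 4.77 TPM. The log2 fold changes were 0.13 (SE 0.14) for *Ret* and 0.04 (SE 0.08) for *Gfra1*, with adjusted p of 0.65 and 0.822 from limma. Both lost their positive sign in 1 of the fits that each left out a library, with lowest values of −0.0039 for *Ret* and −0.02 for *Gfra1*. The lumbar minus brachial differences of −0.30 for *Ret* and −0.27 for *Gfra1* had an adjusted p of 0.805 (limma).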

Although further investigation is necessary to fully elucidate the hierarchy among Hox, Gdnf, and Isl2, it is evident that each factor plays a crucial role, to varying degrees, in the proper expression of *Etv4* within proximal hindlimb motor pools.

Thaler et al. initially reported that *Isl2* KO mice died within a day after birth due to respiratory failure as well as MN developmental defects (Thaler et al., 2004). In contrast, we found that the identical mouse line exhibited a greater survival rate, about 10%. On the other hand, MN-specific *Isl2* cKO mice showed similar lethality, with all pups dying on the first day after birth. There are several possibilities to explain the variable mortality among different mouse lines lacking *Isl2*. First, acute elimination of *Isl2* gene in developing MNs could be more detrimental, minimizing potential developmental compensation through altered expression of other genes reconciling the impact of the target KO. Second, the genetic background of the mice may play a role, as it has been reported that different genetic backgrounds can cause varying phenotypes and lethality in KO mouse models (El-Brolosy and Stainier, 2017). For instance, the lethality of Lhx4 embryos was found to be different in C57BL/6J relative to the mixed background (Gergics et al., 2015). Similarly, the genetic background of original *Isl2* global null mice could be different from ours, with these mice being occasionally backcrossed onto the C57BL/6 genetic background. Despite the variable survival rates, the defects found in *Isl2*-null and conditional KO embryos were essentially identical, including scattered lumbar motor pools, absence of Etv4 expression, and defective NMJs, all of which are closely related to the adult behavioral phenotypes found in global *Isl2* KO mice. These findings further highlight the critical role of Isl2 in MN development and locomotion. Overall, our study provides a comprehensive analysis of the broad spectrum of phenotypes resulting from removal of *Isl2* expression.

### Transcriptomic analysis to uncover Isl2-dependent genes for motor pool formation

Recent genome-wide transcriptomic studies have shed light on dynamic transcriptional changes occurring during the development of central nervous system, including spinal MNs (Amin et al., 2021; Delile et al., 2019; Liau et al., 2021; Wang et al., 2022). However, the molecular signature responsible for the organization of multiple individual motor pools has remained elusive. In this study, we investigated the detailed spatiotemporal expression of Isl2 among multiple lineages of MNs using a published scRNA-seq dataset. We successfully segregated the clades of LMC motor pools into six subclusters that encompassed most of the major motor pools at the rostral lumbar segment. Our investigation revealed that sb.LMCl.2 exhibits a molecular signature corresponding to Etv4-expressing Gl, Tfl, and Rf motor pools, with Isl2 expression relatively enriched in this subcluster. Similar LMC subclusters expressing *Etv4* was also identified by other groups sharing similar molecular codes (Liau et al., 2023; Wang et al., 2022).

In the current study, we aimed to integrate bulk and scRNAseq analyses datasets to narrow down the motor pools whose terminal differentiation is primarily dependent on the presence of Isl2, as well as to identify potential target genes under the control of Isl2. From the *Isl2*-deficient lumbar spinal cords, we identified 96 DEGs downregulated, and 87 of them were lumbar-specific. In particular, seven genes (*C1ql3*, *Etv4*, *A830018L16Rik*, *Barx2*, *Kcnab1, Hrk,* and *Prph*) were enriched genes in subcluster sb.LMCl.2, and five of them (*C1ql3*, *Etv4*, *A830018L16Rik*, *Barx2*, and *Kcnab1*) belonged to the top 30 of them (see Figure 6—figure supplement 1i, Supplementary file 3b-c). 

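Among the lower genes past the threshold at the lumbar level, 119 were also tested at the brachial level. There 73 of them were lower in *Isl2* KO, with a median log2 fold change of −0.12. Of the 96 genes on the paper's lumbar list, 70 were tested at the brachial level, where 48 were lower, with a median of −0.16. The 65 lumbar-tested genes of that list had a median of −0.64. The lumbar effect was further below the brachial effect for the list as a whole, with a mean difference of −0.55 on the log2 scale and unadjusted p-values of 1.09e-19 from camera and 0.0019 from fry. This is not independent evidence, since the list was chosen for lower expression in the lumbar libraries.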

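In the lumbar libraries, the 7 genes had log2 fold changes between −1.0 (*Etv4*) and −0.53 (*C1ql3*), with a median of −0.77, and all 7 passed the paper's threshold. *A830018L16Rik* (gene 320492, chromosome 1) fell from 4.80 ± 0.451 to 3.06 ± 0.463 TPM, *Barx2* (gene 12023, chromosome 9) from 7.31 ± 2.1 to 3.64 ± 0.862 TPM, and *Hrk* (gene 12123, chromosome 5) from 6.01 ± 0.280 to 3.57 ± 0.973 TPM. In each of these 3 genes the *Isl2* KO libraries lay below the heterozygote libraries (exact permutation test, p = 0.1). All 7 passed when adjusted over the list alone and 0 over all genes tested, and the list was chosen in part on these libraries. Brachially, their median log2 fold change was −0.12, with 5 of 7 lower and 0 past the threshold. The interaction of level and genotype passed for 4 of 7 when adjusted over the list alone. The value for *Kcnab1* depends on the unit, as its lumbar log2 fold change fell to −0.30 with StringTie's coverage in place of TPM, a comparison chosen after seeing the data.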

Upon comparing our DEGs with another scRNA-seq dataset analyzed by Liau et al., 2023 we found similar results. 

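Of *Anxa2*, *A730046J19Rik*, *Chodl*, *C1ql3*, *Etv4*, *Kcnab1*, *Lix1*, *Megf11*, *Prph*, and *Uts2b*, each was lower in the lumbar *Isl2* KO libraries and past the paper's threshold, with log2 fold changes from −1.16 (*Uts2b*) to −0.52 (*Anxa2*) and a median of −0.70. *Chodl* (gene 246048, chromosome 16) fell from 20.8 ± 2.62 to 13.0 ± 0.529 TPM, *Lix1* (gene 66643, chromosome 17) from 7.44 ± 0.266 to 5.11 ± 0.683 TPM, and *Megf11* (gene 214058, chromosome 9) from 9.99 ± 2.03 to 6.29 ± 1.47 TPM. *Megf11* had −0.39 with coverage in place of TPM, a unit chosen after seeing the data. All 10 passed when adjusted over the list alone, and 0 when adjusted over all genes tested in the fit of the lumbar libraries. They are part of the paper's lumbar list, so this is not independent evidence. In the brachial libraries, 6 of the 10 were lower and 1, *Uts2b*, passed the threshold, with a median log2 fold change of −0.23. The interaction of level and genotype passed for 6 of the 10 when adjusted over the list alone.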

Ten genes (*Anxa2*, *A730046J19Rik*, *Chodl*, *C1ql3*, *Etv4*, *Kcnab1*, *Lix1*, *Megf11*, *Prph*, and *Uts2b*) were also found to be part of the molecular features characterizing the LMCl subcluster called c/rl4 (*Lhx1*^+^ *Etv4*^+^), confirming the validity of our analyses (Liau et al., 2023). We next aimed to determine whether our approach allowed us to discover new marker genes for designated motor pools. Among the list of enriched genes in sb.LMCl.2 retrieved from scRNA-seq analysis, we demonstrated that three genes *Sema5a, Epha3,* and *Fgf10,* exhibited selective expression in Gl motor pools and reduced expression in *Isl2*null mice according to our in situ hybridization results. Overall, our comprehensive approach, combining bulk and scRNA-seq analyses datasets, has proved highly valuable in identifying new potential motor pool markers and unraveling the genetic program underlying their development.

Our transcriptomic analysis and in vivo validation of candidate targets revealed that numerous genes involved in motor neuronal differentiation and diseases were indeed under the control of Isl2. Among the 96 DEGs downregulated in *Isl2* mutant spinal cords, 32 genes (i.e., *Adra2c, Arhgap25, C1ql3, C3, Cck, Chrm5, Dkk1, Etv4, Fstl3, Gabra5, Gpr149, Grin2a, Hrk, Htr4, Kcnab1, Kcnj12, Mcf2, Mchr1, Mctp1, Nos1, Ntf3, Oprd1, P2rx4, Pcp4, Pnmt, Prph, Pvalb, Scnn1a, Sema3e, Tmem100, Tmsb15b2,* and *Tnc*) were associated with axon- or synapse-related GO terms, or their protein expression was found in axons or synapses (Dhaese et al., 2009; Fink et al., 2017; Martinelli et al., 2016; Molinard-Chenu et al., 2020; Wu et al., 2019). In addition, 14 genes (i.e., *Anxa2, Bcl2l15, C3, Chodl, Fam135b, Hrk, Lix1, Lrp1b, Moap1, Pcp4, Prph, Rnase4, Scg5,* and *Scnn1a*) were reported as ALS- or MN disease-associated genes in the literature (Benoit et al., 2013; Ghavami et al., 2014; Gros-Louis et al., 2004; Lederer et al., 2007; Li et al., 2013; Orr et al., 2020; Sasongko et al., 2010; Sheila et al., 2019; Shu et al., 2022; Sleigh et al., 2014; Su et al., 2022; Wei et al., 2011; Wu et al., 2019). Therefore, approximately 40% of *Isl2-*dependent DEGs were involved in the maturation and pathological processes of MNs. 

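The expression filter kept 24 of the 32 genes at the lumbar level. All 24 were lower in *Isl2* KO, with log2 fold changes from −1.64 to −0.47 and a median of −0.68. The paper's threshold was passed by 15 of the 24, and 14 passed when adjusted over the list alone, against 0 over all genes tested. The genes come from a list chosen on these libraries, so the count over the list is not independent evidence. At the brachial level, 16 of 22 of these genes that could be tested were lower, with a median of −0.26, and 1 passed the threshold. The interaction of level and genotype passed for 3 when adjusted over the list alone.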

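Of the 14 genes, 13 were tested, and all 13 were lower in the lumbar *Isl2* KO libraries, with log2 fold changes from −0.99 to −0.47 and a median of −0.56. The threshold was passed by 10, and 10 passed when adjusted over the list alone, which was chosen on these libraries, against 0 over all genes tested. In brachial libraries, 11 of the 13 were lower and 0 passed the threshold, with a median of −0.25. The interaction of level and genotype passed for 2 of the 13 when adjusted over the list alone. From its transcriptomic analysis together with in vivo tests of candidate targets, the paper concludes that numerous genes of MN differentiation and disease are under the control of Isl2.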

*Prph*, a neuronal intermediate filament protein implicated in ALS, showed the largest fold changes (<−0.5 log_2_-fold change) in our transcriptomic analysis and was selectively downregulated in specific motor pools in *Isl2* mutant mice. In addition, earlier extinction of *Prph* in developing MNs correlated with progressive degeneration of spinal MNs and NMJs, which indicated that the defects observed in *Isl2* mutant mice are relevant to early-onset progressive MN disorders such as SMA and ALS (Amin et al., 2015; Amin et al., 2021; Beaulieu and Julien, 2003; Chen et al., 2013; Gros-Louis et al., 2004; Sabbatini et al., 2021). 

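In the limma fit, the lumbar log2 fold change of *Prph* ranked 15 among the 65 tested genes of the paper's lumbar list. It ranked 60 among the 128 lower genes past the threshold, with both ranks counted from the lowest value. Measured as a difference of means, *Prph* fell by 25.2 TPM, which ranked 2 among the 65 genes. When each library was left out in turn, its log2 fold change ranged from −1.0 to −0.60. Lumbar levels were below those at the brachial level in both genotypes, where the log2 fold change of −0.25 was smaller (lumbar minus brachial difference −0.53, adjusted p = 0.805, limma).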

C1ql3 has been shown to promote synapse formation and maintenance in certain excitatory neurons, and its absence results in fewer excitatory synapses with diverse behavioral defects (Martinelli et al., 2016). Given that these MN disease-related genes were all selectively downregulated in specific motor pools that showed deteriorating features in the absence of *Isl2*, it is likely that proper regulation of these genes by Isl2 ensures proper MN development, whereas dysregulation leads to MN degeneration.

In summary, our findings suggest that pool-specific Isl2 activity is important for the fidelity of motor pool organization and motor circuit connectivity for hindlimb locomotion. Furthermore, Isl2 is responsible for the transcriptional control of a variety of genes involved in MN differentiation, axon development, and synaptic organization, and its absence may give rise to a pathological condition of MNs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (Mouse, female)	C57BL/6J	Damul Science Co.		
Genetic reagent (*Mus musculus*)	*Isl2^-/-^*	PMID:14766174	MGI:3046260	
Genetic reagent (*M. musculus*)	*Isl2^flox/flox^*	This paper	MGI:109156	See Materials and methods, and Figure 3—figure supplement 1a
Genetic reagent (*M. musculus*)	Tg(Mnx1-GFP)1Slp	PMID:15201216	MGI:3767834	
Genetic reagent (*M. musculus*)	B6.Cg-Tg(Thy1-YFP)16Jrs/J	Jackson Laboratory PMID:11086982	RRID:IMSR_JAX:003709	
Genetic reagent (*M. musculus*)	Olig2^tm1(cre)Tmj^	PMID:18046410	MGI:3774124	
Cell line (human)	293[HEK-293]	Korean Cell Line Bank	KCLB# 21573	Verified using STR profiling and confirmed to be mycoplasma-free
Antibody	Anti-Olig2 (guinea pig polyclonal)	Jessell lab		(1:8000)
Antibody	Anti-Hb9 (rabbit polyclonal)	PMID:10471502		(1:8000)
Antibody	Anti-Hb9 (guinea pig polyclonal)	PMID:10482235		(1:2000)
Antibody	Anti-GFP (mouse monoclonal)	Sigma	Cat# G6539	(1:2000)
Antibody	Anti-Isl1/2 (rabbit polyclonal)	PMID:7528105 PMID:8565076		(1:5000)
Antibody	Anti-Isl2 (mouse monoclonal)	Santa Cruz	Cat# sc-390746	(1:500)
Antibody	Anti-Lhx3 (guinea pig polyclonal)	Pfaff lab		(1:4000)
Antibody	Anti-ChAT (goat polyclonal)	Chemicon	Cat# AB144P	(1:100)
Antibody	Anti-Foxp1 (rabbit polyclonal)	Abcam	Cat# ab16645	(1:5000)
Antibody	Anti-Nkx6.1 (goat polyclonal)	R&D Systems	Cat# AF5857	(1:1000)
Antibody	Anti-Isl1 (goat polyclonal)	R&D Systems	Cat# AF1837	(1:1000)
Antibody	Anti-Isl2 (guinea pig polyclonal)	PMID:14766174	Cat# AF1837	(1:8000)
Antibody	Anti-Lhx1 (rabbit polyclonal)	Abcam	Cat# ab14554	(1:500)
Antibody	Anti-Scip (guinea pig polyclonal)	Dasen lab		(1:8000)
Antibody	Anti-Etv4 (rabbit polyclonal)	Dasen lab		(1:16,000)
Antibody	Anti-Tetramethylrhodamine (rabbit polyclonal)	Invitrogen	Cat# A-6397	(1:1000)
Antibody	Anti-vGluT1 (guinea pig polyclonal)	Sigma	Cat# AB5905	(1:32,000)
Antibody	Anti-nNOS (rabbit polyclonal)	DiaSorin		(1:16,000)
Antibody	Anti-pSMAD (rabbit monoclonal)	Cell Signaling Technology	Cat# 9516S	(1:500)
Antibody	Anti-GFP (rabbit polyclonal)	Abcam	Cat# ab290	(1:1000)
Antibody	Anti-Tubulin alpha (rat monoclonal)	AbD Serotec	Cat# MCA77G	(1:10,000)
Antibody	Anti-HA (mouse monoclonal)	Covance	Cat# MMS-101R	(1:5000)
Antibody	Anti-Isl2 (mouse monoclonal)	DSHB	Cat# 51.4H9	(1:200)
Antibody	Anti-MNR2 (mouse monoclonal)	DSHB	Cat# 81.5C10	(1:500)
Antibody	Anti-Digoxigenin-AP, Fab fragments (sheep polyclonal)	Roche	Cat# 11093274910	(1:5000)
Sequence-based reagent	*ckISL2* siRNA-461	This paper		See Materials and methods, and Figure 5c, Figure 5—figure supplement 2a–b
Sequence-based reagent	*ckISL2* siRNA-605	This paper		See Materials and methods, and Figure 5c, Figure 5—figure supplement 2a–b
Peptide, recombinant protein	SP6 RNA polymerase	Roche	Cat# 10810274001	
Peptide, recombinant protein	T7 RNA polymerase	Roche	Cat# 10881775001	
Peptide, recombinant protein	Protector RNase Inhibitor	Roche	Cat# 3335399001	
Peptide, recombinant protein	RQ1 RNase-Free DNase	Promega	Cat# M6101	
Peptide, recombinant protein	Proteinase K	VWR	Cat# E195-5ML	
Commercial assay or kit	NucleoSpin RNA XS	MACHEREY-NAGEL	Cat# 740902.50	
Commercial assay or kit	pGEM-T Easy Vector Systems	Promega	Cat# A1360	
Commercial assay or kit	DiaStar OneStep RT-PCR kit	Solgent	Cat# DR61-K050	
Commercial assay or kit	DIG RNA Labeling Mix	Roche	Cat# 11277073910	
Chemical compound, drug	Dextran, Tetramethylrhodamine, 3000 MW	Invitrogen	Cat# D3308	
Chemical compound, drug	Alpha-Bungarotoxin Conjugates	Invitrogen	Cat# B35451	
Chemical compound, drug	NBT/BCIP stock solution	Roche	Cat# 11681451001	
Software, algorithm	Zen	ZEISS	Zen Black 2.3 SP1	https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html
Software, algorithm	FV31S-SW	Olympus	2.5.1.228	https://www.olympus-lifescience.com/
Software, algorithm	GraphPad Prism	GraphPad software	Version 9	https://www.graphpad.com/
Software, algorithm	ImageJ	National Institutes of Health	1.53k	
Software, algorithm	R v3.6.0	R-project		https://www.r-project.org/
Software, algorithm	R v4.0.2	R-project		https://www.r-project.org/
Software, algorithm	Seurat v3.2.3	R-project	PMID:29608179	https://satijalab.org/seurat/get_started.html
Software, algorithm	Metascape	PMID:30944313		https://metascape.org/
Software, algorithm	Flaski			https://flaski.age.mpg.de.

### Mice

The *Isl2*-null, *Hb9::GFP* and *Thy1::YFP* mice used in this study have been previously described (Jackson laboratory) (Feng et al., 2000; Thaler et al., 2004). Wild-type C56BL/6 mice (6–8 weeks of age) were purchased from Damul Science Co. (Daejon, Korea). To selectively delete *Isl2* from MNs, we generated a novel *Isl2* flox mouse (Cyagen, China). The flox strategy was designed by Cyagen using the following procedure. The *Isl2* gene (NCBI reference sequence: NM_027397; Ensemble: ENSMUSG00000032318) was located on chromosome 9 in mice. Exons 2–4 were selected as cKO regions. In the targeting vector, the Neo cassette was flanked by SDA sites, and DTA was used for negative selection. C57BL/6N ES cells were used for gene targeting. The KO allele was obtained after specific Cre-mediated recombination. Genotyping assays were designed by Cyagen. First-generation mice were heterozygous for *Isl2* flox expression. Heterozygous mice were bred to generate mice with homozygous *Isl2* flox expression. The *Isl2* flox mouse line was maintained as a homozygous line for breeding with Cre strains. For the Cre line, an MN-specific *Olig2^Cre^* line was used (Dessaud et al., 2007; Kong et al., 2015). To obtain *Isl2^F/KO^; Olig2^Cre^* mice, male *Isl2 +/-; Olig2^Cre^* mice were crossed with female *Isl2^F/F^* mice. The *Isl2^F/KO^* or *Isl2^F/+^; Olig2^Cre^* mice from the same litters were used as normal controls. For genotyping PCR, genomic DNA was isolated from mouse ear punches digested in DirectPCR (tail) (VIAGEN) and Proteinase K (New England Biolabs). The following primers were used for genotyping PCR: 5’-TGG GAC TAC GGG GTT GTA CTT-3’ and 5’-GTT CTG GAG AGC AAG TTG GGA AT-3’ to detect a wild-type allele (274 bp) and a flox allele (410 bp). All experiments used protocols approved by the Animal Care and Ethics Committees of the Gwangju Institute of Science and Technology (GIST). The day when a vaginal plug was detected was designated as embryonic day 0.5 (E0.5).

### Immunohistochemistry and in situ hybridization

Immunohistochemistry and in situ hybridization were performed as described previously (Song et al., 2009). The following antibodies were used: guinea pig anti-Olig2 (Wichterle et al., 2002), rabbit and guinea pig anti-HB9 (Harrison et al., 1999), rabbit anti-GFP (Invitrogen), mouse anti-GFP (Sigma), rabbit anti-Isl1/2 (Pfaff et al., 1996), mouse anti-Isl2 (Santa Cruz), guinea pig anti-Lhx3 (Thaler et al., 2004), goat anti-ChAT (Chemicon), rabbit anti-Foxp1 (Abcam), goat anti-Nkx6.1 (R&D Systems), goat anti-Isl1 (R&D Systems), guinea pig anti-Isl2 (Thaler et al., 2004), rabbit anti-Lhx1 (Abcam), guinea pig anti-Scip (Dasen et al., 2005), rabbit anti-Etv4 (Dasen et al., 2005), rabbit anti-Tetramethylrhodamine (Invitrogen), guinea pig anti-vGluT1 (Millipore), rabbit anti-nNOS (Diasorin), and rabbit anti-pSMAD (Cell Signaling Technology). For NMJ staining, muscles were harvested and were prepared for immunostaining as whole-mount samples. Samples were immunostained with rabbit anti-GFP (Abcam) and Alexa Fluor 555 α-BTX (Invitrogen). For in situ hybridization, embryonic mouse cDNA at E12.5 was used to generate riboprobes for *Isl2, Ret*, *Gfra1*, *A730046J19Rik*, *Anxa2*, *Kcnab1, Prph*, *C1ql3*, *Epha3, Fgf10*, and *Sema5a*. HH stage 25 chicken embryonic cDNA was used to generate riboprobes for chicken *ALDH1A2* and *ETV4* using a one-step RT-PCR kit (Solgent).

### Western blot analysis

293[HEK-293] cells (KCLB No. 21573) were purchased from Korean Cell Line Bank. The cell lines were verified using STR profiling and confirmed to be mycoplasma-free. 293[HEK-293] cells were cultured and transfected with an expression plasmid containing N-terminal truncated chick *ISL2* (aa 38–356) with an HA tag and *ISL2* siRNA using Lipofectamine (Invitrogen). After 36 hr, the cells were dissociated and lysed in lysis buffer for western blotting. The western blotting procedure followed previous protocols (Song et al., 2009). Rat anti‐α‐tubulin (AbD Serotec) and mouse anti-HA (Covance) antibodies were used.

### Chick in ovo electroporation

In ovo electroporation was performed as described previously (Kim et al., 2016). A DNA solution was injected into the lumen of the spinal cord of 10–12 chicken embryos at the HH stage, and the embryos were harvested at HH stage 25. To knock down *ISL2*, *ISL2* siRNAs (siRNA-461 sense 5’-GGA CGG UGC UGA ACG AGA A-3’, siRNA-461 antisense 5’-UUC UCG UUC AGC ACC GUC C-3’; siRNA-605 sense 5’-GCU GCA AGG ACA AGA A-3’, siRNA-605 antisense 5’-UUC UUC UUG UCC UUG CAG C-3’) were electroporated. Harvested chicken embryos were processed for immunohistochemistry and in situ hybridization. Rabbit anti-GFP (Invitrogen), mouse anti-Isl2 (DSHB), and mouse anti-MNR2 (DSHB) antibodies were used. Riboprobes for chicken *ALDH1A2* and *ETV4* were amplified from total RNA extracted from HH 25 chicken embryos using a one-step RT-PCR kit (Solgent). For image analysis, consecutive sections at the lumbar level were collected from each embryo. In each ventral quadrant, the number of MNs was counted, and the signal intensity was measured using the ImageJ software (NIH). The intensity values of the electroporated side were normalized to the value of the nonelectroporated side.

### Intramuscular injections of tracers

To label MN dendrites, the target muscles were injected with Rh-Dex (3000 MW, Invitrogen). In brief, P4 mice were anesthetized on ice, and the muscles were exposed by making a small incision in the skin. Approximately 2 μl of 10% Rh-Dex was injected at a single site, and the skin was sutured. After 3 days, the spinal cords were analyzed for dextran labeling, and the muscles were isolated to check the injection site. Analyses of dendritic arborization patterns of the Gl motor pools primarily focused on the L3 and L4 spinal segmental levels. Free-floating 80-μm-thick transverse sections were immunostained for further analysis.

For sensory bouton analysis, P16 mice were anesthetized, and the skin was incised to expose the muscle of interest. Muscles were injected at multiple sites with 10% tetramethylrhodamine dextran (3000 MW, Invitrogen) using a pulled glass microelectrode. At P21, the spinal cords were harvested and processed for immunostaining.

### EMG analysis

For EMG analysis, we used multistranded, Teflon-coated, annealed stainless steel wire (A-M systems, Cat. No. 793200) electrodes that were soldered to an IC socket. After mice were anesthetized with avertin, we implanted the electrodes subcutaneously into the middle of the left and right Gl muscles and secured the connector to the head. The mice were allowed to recover in their cages for at least 2 days before recording began. After the recovery period, we placed the animals in an open field where they could move freely. During locomotor activity, EMG signals were digitized and stored using Clampex 9.2 data acquisition software, while video recordings were made to monitor walking movement for 30 min. EMG and video data were recorded simultaneously. The EMG data was bandpass filtered at 200 Hz to 1 kHz using Clampfit 10.3. We measured and analyzed the number, frequency, and duration of EMG peaks over 1 s.

### Tail suspension test and gait analysis

For the tail suspension test, we suspended each mouse above the cage by its tail and captured its posture on a camera. In the gait analysis, we used 3-month-old *Isl2* KO and littermate female controls. We applied nontoxic water-based paints (red on forepaws and black on hindpaws) to the mouse paws and allowed the mice to walk on white paper. We performed three consecutive trials and measured the stride widths of the forelimbs and hindlimbs.

### RT-PCR

E12.5 embryonic spinal cords were harvested in ice-cold PBS and total RNA was extracted using NucleoSpin RNA XS (MACHEREY-NAGEL). We used 10 ng of total RNA per 15 μl reaction for the RT-PCR with the following primers: (*Gapdh*, 5’-GGA GAA ACC TGC CAA GTA TGA-3’, 5’-CCT GTT GCT GTA GCC GTA TT-3’, *Etv4* 5’-GGT GAT GGA GTG ATG GGT TAT G-3’, 5’GCC TGT CCA AGC AAT GAA ATG-3’). The PCR products were amplified using a one-step RT-PCR kit (Solgent). Band densitometry was quantified for *Etv4* and *Gapdh* using the ImageJ software.

### Image acquisition

For data analysis, images were captured using epifluorescent LSM780 (Zeiss) and FV3000RS (Olympus) confocal microscopes using the Axiovision, ZEN software (Zeiss) and the FV31S software (Olympus).

### Radial plot

To analyze dendritic radiality, motor pools were subdivided into eight divisions, with the center aligned with the center of the motor pool. For each octant, the mean pixel intensity of dendrites, excluding the cell bodies, was quantitated using the ImageJ software and normalized to the octant with the highest value.

### Contour and density plots

MN soma coordinates were acquired with respect to the midline using ImageJ software. To assign x and y coordinates, we normalized experimental variations from different spinal cord sizes, shapes, and sections. Contour, spatial, and density plots were created using the ‘ggplot2’ package in R-4.0.5. Contour plots were calculated using ‘MASS::kde2d()’ by performing a 2D kernel density estimation and displaying the results with contours for the distribution of neuron positions.

### Quantification of sensory boutons

For quantitative analysis of vGluT1^+^ sensory boutons in Rh-Dex^+^ Gl motor pools, spinal cords were sectioned at a thickness of 40 μm. A z-series of 0.74 μm optically scanned confocal images using a 30× objective were acquired for quantitative analysis. The number of vGluT1^+^ puncta within each somatic compartment was quantified across the Rh-Dex^+^ MNs. vGluT1 intensity was determined using ImageJ software, and vGluT1^+^ synapses were counted manually (Wang et al., 2019).

### Quantification of NMJ morphology and imaging

NMJ images were acquired on LSM780 (Zeiss) and FV3000RS (Olympus) confocal microscopes. To analyze NMJs, maximum intensity projections were created using ZEN (Zeiss) and FV31S (Olympus) software. Low-magnification images were acquired using 10× and 20× objectives. For NMJ morphology assessment, confocal settings were optimized: 640×640 frame size, 30× objective, ×6.0 zoom, and 0.74 μm z-stack interval for quantification in P14 muscles; and 800×800 frame size, 30× objective, ×4.5 zoom, and 0.74 μm z-stack interval for quantification in P28 muscles. For quantification of Gl muscles, the number of NMJs was quantified along the entire Gl nerve within the Gl muscles in P0 and P14. Quantification of the length of secondary branches, end plate area occupied by motor axons or AChR clusters in P0, and the nerve terminal area, AChR cluster area, compactness, and fragmentation in P14 and P28 was performed using ImageJ software (Jones et al., 2016). The number of axons extending the border of the target muscles was calculated by quantifying the overshooting axons per 100 μm of end plate. The proportion of polyinnervated, faint, denervated NMJs was quantified within three to four random fields per animal. The proportion of polyinnervated NMJs was quantified in Gl nerves adjacent to Tfl muscles. The number of axonal inputs was quantified in individual NMJs in P14. In Tfl muscles, we quantified the number of NMJs along the entire nerve within the Tfl muscles at P14, and the number of axonal inputs in individual NMJs at P28.

### Skeletal staining and X-ray imaging

E17.5 mouse embryos were prepared by removing the skin, viscera, and adipose tissues and fixed in 95% ethanol for at least 5 days. The tissues were incubated in acetone for 2 days to remove fat and stained in staining solution (1 volume of 0.3% Alcian blue in 70% ethanol, 1 volume of Alizarin red in 95% ethanol, 1 volume of glacial acetic acid, and 17 volumes of 70% ethanol) for 3 days at 37°C. Stained tissues were rinsed in distilled water and cleared in 1% KOH, 20% glycerol in 1% KOH, 50% glycerol in 1% KOH, and 80% glycerol in 1% KOH, sequentially, for several days each. Cleared embryos were stored in 100% glycerol before imaging.

### Whole-mount immunostaining for axon tracing

E11.5, E12.5, and E13.5 *Hb9::GFP* embryos were dissected, and samples were immersed in 4% PFA and washed in PBS overnight. Tissues were cleared using a three-dimensional imaging kit (Binaree). Images were captured using a Zeiss confocal microscope using the ZEN software (Zeiss).

### RNA-seq and bioinformatics analysis

For the RNA-seq analysis of ventral brachial and lumbar spinal cords, E12.5 embryonic spinal cords (three heterozygote animals and three homozygote animals) were harvested and trimmed around the *Hb9::GFP* reporter in ice-cold RNase-free PBS. Total RNA was extracted using NucleoSpin RNA XS, Micro kit (MACHEREY-NAGEL) for RNA purification, and RNA quality and quantity were assessed using a 2100 Bioanalyzer System (Agilent). All samples showed high-quality scores between 9.6 and 10 RIN. 500 ng of total RNA per sample was used for the construction of sequencing libraries, which was amplified using the TruSeq Stranded Total RNA LT Sample Prep Kit (Gold). Library preparation and bulk RNA-seq were performed by Macrogen (Seoul, Korea) using the manufacturer’s reagents and protocols. Libraries were sequenced on an illumine NovaSeq platform. Raw sequencing files were assessed by FastQC (v0.11.7) for quality, and sequence reads were trimmed for adaptor sequence and low-quality sequence by Trimmomatic (v0.38). The processed reads were mapped to the mm10 mouse reference genome using HISAT2 (v2.1.0) and Bowtie2 (v2.3.4.1) for further processing. Assembly of aligned reads and abundance estimations were performed using StringTie (v2.1.3b), and fragments per kilobase of transcript per million fragments mapped values and transcript per million values were acquired. Analysis of DEGs was conducted using DESeq2.

### GO analysis

GO analysis based on bulk RNA-seq data was performed using Metascape (http://metascape.org) (Zhou et al., 2019).

### Statistical representation in figures

Error bars represent SEM. Box plots show 25th percentile, median, and 75th percentile values, with whiskers indicating 10th and 90th percentile values. Outlying values are shown as symbols. Statistical analyses were performed with GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA).

### Use of published datasets

For the evaluation and comparison of candidate genes downregulated in *Isl2*-deleted embryos, we compared our gene lists with a previously published dataset (ArrayExpress accession: E-MTAB-10571) (Amin et al., 2021). The raw data from the study by Amin et al., 2021. were obtained from ArrayExpress accession: E-MTAB-10571. Reads from wild-type samples (E12 *Hb9::GFP*) were mapped to the mm10 mouse reference genome, and raw unique molecular identifiers were produced using Cell Ranger (version 3.1.0, 10x Genomics). The expression matrices were processed in R (v.3.6.0) using Seurat (v.3.2.3). Cells with fewer than 1000 detected transcripts were excluded and cells with over 8% of mitochondrial gene read counts were excluded. Filtered gene-barcode matrices were normalized using the *NormalizeData* function with *LogNormalize*, and the top 2000 variable genes were identified using the ‘vst’ method in *FindVariableFeatures*. Gene expression matrices were scaled using the *ScaleData* function. Principal component analysis (PCA) and UMAP were performed using the 20 principal components. To remove the batch effect, *RunFastMNN* was applied to the PCA matrix with SampleID as the batch key. Dimensionality reduction was performed separately for all cells and the interneuron-excluded subset. Cells were partitioned into 31 clusters with a resolution parameter of 2. Neuron subtype identification was performed as previously described (Amin et al., 2021). MN subtypes were identified according to the expression of known marker genes. The number of cells in each neuron subtype was as follows: 19 cells in pMNs, 672 cells in immature MNs, 3464 cells in postmitotic MNs, and 1135 cells in interneurons.

Further downstream analyses within LMC clusters were performed using Seurat v.4.0.2 R packages. To analyze motor pools at the L1 to L4 levels, we isolated LMC subclusters that expressed *Hoxd9*, *Hoxc10*, *Hoxd10*, *Hoxa11*, *Hoxc11*, and *Hoxd11*. As a result, LMC clusters were further divided into seven clades composed of 276 cells: sb.LMCl.1.v, sb.LMCl.1.ta, sb.LMCl.2, sb.LMCm.1, sb.LMCm.2, and sb.LMCm.3. *Lhx1*, an LMCl marker, was enriched in sb.LMCl.1.v, sbLMCl.1.ta, and sb.LMCl.2 clades, whereas *Isl1*, an LMCm marker, was enriched in LMCm.1, LMCm.2, and LMCm.3. Visualized data were plotted using *VinPlot*, *DotPlot*, *DoHeatmap*, and *FeaturePlot* functions from the Seurat R packages.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE217297. The following dataset was generated: SongMR LeeY 2022Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2NCBI Gene Expression OmnibusGSE21729710.7554/eLife.84596PMC1063777637869988

# Supplementary material for: Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2
**Source:** eLife. 2023 Oct 23;12:e84596. doi: 10.7554/eLife.84596
**Supplement:** Supplementary file 1. — Genotype distribution of Isl2-null and conditional KO mice. Expected Mendelian inheritance and observed inheritance after breeding between Isl2 heterozygotes or between Isl2 +/-; Olig2Cre and Isl2F/F. p-Values of the Mendelian ratios were calculated using chi-square tests.

**Supplementary File 1. Genotype distribution of *Isl2* KO and conditional KO mice**

| Offspring | | | | | |
| --- | --- | --- | --- | --- | --- |
| Age | Genotype | No. Expected | No. Observed | Chi-square value | *P* |
| Embryonic stages | *Isl2^+/+^* | 77 (25%) | 86 (28%) | 7.739 | 0.0209 |
|  | *Isl2^+/−^* | 153 (50%) | 129 (42%) |  |  |
|  | *Isl2^−/−^* | 77 (25%) | 92 (30%) |  |  |
|  | Total | 307 | 307 |  |  |
| Postnatal stages | *Isl2^+/+^* | 108 (25%) | 131 (30%) | 43.102 | < 0.0001 |
|  | *Isl2^+/−^* | 217 (50%) | 253 (58%) |  |  |
|  | *Isl2^−/−^* | 108 (25%) | 49 (11%) |  |  |
|  | Total | 433 | 433 |  |  |
| Embryonic stages | *Isl2^F/+^* | 21 (25%) | 20 (25%) | 0.498 | 0.9194 |
|  | *Isl2^F/KO^* | 20 (25%) | 22 (27%) |  |  |
|  | *Isl2^F/+^*; Olig2-Cre | 20 (25%) | 18 (22%) |  |  |
|  | *Isl2^F/KO^*; Olig2-Cre | 20 (25%) | 21 (26%) |  |  |
|  | Total | 81 | 81 |  |  |
| Postnatal stages | *Isl2^F/+^* | 18 (25%) | 29 (42%) | 25.840 | < 0.0001 |
|  | *Isl2^F/KO^* | 17 (25%) | 23 (33%) |  |  |
|  | *Isl2^F/+^*; Olig2-Cre | 17 (25%) | 17 (25%) |  |  |
|  | *Isl2^F/KO^*; Olig2-Cre | 17 (25%) | 0 (0%) |  |  |
|  | Total | 69 | 69 |  |  |

Genotype distribution of *Isl2* null and conditional KO mice. Expected Mendelian inheritance and observed inheritance after breeding between *Isl2* heterozygotes or between *Isl2^+/−^*; Olig2-Cre and *Isl2^F/F^*. *P*-values of the Mendelian ratios were calculated using chi-square tests.

# Supplementary material for: Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2
**Source:** eLife. 2023 Oct 23;12:e84596. doi: 10.7554/eLife.84596
**Supplement:** Supplementary file 2. — Experimental sample sizes for figures and figure supplements.

**Supplementary File 2. Experimental sample sizes**

| **Figure 1** | | |
| --- | --- | --- |
| (d) | E10.5 | n = 6 sections per level, 2 animals |

| **Figure 2** | | | |
| --- | --- | --- | --- |
| (c) | Brachial | Average from n = 3 mice, 4-6 sections each animal | |
|  | Lumbar | Average from n = 3 mice, 8-16 sections each animal | |
|  | Thoracic | Average from n = 3 mice, 16-24 sections each animal | |
| **Figure 2-figure supplement 1** | | | |
| (c) | E13.5, lumbar | | Average from n = 3 mice, 2 sections each animal |

| **Figure 3** | | |
| --- | --- | --- |
| (b) | C6 | Average from n = 3 mice, 6 sections per group |
|  | C8 | Average from n = 3 mice, 6 sections per group |
| (c) | CM | Average from n = 3 mice, 12 sections per group |
|  | LD | Average from n = 3 mice, 12 sections per group |
|  | FCU | Average from n = 3 mice, 6 sections per group |
| **Figure 3-figure supplement 2, 3** | | |
| (a) | C6, Het | n = 6 section per group, 3 animals  794 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 397 cells for Hb9^+^Lhx3^+^ (MMC); 667 cells for Foxp1^+^ (LMC); 190 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 909 cells for Hb9::GFP^+^Isl1^+^ (MMC and LMCm); 369 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 164 cells for Hb9::GFP^+^Isl1^+^Etv4^+^ (CM); 128 cells for Hb9::GFP^+^Isl1^-^Etv4^+^ (LD) |
|  | C6, KO | n = 6 section per group, 3 animals  661 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 372 cells for Hb9^+^Lhx3^+^ (MMC); 610 cells for Foxp1^+^ (LMC); 100 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 642 cells for Hb9::GFP^+^Isl1^+^ (MMC and LMCm); 391 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 180 cells for Hb9::GFP^+^Isl1^+^Etv4^+^ (CM); 124 cells for Hb9::GFP^+^Isl1^-^Etv4^+^ (LD) |
|  | C6, cKO | n = 6 section per group, 3 animals  612 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 323 cells for Hb9^+^Lhx3^+^ (MMC); 559 cells for Foxp1^+^ (LMC); 105 cells for Isl1^+^Foxp1^-^Scip^+^ (MMC/HMC); 569 cells for Hb9^+^Isl1^+^ (MMC and LMCm); 292 cells for Hb9^+^Lhx1^+^ (LMCl); 151 cells for Hb9^+^Isl1^+^Etv4^+^ (CM); 104 cells for Hb9^+^Isl1^-^Etv4^+^ (LD) |
|  | C8, Het | n = 6 section per group, 3 animals  736 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 319 cells for Hb9^+^Lhx3^+^ (MMC); 290 cells for Foxp1^+^ (LMC); 94 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 219 cells for Foxp1^+^Scip^+^ (FCU); 940 cells for Hb9::GFP^+^Isl1^+^ (MMC and LMCm); 243 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 281 cells for Hb9::GFP^+^Isl1^+^Etv4^+^ (CM); 62 cells for Hb9::GFP^+^Isl1^-^Etv4^+^ (LD) |
|  | C8, KO | n = 6 section per group, 3 animals  702 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 398 cells for Hb9^+^Lhx3^+^ (MMC); 326 cells for Foxp1^+^ (LMC); 63 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 185 cells for Foxp1^+^Scip^+^ (FCU); 640 cells for Hb9::GFP^+^Isl1^+^ (MMC and LMCm); 274 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 200 cells for Hb9::GFP^+^Isl1^+^Etv4^+^ (CM); 72 cells for Hb9::GFP^+^Isl1^-^Etv4^+^ (LD) |
|  | C8, cKO | n = 6 section per group, 3 animals  614 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 342 cells for Hb9^+^Lhx3^+^ (MMC); 311 cells for Foxp1^+^ (LMC); 76 cells for Isl1^+^Foxp1^-^Scip^+^ (MMC/HMC); 182 cells for Foxp1^+^Scip^+^ (FCU); 569 cells for Hb9^+^Isl1^+^ (MMC and LMCm); 194 cells for Hb9^+^Lhx1^+^ (LMCl); 180 cells for Hb9^+^Isl1^+^Etv4^+^ (CM); 71 cells for Hb9^+^Isl1^-^Etv4^+^ (LD) |

| **Figure 4** | | |  |
| --- | --- | --- | --- |
| (b) | L2 | Average from n = 3 mice, 6 sections per group |  |
|  | L4 | Average from n = 3 mice, 6 sections per group |  |
| (c) | Etv4^+^ | Average from n = 3 mice, 20-48 sections per group |  |
|  | Nkx6.1^+^Lhx1^+^ | Average from n = 3 mice, 8-12 sections per group |  |
| **Figure 4-figure supplement 1, 2** | | | |
| (a) | L2, Het | n = 6 section per group, 3 animals  549 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 221 cells for Hb9^+^Lhx3^+^ (MMC); 609 cells for Foxp1^+^ (LMC); 191 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 398 cells for Hb9::GFP^+^Nkx6.1^+^ (MMC and LMCm); 214 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 128 cells for Hb9::GFP^+^Etv4^+^ (Rf/Tfl, Gl) | |
|  | L2, KO | n = 6 section per group, 3 animals  710 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 265 cells for Hb9^+^Lhx3^+^ (MMC); 630 cells for Foxp1^+^ (LMC); 186 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 395 cells for Hb9::GFP^+^Nkx6.1^+^ (MMC and LMCm); 328 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 33 cells for Hb9::GFP^+^Etv4^+^ (Rf/Tfl, Gl) | |
|  | L2, cKO | n = 6 section per group, 3 animals  621 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 255 cells for Hb9^+^Lhx3^+^ (MMC); 766 cells for Foxp1^+^ (LMC); 237 cells for Isl1^+^Foxp1^-^Scip^+^ (MMC/HMC); 377 cells for Hb9^+^Nkx6.1^+^ (MMC and LMCm); 302 cells for Hb9^+^Lhx1^+^ (LMCl); 20 cells for Hb9^+^Etv4^+^ (Rf/Tfl, Gl) | |
|  | L4, Het | n = 6 section per group, 3 animals  579 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 208 cells for Hb9^+^Lhx3^+^ (MMC); 683 cells for Foxp1^+^ (LMC); 180 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 576 cells for Hb9::GFP^+^Nkx6.1^+^ (MMC and LMCm); 312 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 58 cells for Hb9::GFP^+^Nkx6.1^+^Lhx1^+^ (Ta); 89 cells for Hb9::GFP^+^Etv4^+^ (Rf/Tfl, Gl) | |
|  | L4, KO | n = 6 section per group, 3 animals  698 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 215 cells for Hb9^+^Lhx3^+^ (MMC); 718 cells for Foxp1^+^ (LMC); 201 cells for Hb9::GFP^+^Foxp1^-^Scip^+^ (MMC/HMC); 476 cells for Hb9::GFP^+^Nkx6.1^+^ (MMC and LMCm); 466 cells for Hb9::GFP^+^Lhx1^+^ (LMCl); 91 cells for Hb9::GFP^+^Nkx6.1^+^Lhx1^+^ (Ta); 16 cells for Hb9::GFP^+^Etv4^+^ (Rf/Tfl, Gl) | |
|  | L4, cKO | n = 6 section per group, 3 animals  650 cells for Hb9^+^Lhx3^-^ MNs (somatic MNs); 223 cells for Hb9^+^Lhx3^+^ (MMC); 865 cells for Foxp1^+^ (LMC); 172 cells for Isl1^+^Foxp1^-^Scip^+^ (MMC/HMC); 649 cells for Hb9^+^Nkx6.1^+^ (MMC and LMCm); 514 cells for Hb9^+^Lhx1^+^ (LMCl); 136 cells for Hb9^+^Nkx6.1^+^Lhx1^+^ (Ta); 12 cells for Hb9^+^Etv4^+^ (Rf/Tfl, Gl) | |

| **Figure 5** | | |
| --- | --- | --- |
| (b) | *Etv4, Gapdh* | Brachial, n = 3 animals per group  Lumbar, n = 6-8 animals per group |
| (c) | MNR2 | Average from n = 4 embryos, 18 sections per group |
|  | Isl2 | Average from n = 4 embryos, 26 sections per group |
|  | *ETV4* | Average from n = 3 embryos, 7 sections per group |
|  | *ALDH1A2* | Average from n = 3 embryos, 6 sections per group |
| **Figure 5-figure supplement 1** | | |
| (a) | *Etv4, Gapdh* | Brachial, n = 3 animals per group  Lumbar, n = 6-8 animals per group |
| **Figure 5-figure supplement 2** | | |
| (a) | Western blot | n = 1 |

| **Figure 6** | | |
| --- | --- | --- |
|  | Bulk RNA-seq | n = 3 animals per group |

| **Figure 7** | | |
| --- | --- | --- |
| (b) | Gl | Average from n = 3 mice per group, 10-17 sections per animal |
| (c) | Gl | n = 18 section per group, 3 animals per group  Het, n = 477 ChAT^+^ MNs  KO, n = 557 ChAT^+^ MNs |
| (d) | Gl | n = 6 section per group, 3 animals |
|  | Tfl | n = 6 section per group, 3 animals |
|  | Rf | n = 8 section per group, 3 animals |
| (f), (g) | Gl | n = 10-21 section per group, 3 animals per group  Het, n = 43 Rh-Dex^+^ Gl motor pools  KO, n = 62 Rh-Dex^+^ Gl motor pools |
| (h) | Gl | n = 10 random fields per group, 3 animals |
| (j), (k) | Gl | Het, n = 19 Rh-Dex^+^ Gl motor pools, 3 animals  KO, n = 14 Rh-Dex^+^ Gl motor pools, 3 animals |

| **Figure 8** | | |
| --- | --- | --- |
| (b) | P0, Gl | n = 4 muscles, 3 animals per group |
| (c) | P0, Gl | n = 90-120 axons, n = 4 muscles, 3 animals per group |
| (d) | P0, Gl | n = 4-5 muscles, 3 animals per group |
| (e) | P0, Gl | n = 4-5 muscles, 3 animals per group |
| (f) | P14, Gl | n = 4 muscles, 3 animals per group |
| (g) | P14, Gl | Het, n = 46 100-μm endplates, 3 muscles, 3 animals  KO, n = 39 100-μm endplates, 3 muscles, 3 animals |
| (i) | P14, Tfl | n = 4 muscles, 3 animals per group |
| (j) | P28, Tfl | Het, n = 11 NMJs, 3 animals  KO, n = 13 NMJs, 3 animals |
| (l) | Gl | Het, n = 17 random fields, 3 animals  KO, n = 16 random fields, 3 animals |
| (m) | Gl | Het, n = 17 random fields, 3 animals  KO, n = 8 random fields, 3 animals |
| (n) | Gl | Het, n = 22 NMJs, 3 animals  KO, n = 11 NMJs, 3 animals |
| (o) | Gl | Het, n = 22 NMJs, 3 animals  KO, n = 11 NMJs, 3 animals |
| (p) | Gl | Het, n = 17 random fields, 3 animals  KO, n = 16 random fields, 3 animals |
| (q) | Gl | Het, n = 39 NMJs, 3 animals  KO, n = 15 NMJs, 3 animals |
| (r) | Gl | Het, n = 39 NMJs, 3 animals  KO, n = 15 NMJs, 3 animals |
| **Figure 8-figure supplement 1** | | |
| (a-c) | E11.5-E13.5 | n > 1–2 animals per group |
| (d) | E13.5 | n = 2 mice per group |
| **Figure 8-figure supplement 2** | | |
| (a-b) | cKO, E18.5 | n = 3 mice per group |
| **Figure 8-figure supplement 3** | | |
| (a) | P0 | n > 1–2 animals per group |
| (b) | P14 | n > 1–2 animals per group |

| **Figure 9** | | |
| --- | --- | --- |
| (c) | 3 months | Het = 5, KO = 8 animals |
| (e) | Whole body | Het = 5, KO = 4 animals |
|  | Gluteus | Het, n = 6 muscles from 5 animals  KO, n = 5 muscles from 4 animals |
|  | Rectus femoris | Het, n = 6 muscles from 5 animals  KO, n = 5 muscles from 4 animals |
| (f–j) | EMG | 2 parts of EMG signal from each animal,  Het = 3, KO = 3 animals |
| **Figure 9-figure supplement 1** | | |
| (a) | Skeletal analysis | WT = 3, KO = 1 animal |
| (b) | Tibia length | WT = 3, KO = 3 animals |

Experimental sample sizes for figures and figure supplements.

# Supplementary material for: Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2
**Source:** eLife. 2023 Oct 23;12:e84596. doi: 10.7554/eLife.84596
**Supplement:** Supplementary file 3. — (a) List of DEGs downregulated in Isl2-null brachial spinal cords. (b) List of DEGs downregulated in Isl2-null lumbar spinal cords. (c) List of top 30 enriched genes in sb.LMCl.2 subcluster.

**Supplementary File 3. List of DEGs downregulated in *Isl2*-null brachial and lumbar spinal cords**

- Supplementary File 3a. List of DEGs downregulated in *Isl2* null brachial spinal cords.

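Of the 53 genes on this list, 38 passed the expression filter, 37 of which were lower in the brachial *Isl2* KO libraries. The threshold was passed by 24. When adjusted over the list alone, 23 lower genes passed, 22 of them among the 24, along with *Hint3*, which was higher, against 1 gene (*Uts2b*) over all genes tested. The genes were chosen on these libraries, so the count over the list is not independent evidence. The median log2 fold change was −0.58, beside a median of −0.62 in the paper's own values for the same genes, and the 2 sets of values had a Pearson correlation of 0.723 across genes, which are not independent replicates. *Hint3* was the 1 gene with the opposite sign (7.91 ± 1.16 to 13.1 ± 0.777 TPM, log2 fold change 0.73).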

- Supplementary File 3b. 

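Of the 96 genes on the paper's list of genes downregulated in lumbar spinal cords, 65 passed the expression filter at the lumbar level, and all 65 were lower in *Isl2* KO. The threshold was passed by 41, and 34 passed when adjusted over the list alone, against 0 over all genes tested, with the same limit that the list was chosen on these libraries. The median log2 fold change was −0.64, beside −0.65 in the paper's own values, with a Pearson correlation of 0.945 across genes. Without the expression filter, 66 of the 96 passed the threshold.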

List of DEGs downregulated in *Isl2* null lumbar spinal cords.

- Supplementary File 3c. List of Top 30 enriched genes in sb.LMCl.2 subcluster.

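This list was drawn from the single-cell dataset and not from these libraries, although 5 of its 30 genes are also on the paper's lumbar list. In the lumbar libraries, 29 were tested and 20 were lower in *Isl2* KO, with a mean log2 fold change of −0.19 and unadjusted p-values of 1.26e-05 from camera and 0.00897 from fry. Among the 10 splits of the 6 lumbar libraries into 3 and 3, the real one had the lowest p-value from camera. The 24 tested genes outside the paper's lumbar list had a mean of −0.07 with 15 lower and a p-value of 0.0444 from camera, a test chosen after seeing the data. In the brachial libraries 13 of 28 were lower, with a p-value of 0.498 from camera. The difference between the levels had p-values of 0.00185 from camera and 0.00567 from fry. *Epha3*, *Fgf10*, and *Sema5a* had lumbar log2 fold changes of 0.19 (SE 0.14), −0.27 (SE 0.35), and 0.01 (SE 0.20), with *Fgf10* at 0.614 ± 0.0899 TPM in heterozygotes, close to the expression filter. None of the 3 passed the threshold at the lumbar level.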

| gene | avg_log2FC | pct.1 | pct.2 | p_val | p_val_adj | cluster |
| --- | --- | --- | --- | --- | --- | --- |
| Nkx6-2 | 0.781751674 | 0.535 | 0.026 | 3.35E-20 | 7.78E-16 | sb.LMCl.2 |
| Zfhx3 | 0.802423014 | 0.721 | 0.158 | 4.36E-20 | 1.01E-15 | sb.LMCl.2 |
| C1ql3 | 0.832863827 | 0.547 | 0.046 | 9.91E-18 | 2.30E-13 | sb.LMCl.2 |
| BC030500 | 0.948271638 | 0.837 | 0.362 | 7.88E-17 | 1.83E-12 | sb.LMCl.2 |
| Etv4 | 0.923105616 | 0.523 | 0.072 | 1.72E-15 | 3.98E-11 | sb.LMCl.2 |
| Rps9 | 0.301882344 | 1 | 1 | 2.94E-15 | 6.84E-11 | sb.LMCl.2 |
| Lhx1os | 0.971997723 | 0.93 | 0.434 | 5.88E-15 | 1.37E-10 | sb.LMCl.2 |
| Homer2 | 0.577069813 | 0.826 | 0.408 | 6.06E-15 | 1.41E-10 | sb.LMCl.2 |
| Rps15a | 0.319337696 | 1 | 1 | 3.21E-14 | 7.46E-10 | sb.LMCl.2 |
| Lhx1 | 0.756072808 | 0.872 | 0.362 | 1.03E-13 | 2.39E-09 | sb.LMCl.2 |
| A830018L16Rik | 0.566540745 | 0.674 | 0.23 | 1.78E-13 | 4.14E-09 | sb.LMCl.2 |
| Fgf10 | 0.296096923 | 0.419 | 0.039 | 3.69E-13 | 8.58E-09 | sb.LMCl.2 |
| Lypd1 | 0.715580154 | 0.488 | 0.092 | 5.36E-13 | 1.25E-08 | sb.LMCl.2 |
| Gpc6 | 0.521170539 | 0.802 | 0.336 | 7.42E-13 | 1.72E-08 | sb.LMCl.2 |
| Pappa | 0.44240937 | 0.523 | 0.118 | 7.95E-13 | 1.85E-08 | sb.LMCl.2 |
| Mnx1 | 0.499744147 | 0.872 | 0.421 | 8.18E-13 | 1.90E-08 | sb.LMCl.2 |
| Epha3 | 0.665873818 | 0.663 | 0.23 | 1.06E-12 | 2.47E-08 | sb.LMCl.2 |
| Nwd2 | 0.408827896 | 0.523 | 0.105 | 3.18E-12 | 7.38E-08 | sb.LMCl.2 |
| Pid1 | 0.60827671 | 0.779 | 0.355 | 4.20E-12 | 9.75E-08 | sb.LMCl.2 |
| Rps7 | 0.319805026 | 1 | 1 | 7.66E-12 | 1.78E-07 | sb.LMCl.2 |
| Kcnip1 | 0.616947799 | 0.884 | 0.592 | 9.09E-12 | 2.11E-07 | sb.LMCl.2 |
| Rpl32 | 0.267373771 | 1 | 1 | 1.32E-11 | 3.07E-07 | sb.LMCl.2 |
| Galntl6 | 0.44684827 | 0.663 | 0.237 | 1.63E-11 | 3.78E-07 | sb.LMCl.2 |
| Nxph1 | 0.513362029 | 0.826 | 0.461 | 1.70E-11 | 3.95E-07 | sb.LMCl.2 |
| Pik3r1 | 0.636404837 | 1 | 0.928 | 2.00E-11 | 4.65E-07 | sb.LMCl.2 |
| Gm43889 | 0.340133598 | 0.442 | 0.072 | 2.87E-11 | 6.67E-07 | sb.LMCl.2 |
| Sema5a | 0.459674252 | 0.756 | 0.349 | 3.07E-11 | 7.13E-07 | sb.LMCl.2 |
| Barx2 | 0.693525422 | 0.605 | 0.217 | 3.23E-11 | 7.49E-07 | sb.LMCl.2 |
| Kcnab1 | 0.503057446 | 0.849 | 0.434 | 5.31E-11 | 1.23E-06 | sb.LMCl.2 |
| Ret | 0.575664199 | 0.942 | 0.697 | 8.66E-11 | 2.01E-06 | sb.LMCl.2 |

(a) List of DEGs downregulated in *Isl2* null brachial spinal cords. (b) List of DEGs downregulated in *Isl2* null lumbar spinal cords. (c) List of Top 30 enriched genes in sb.LMCl.2 subcluster.

# Supplementary material for: Transcriptional control of motor pool formation and motor circuit connectivity by the LIM-HD protein Isl2
**Source:** eLife. 2023 Oct 23;12:e84596. doi: 10.7554/eLife.84596
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see eLife's [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                  | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | <i>Is/2 flox mice (Cyagen, China)<br/>Materials and Methods, section<br/>'Mice'<br/>/ Figure 5</i> |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                                                                                                                  | N/A |
|-----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | <i>Materials and Methods, sections<br/>'Immunohistochemistry and in situ<br/>hybridization', 'Western blot<br/>analysis', and 'Chick in ovo<br/>electroporation'<br/>/ Figures</i> |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                                                  | N/A |
|---------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | <i>Materials and Methods, sections<br/>'Mice', 'Chick in ovo<br/>electroporation', and 'RT-PCR'<br/>/ Figure 5</i> |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend                                | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | <i>Materials and Methods, section<br/>'Western blot analysis'<br/>/ Figure 5</i> |     |

|                                                                                        |                                                                                 |  |
|----------------------------------------------------------------------------------------|---------------------------------------------------------------------------------|--|
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods, sections 'Mice' and ' Motor neurite outgrowth' /Figure 8 |  |
|----------------------------------------------------------------------------------------|---------------------------------------------------------------------------------|--|

| Experimental animals                                                                                                                                                                                   | Indicate where provided: section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods, section 'Mice'          |     |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                | N/A |

| Plants and microbes                                                                                                                                                          | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                | N/A |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                | N/A |

| Human research participants                                                                                                    | Indicate where provided: section/figure legend) or state if these demographics were not collected | N/A |
|--------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|-----|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                   | N/A |

## Design:

| Study protocol                                                                                                                      | Indicate where provided: section/figure legend | N/A |
|-------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                | N/A |

| Laboratory protocol                                                                     | Indicate where provided: section/figure legend | N/A |
|-----------------------------------------------------------------------------------------|------------------------------------------------|-----|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                | N/A |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done” | N/A |
| Sample size determination                                               | Materials and Methods / Supplementary Table S2                                                            |     |
| Randomisation                                                           | Materials and Methods                                                                                     |     |
| Blinding                                                                | Not done                                                                                                  |     |
| Inclusion/exclusion criteria                                            | Not done                                                                                                  |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                 | N/A |
|------------------------------------------------------------------------|----------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Materials and Methods / Figure legend / Supplementary Table S2 |     |
| Define whether data describe technical or biological replicates.       | Materials and Methods / Figure legend / Supplementary Table S2 |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods, section ‘Mice’            |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  | N/A |

| Dual Use Research of Concern (DURC) | Indicate where provided: section/submission form | N/A |
|-------------------------------------|--------------------------------------------------|-----|
|-------------------------------------|--------------------------------------------------|-----|

|                                                                                                                                                          |  |     |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | N/A |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                                     | N/A |
|--------------------------------------------------------------|---------------------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Materials and Methods, section 'Statistical representation in figures' /Figure legend |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods, section 'Data availability'  |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | section 'Data availability'                         |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Materials and Methods                               |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |

|                                                                                                                                                                                                              |  |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      |  | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                | N/A |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than

0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

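Bulk RNA-seq of the ventral spinal cord at E12.5 was available for 12 libraries, 3 from *Isl2* heterozygote and 3 from *Isl2* KO embryos at each of the brachial and lumbar levels. Each library's level, genotype and replicate number were taken from its labels.

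According to the paper, the authors trimmed reads with Trimmomatic, mapped them to mm10 with HISAT2 and Bowtie2, and ran StringTie on each library. The deposited TPM values were made by the authors with StringTie and scaled to one fixed total over the genes of a library. The deposited FPKM values were made by the authors in the same StringTie run, scaled to gene length and to the mapped fragments of the library. The deposited coverage values were made by the authors in that run as the mean per-base read coverage of a gene. In each library FPKM was a constant multiple of TPM. The tables hold no counts, so the DESeq2 comparison of the paper could not be repeated, and the alternatives planned for counts were not run.

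The tables list 45777 NCBI gene identifiers without names. Symbols, coordinates and gene types came from the RefSeq annotation of GRCm38.p6, which held 45679 of them, and 96.2% of the identifiers had identical coordinates in it. Values of 5 identifiers on more than one line of a table were summed.

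Depth was read from the ratio of coverage to FPKM, which was one constant for 95% to 96.1% of the single-transcript genes with values above 0 in each library and equals the aligned bases. It ranged from 4.48 to 6.64 Gb over the libraries. Between 22985 and 24194 genes had values above 0. A gene's counting error cannot be read from these values, so no interval for single libraries is given.

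TPM was rescaled by median-of-ratios size factors, 0.1 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) over genes with a mean TPM of at least 0.5. KO was compared with heterozygote separately at each level in 6 libraries, and the difference of these effects between levels in all 12. Counts of lower and higher genes use the paper's threshold, a log2 fold change beyond 0.5 and an unadjusted p under 0.05, and adjusted p-values use the Benjamini-Hochberg method. Lists of genes were tested with camera (inter-gene correlation 0.01) and fry in limma. Overlaps and the share of calls within 10 Mb of *Isl2* were tested with one-sided Fisher's exact tests. Tables were read with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

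Lists of neuropeptide, axon guidance, synaptic receptor, motor neuron, and skeletal muscle genes were written before the data were examined, by hand or from symbol patterns. Further hand lists covered medial and lateral motor columns, preganglionic neurons, dorsal and ventral interneurons, progenitors, floor plate, blood, mesenchyme and cartilage, sensory neurons, Schwann cells and crest, endothelium, microglia, sex-linked genes, and *Hox* genes. Genes named in the text are those the paper names or lists for its bulk RNA-seq, the members of these lists, and at each level the 5 lower and 5 higher genes of smallest p past the threshold whose genotypes do not overlap. This rule, the tests and the alternatives were set before the data were examined, apart from 2 alternatives added later, protein-coding genes only and coverage in place of TPM, and from tests of gene length, of embryo sex as a term, of the KO library of least depth, of regrouped genotypes for lists, and of the single-cell list and the lumbar *Hox* genes without the paper's genes.

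Whether replicate numbers pair the libraries was checked by correlating the deviations of same-numbered heterozygote and KO libraries from their group means. The correlations were 0.096, 0.22, and 0.018 at the brachial level and 0.14, −0.21, and −0.1 at the lumbar level, so the numbers were not used to pair libraries.

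The analysis was tested on simulated data with the mean levels and spread of the lumbar libraries, 3 against 3, in which a small share of the genes was changed by 1 on the log2 scale. Most of the changed genes passed the paper's threshold. Unchanged genes passed it too, in a number set by how many genes were left unchanged, and most genes that passed an adjusted p of 0.05 were changed ones. The simulated noise was independent between genes. In the real lumbar libraries, splits other than by genotype gave up to 7 genes at an adjusted p under 0.05, and the real one 0. The simulation therefore does not show how calls behave where many genes vary together.

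For counts of genes, the 6 libraries of a level were also split in each of the 10 possible ways into 3 and 3. For results over both levels, 100 regroupings of the genotypes within each level, or of the level labels for *Hox* genes, were drawn with a fixed seed, the real grouping included. Alternatives were pseudocounts of 0.001 and 1, no filter, a filter at a mean TPM of 1, FPKM, values as deposited, quantile normalization, eBayes without a trend, replicate number as a block, all 12 libraries in one fit, fry, windows of 5 and 20 Mb, an unadjusted p under 0.01 for the overlap, and leaving out each library in turn. The single-cell datasets and the in situ and RT-PCR measurements of the paper have no values among the deposited tables and were left out.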

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

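The comparisons of lists with matched genes and the regroupings of genotypes for these 3 lists were chosen after the results were seen.

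The effect of *Isl2* KO differed between the lumbar and brachial levels for 3 lists of genes, by a test of the difference itself (interaction of level and genotype, camera in limma). For the axon guidance list the mean difference on the log2 scale was −0.24 with a p-value of 2.17e-07, for the synaptic receptor list −0.26 with 2.26e-06, and for the motor neuron list −0.25 with 0.000747. Adjusted over the 5 lists tested, these were 1.08e-06, 5.65e-06, and 0.00125. Under fry none of the 3 passed, with p-values of 0.156, 0.146, and 0.163. For axon guidance genes the brachial mean was 0.22 with 13 of 73 lower, and the lumbar mean was −0.01 with 39 of 73 lower (p-values of 5.2e-08 and 0.932 from camera). For motor neuron genes the brachial mean was 0.05 with 5 of 17 lower, and the lumbar mean −0.19 with 15 of 17 lower (0.416 and 0.000646). For synaptic receptor genes the means were 0.12 with 18 of 66 lower and −0.13 with 47 of 60 lower (0.00716 and 0.000567).

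When the genotypes were regrouped within each level, 16 of 100 regroupings gave a camera p-value as small for the axon guidance list, 17 of 100 for the synaptic receptor list, and 24 of 100 for the motor neuron list. Other groupings of the same libraries thus reach such values often enough to account for the 3 differences. Single libraries weigh on them as well. Without lumbar KO replicate 3 the lumbar motor neuron list had a p-value of 0.314, and without lumbar Het replicate 1 it had 0.096. Without lumbar KO replicate 2 the lumbar synaptic receptor list had 0.533, without lumbar Het replicate 1 it had 0.0677, and without brachial KO replicate 2 the brachial one had 0.533. The brachial motor neuron list changed sign without KO replicate 3 (0.817). The brachial axon guidance list kept p-values from 3.21e-09 to 4.01e-06 with each brachial library left out. The paper's lists of downregulated genes, chosen on these libraries, hold 1 of the axon guidance, 7 of the synaptic receptor, and 1 of the motor neuron genes.

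Gene length was weighed because axon guidance and synaptic receptor genes are long. Against 10000 random lists matched on gene span and expression, the brachial mean of 0.22 for axon guidance genes lay at percentile 100, above a matched range from 0.05 to 0.14. The lumbar mean of −0.13 for synaptic receptor genes lay at percentile 0.01, below a matched range from −0.07 to 0.08. These values argue against gene length as the whole source of those 2 means. After removal of each library's trend with gene span, the brachial axon guidance list still had a p-value of 0.00026 from camera.

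What stays open is variation between libraries that moves many neuronal genes together, such as the extent of the dissection, and a genotype effect that differs between levels. Among the 15 motor neuron markers outside the paper's lists, the median log2 fold change was 0.13 at the brachial level and −0.0877 at the lumbar level, where it turned to 0.0188 without KO replicate 3 and to 0.0364 without Het replicate 1. *Isl1*, which the list also holds, was left out of this count after the list was written, and with it the medians over 16 markers were 0.124 and −0.122. No biological explanation was tested beyond the level and genotype that the design gives.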

How the results depend on the processing

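Against 71 results, 789 values were computed under alternatives other than leaving out a library, and 715 of them kept the direction and side of the threshold, or for counts stayed within 1.5 times. Below, weakened and strengthened mean that a p-value moved over or under its threshold. The sb.LMCl.2 list at the lumbar level, *Etv4*, *Prph*, *Hoxc11*, and *Ret* at the lumbar level, and the *Hox* comparison between levels did so under each alternative and with each library left out. The p-value from camera for the sb.LMCl.2 list ranged from 1.69e-05 to 0.00111 across the 6 fits that each left out a library. For single genes other than *Isl2* and lumbar *Gfra1*, 17 values from 9 results changed without a change of direction, 15 weaker and 2 stronger, lumbar *Epha3* below among them. Where a value changed, the cause was not tested unless a cause is named.

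With a pseudocount of 1, which shrinks changes of genes with low expression, lower genes numbered 90 (brachial) and 72 (lumbar), higher lumbar genes 101, genes recovered from the paper's lists 14 and 24, and shared genes 3. With no filter on low values, more genes were tested and lower genes numbered 278 (brachial) and 283 (lumbar), higher lumbar genes 338, genes recovered from the lumbar list 66, shared genes 13, and interaction genes 1, while the brachial synaptic receptor list had a p-value of 0.0572. With a filter at a mean TPM of 1, fewer neuropeptide genes were tested and the lumbar list had 0.0645.

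With values as deposited, the brachial fit gave 47 lower genes, 1211 higher genes, 0 genes at an adjusted p under 0.05, and 5 genes recovered from the paper's list, and 4 genes were shared between levels. *Isl2* weakened at both levels (log2 fold change −0.43 and −0.34), as did lumbar *Gfra1* (−0.23). The p-values of lists changed to 0.0394 (brachial neuropeptide), 0.157 (brachial synaptic receptor), 0.0238 (brachial skeletal muscle), and 0.0278 (lumbar skeletal muscle).

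Quantile normalization gave 214 lower brachial genes. It reversed 4 results that had been near 0, with −0.037 for *C1ql3* and −0.067 for *A730046J19Rik* at the brachial level, −0.0020 for lumbar *Sema5a*, and a p-value of 0.971 for the lumbar axon guidance list. For calls near *Isl2* at the lumbar level the p-value was 0.047 with quantile normalization, 0.0399 with eBayes without a trend, and 0.0204 with protein-coding genes only, over a range that reached 0.5 with a library left out. At the brachial level a window of 5 Mb reversed it (0.648). Lumbar *Gfra1* weakened with eBayes without a trend at −0.24.

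With the replicate number as a replicate block, 0 brachial genes had an adjusted p under 0.05, 14 genes were shared between levels, 1 interaction gene passed, and the lumbar skeletal muscle list had 0.0242. It strengthened lumbar *Epha3* and changed no other call among the results listed. With all 12 libraries in one fit, 2 brachial (*Uts2b*, *Pts*) and 2 lumbar (*Uts2b*, *Anxa2*) genes had an adjusted p under 0.05. In that fit lumbar *Isl2* weakened with its log2 fold change still −0.34, and the lumbar skeletal muscle list had 0.0398.

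Under fry in place of camera, p-values were 0.106 (axon guidance) and 0.425 (synaptic receptor) at the brachial level and 0.147 (neuropeptide), 0.345 (synaptic receptor), and 0.472 (motor neuron) at the lumbar level, while the brachial skeletal muscle list had 0.00252. At an unadjusted p under 0.01, 5 genes were shared.

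Of the 2 alternatives chosen after seeing the data, protein-coding genes only gave 50 and 64 lower and 242 and 68 higher genes at the brachial and lumbar levels and 5 shared genes, as fewer genes are counted. Coverage in place of TPM reversed brachial *Hint3* (−0.56).

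Across the fits that each left out one library, lower genes ranged from 109 to 307 (brachial) and from 101 to 183 (lumbar), higher genes from 146 to 1127 and from 140 to 313, genes at an adjusted p under 0.05 from 0 to 8 and from 0 to 4, shared genes from 5 to 11, and interaction genes from 0 to 1. The brachial maxima of 307 and 1127 came without KO replicate 1, and the lumbar 313 without KO replicate 2. Genes recovered from the paper's lists ranged from 17 to 24 and from 30 to 41. *Isl2* ranged from −0.76 to −0.41 (brachial) and from −0.43 to −0.26 (lumbar), and lumbar *Gfra1* from −0.31 to −0.16. List p-values ranged from 0.278 to 0.656 (neuropeptide), from 3.21e-09 to 4.01e-06 (axon guidance), from 0.000187 to 0.533 (synaptic receptor), and from 0.132 to 0.817 (motor neuron) at the brachial level. At the lumbar level they ranged from 0.000424 to 0.0476 (neuropeptide), from 0.0123 to 0.557 (axon guidance), from 2.83e-06 to 0.533 (synaptic receptor), from 2.91e-06 to 0.314 (motor neuron), and from 0.0196 to 0.600 (skeletal muscle). The sign reversed in some of these fits for the brachial neuropeptide and motor neuron lists and the lumbar axon guidance list, and for genes near 0, with ranges from −0.23 to 0.16 for *A730046J19Rik*, −0.062 to 0.068 for *C1ql3*, −0.015 to 0.090 for *Gfra1*, and −0.0039 to 0.22 for *Ret* at the brachial level and −0.16 to 0.14 for lumbar *Sema5a*.

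The alternatives planned for counts (edgeR and DESeq2) were not run, since the tables hold no counts. *2310030G06Rik* gave no lumbar value in 1 of the fits that left out a library, where it fell under the expression filter. With 3 libraries against 3, single-gene comparisons are limited to an exact p of 0.1.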

Differences from the paper's values

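For *Hint3* at the brachial level, the paper's log2 fold change is −0.62 (Supplementary file 3a), while the value here was 0.73, from 7.91 ± 1.16 TPM in heterozygotes and 13.1 ± 0.777 TPM in *Isl2* KO (SD, n = 3). None of the alternatives set before the data were examined closed the gap, with values from 0.65 to 0.90 over those that gave one. With coverage in place of TPM, a setting chosen after seeing the values, it was −0.56.

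For *Isl2* at the lumbar level, the paper's log2 fold change is −0.69 (Supplementary file 3b), while the value here was −0.34. None of the alternatives set before the data were examined closed the gap, with values from −0.43 to −0.26. With coverage in place of TPM, again chosen after seeing the values, it was −0.69 and *Isl2* passed the paper's threshold at the lumbar level.

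Over the 103 values of the paper's lists that could be compared, 2 differed in TPM and 14 in coverage, the setting chosen after seeing the values.

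Of the genes on the paper's lists, 24 of 38 tested at the brachial level and 41 of 65 at the lumbar level passed the paper's threshold here. With no filter on low values 36 of 53 and 66 of 96 passed. Among the 38 and 65 genes, those that passed only under another setting numbered 5 and 8 with quantile normalization, 2 and 13 with eBayes without a trend, 3 and 7 with all 12 libraries in one fit, and 1 and 2 with the replicate block. At the lumbar level they numbered 1 with a pseudocount of 0.001, 1 with values as deposited, and 2 with no filter. With coverage, chosen after seeing the values, they numbered 2 and 5, and with single libraries left out up to 4 and 6.

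The paper's text puts *Prph* first by fold change. Here its lumbar log2 fold change of −0.77 ranked 15 among the 65 tested genes of the paper's lumbar list, and *Dkk1* had the lowest value, −1.64. By the difference in mean TPM, *Prph* ranked 2.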

Other observations

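The tests in this part of gene length, of sex as a term, and of leaving out the KO library of least depth were chosen after the results were seen, and *Isl1* was left out of the motor neuron markers without this having been planned.

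Among the 10 splits of the 6 libraries of a level into 3 and 3, the real one included, 5 brachial and 4 lumbar splits gave as many lower genes as the grouping by genotype, and 2 and 3 gave as many higher genes. As many genes at an adjusted p under 0.05 were found in 3 of 10 brachial splits (1 gene, *Uts2b*, with the grouping by genotype) and in 10 of 10 lumbar splits (0 genes, beside 804 with an unadjusted p under 0.05). With 10 splits the share cannot fall under 0.1. For results over both levels, 19 of 100 regroupings of genotype shared as many lower genes between levels, and 100 of 100 gave as many interaction genes (0, beside 743 with an unadjusted p under 0.05). For the *Hox* genes, 1 of 100 regroupings of the level labels, the real one, gave as many differences.

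The number of genes lower in *Isl2* KO was weighed against depth. *Isl2* KO libraries had on average fewer aligned bases, by −0.36 Gb at the brachial and −0.496 Gb at the lumbar level, but the ranges of the genotypes overlapped at both levels. Without the KO library of least depth, 131 brachial and 183 lumbar genes were lower, but these come from 3 libraries against 2 and are not comparable with counts from 3 against 3, so they do not show whether the lower genes depend on that library. Depth and genotype cannot be told apart for these counts with 3 libraries in each group.

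A lower share of motor neurons in the *Isl2* KO tissue was weighed with 15 motor neuron markers outside the paper's lists. Their median log2 fold change was 0.13 at the brachial level, where the called genes had a median of −0.68, and it stayed above 0 with each brachial library left out and at 0.124 with *Isl1* added. A loss of motor neurons large enough to lower the called genes by that much is not seen in these markers. Some of them were lower, with all *Isl2* KO libraries below the heterozygote libraries for *Isl1* (−0.26, unadjusted p of 0.0171 from limma) and *Chat* (−0.20), so a smaller loss stays open at the brachial level. At the lumbar level it was −0.0877 with 13 of 15 markers lower, far from the median of −0.76 of the called genes, and −0.122 with *Isl1* (−0.31, unadjusted p of 0.0248 from limma) added. All lumbar *Isl2* KO libraries lay below the heterozygote libraries for *Chat* (−0.40) and *Slc5a7* (−0.34, unadjusted p of 0.0243 from limma), which favours a loss. *Lhx4* (0.23) and *Etv1* (0.01) were higher. The median turned to 0.0188 without KO replicate 3 and to 0.0364 without Het replicate 1. By the RNA of these markers alone, a small loss of motor neurons at the lumbar level therefore cannot be told apart from none. The paper counted cells at a later embryonic stage and reports unchanged numbers of MMC and LMC neurons at both levels.

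Embryo sex, read from *Xist* and *Ddx3y*, was balanced at the brachial level, with 2 male and 1 female libraries in each genotype, but not at the lumbar level, where heterozygotes had 1 male and *Isl2* KO 2. With sex as a term in the lumbar fit, 110 of the 128 lower genes (85.9%) kept their direction and an unadjusted p under 0.05, so sex is not the whole source of that count. That fit gave 219 lower genes in all. In 3 of 6 pairs of libraries with one genotype and replicate number, the brachial and lumbar libraries differed in sex, so equal numbers do not mark one embryo at both levels.

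Genes higher in brachial *Isl2* KO numbered 390, of which 242 are protein-coding, and the lists and counts in the paper's text are of lower genes. Those of smallest p were *Mir490*, *Mirlet7a-2*, *Mir7228*, *Gpatch8* (log2 fold change 0.58), and *Hint3* (0.73), and among the 166 lumbar ones *Mme* (1.31), *Mir7224* (1.78), *Gm22574* (0.71), *Rnu3a* (0.58), and *Gm23138* (2.21). Some of these lay close to the expression filter. *Mir490* and *Mir7228* were at 0 TPM in the brachial heterozygote libraries and averaged 1.03 and 1.44 TPM in *Isl2* KO. Of the brachial higher genes 46.9% lay in the upper tertile of tested genes by span, against 6.43% of the lower genes. Across all tested genes, the log2 fold change correlated with gene span at 0.123, less than the 0.2 first set for this test, and at 0.318 for genes with a mean TPM of at least 2. A second test removed each library's trend with gene span. It gave 313 higher genes, 258 of them among the 390, and 112 lower genes, 96 of them among the 140, so a length trend may be part of the count but is not the whole of it. Among the fits that each left out a library, higher genes numbered 146 without Het replicate 3, 159 without KO replicate 3, and 1127 without KO replicate 1. The count thus depends on which library is left out. These fits have 3 libraries against 2, so their counts are not comparable with the 390.

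Genes called in either direction were denser within 10 Mb of *Isl2* on chromosome 9 at both levels, but not past a p of 0.05. At the brachial level 9 of 187 genes (4.81%) were called against 3.11% elsewhere (one-sided Fisher's exact test, p = 0.132), and at the lumbar level 6 of 181 (3.31%) against 1.76% (p = 0.105). In both levels the grouping by genotype gave the smallest p of the 10 splits. Sequence from another strain kept around the *Isl2* mutation is a candidate explanation that the tests leave open, since few genes lie there. The same explanation is open for *2310030G06Rik* and *Slc35f2*, called lower at both levels, and for *Pts* (brachial) and *Megf11* (lumbar). The test was planned after reading the paper's lists, which hold several chromosome 9 genes, and those lists come from these libraries.

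Among the other lists, the 10 blood genes were higher at both levels in 10 of 10 genes, with means of 0.51 and 0.47 (p-values of 0.00327 and 1.12e-05 from camera, 0.313 and 0.268 from fry). The floor plate list was higher in 8 of 8 genes at the brachial level (mean 0.27, 0.0036 from camera and 0.0222 from fry) and at the lumbar level had a mean of 0.0010 (0.891 from camera). The progenitor list had a lumbar mean of 0.12 (0.00121 from camera and 0.0763 from fry) and a brachial mean of 0.08 (0.654 from camera), and the preganglionic list a lumbar mean of −0.27 over 4 genes (0.0283 and 0.0012) and a brachial mean of 0.11 (0.491). The preganglionic list holds 1 gene of the paper's lists, which were chosen on these libraries, so its result is not fully independent evidence. The skeletal muscle list had 4 tested genes of 17, with means of −0.21 and −0.43 (0.172 and 0.0716 from camera). The means at the brachial and lumbar levels were 0.16 and 0.01 for the medial motor column list, 0.14 and −0.09 for the lateral motor column, 0.06 and 0.11 for dorsal interneurons, 0.18 and −0.04 for ventral interneurons, −0.03 and −0.22 for mesenchyme and cartilage, 0.26 and −0.14 for sensory neurons, 0.03 and −0.06 for Schwann cells and crest, −0.05 and 0.05 for endothelium, 0.05 and −0.19 for microglia, 0.10 and 0.05 for *Hox* genes, and 0.08 and 1.49 for sex-linked genes. For these 11 lists the p-value from camera was 0.0371 for lumbar *Hox* genes and 0.056 or more for the others. These p-values were not adjusted for the number of lists.

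For *Epha3*, *Fgf10*, and *Sema5a*, whose expression the paper reports as reduced in gluteus motor pools by in situ hybridization, the lumbar log2 fold changes in whole ventral cord were 0.19, −0.27, and 0.01. The brachial ones were 0.05 for *Epha3* and 0.57 for *Sema5a*, and *Fgf10* did not pass the expression filter there. Brachial *Sema5a* was thus higher in *Isl2* KO past the paper's threshold, with an unadjusted p just under 0.05 and overlapping ranges. It no longer passed with quantile normalization (0.50, unadjusted p of 0.061) or without Het replicate 1 (0.55), Het replicate 3 (0.48), KO replicate 2 (0.50), or KO replicate 3 (0.36), among other settings.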
